# Single-nuclei transcriptome analysis of IgM^+^ cells isolated from channel catfish (*Ictalurus punctatus*) spleen

**DOI:** 10.3389/fimmu.2025.1547193

**Published:** 2025-03-17

**Authors:** Johanna E. Aldersey, Jason W. Abernathy, Benjamin H. Beck, Miles D. Lange

**Keywords:** single-cell RNA sequencing, single-nuclei RNA sequencing, B cell, plasma cell, T cell, lymphocyte, natural killer-like, hematopoietic stem and progenitor cells

## Abstract

Catfish production is the primary aquaculture sector in the United States, and the key cultured species is channel catfish (*Ictalurus punctatus*). The major causes of production losses are pathogenic diseases, and the spleen, an important site of adaptive immunity, is implicated in these diseases. To examine the channel catfish immune system, single-nuclei transcriptomes of sorted and captured IgM^+^ cells were produced from adult channel catfish. Three channel catfish (~1 kg) were euthanized, the spleen dissected, and the tissue dissociated. The lymphocytes were isolated using a Ficoll gradient and IgM^+^ cells were then sorted with flow cytometry. The IgM^+^ cells were lysed and single-nuclei libraries generated using a Chromium Next GEM Single Cell 3’ GEM Kit and the Chromium X Instrument (10x Genomics) and sequenced with the Illumina NovaSeq X Plus sequencer. The reads were aligned to the *I. punctatus* reference assembly (Coco_2.0) using Cell Ranger, and normalization, cluster analysis, and differential gene expression analysis were carried out with Seurat. Across the three samples, approximately 753.5 million reads were generated for 18,686 cells. After filtering, 10,637 cells remained for the cluster analysis. The cluster analysis identified 16 clusters which were classified as B cells (10,276), natural killer-like (NK-like) cells (178), T cells or natural killer cells (45), hematopoietic stem and progenitor cells (HSPC)/megakaryocytes (MK) (66), myeloid/epithelial cells (40), and plasma cells (32). The B cell clusters were further defined as different populations of mature B cells, cycling B cells, and plasma cells. The plasma cells highly expressed *ighm* and we demonstrated that the secreted form of the transcript was largely being expressed by these cells. This atlas provides insight into the gene expression of IgM^+^ immune cells in channel catfish. The atlas is publicly available and could be used garner more important information regarding the gene expression of splenic immune cells.

## 1 Introduction

In modern agriculture, there is a drive to improve the sustainability of production systems due to population growth and limitations in resources (1, 2). Catfish production is the primary aquaculture sector in the United States and in 2023 the industry generated $437 million in sales (3). The two main cultured species are channel catfish (*Ictalurus punctatus*) and channel ♀ x blue ♂ catfish (*Ictalurus furcatus*) hybrids. The primary cause of production losses are pathogenic diseases, particularly the bacterial diseases motile *Aeromonas* septicemia, columnaris disease, and enteric septicemia (4, 5). These diseases impact the sustainability and efficiency of the catfish production systems and producers require new disease control methods and interventions. In addition to industry significance, channel catfish are also an important comparative model of the teleost immune system (6–10). Therefore, there is interest in a further understanding of the catfish immune system.

The primary systemic organs of the teleost immune system such as channel catfish are the head kidney, thymus, and spleen (11). The head kidney (also known as the anterior kidney) has a function equivalent to mammalian bone marrow (11). It maintains stem cells that differentiate into erythrocytes and immune cells (11). The thymus, similarly to the mammalian thymus, trains and matures T cells (11). The spleen is a secondary lymphoid tissue, and the main function of the organ is to provide an environment for lymphocytes, B cells and T cells, and other immune cells; filter the blood of antigens and pathogens; and maintain erythrocyte homeostasis (12). B cells are adaptive immune agents that detect antigens through the B cell receptor (BCR) (13). Antigen binding, along with a “second signal”, most notably from T helper cells, activates B cells to differentiate into antibody secreting cells, plasmablasts, and plasma cells (13, 14).

The spleen and B cells are implicated in two of the key pathogenic diseases of catfish. The channel catfish spleen, after exposure in challenge trials, harbor virulent *Aeromonas hydrophila* (vAh) (15), the pathogen that causes motile *Aeromonas* septicemia, and *Edwardsiella ictaluri* (16), the pathogen that causes enteric septicemia of catfish (ESC). In addition, yellow catfish (*Pelteobagrus fulvidraco*) hybrid challenged with *A. hydrophila* with vAh had altered B cell gene expression in the head kidney when compared to the control (17).

Single-cell/single-nuclei RNAseq (sc/snRNAseq) enables the characterization of gene expression at the individual cell level, which is highly desirable for the research of homogenous tissues. This contrasts with bulk RNAseq, where the transcriptome averages the gene expression across multiple cells and cell types. This means that rare cell types and lowly expressed genes are often masked within the data (18). sc/snRNAseq enables these rare cell types to be discovered and individual cells to be profiled based on their gene expression. Previously, our group developed a single nuclei transcriptomic atlas of the *I. punctatus* spleen (19). Atlases have also been generated to study zebrafish (*Danio rerio*) (20) and Atlantic salmon (*Salmo salar*) (21) spleen. Additionally, scRNAseq was used to understand the effects of *A. hydrophila* infection on the innate immune system of hybrid yellow catfish (*P. fulvidraco* ♀ × *Pelteobagrus vachelli* ♂) sampled from the head kidney (17).

We set out to produce a single nuclei transcriptomic atlas of channel catfish splenic B cells to understand the underlying biology of these adaptive immune cells. Using a recombinant antibody specific for binding channel catfish IgM combined with flow cytometry, we isolated splenic IgM^+^ B cells from three individuals and paired them with a 10x Genomics microfluidics-based method of single-nuclei RNA sequencing to create an aggregated cell atlas. This atlas will provide a basis for our understanding of IgM^+^ splenic B cells specifically, and the processes that occur in these cells. Furthermore, we found that other cell types were also selected in the sorting process, likely through receptors that bind secreted IgM. Therefore, the characteristics of the cells that bind IgM on cell surface receptors are also included in this dataset.

## 2 Materials and methods

### 2.1 Animal ethics

This study was carried out at the United States Department of Agriculture – Agricultural Research Service (USDA-ARS) Aquatic Animal Health Research Unit (AAHRU). The use of fish in this study was approved by the AAHRU Institutional Animal Care and Use Committee to ensure the ethical use of research animals. The protocol conformed to USDA-ARS Policies and Procedures 130.4 and 635.1.

### 2.2 Tissue preparation

The individual channel catfish were initially processed as previously described (19). Briefly, three channel catfish (~1 kg) were euthanized by placing them in a solution of buffered MS-222 for 10 min (300 mg/L, Syndel USA, Ferndale, WA). The spleens were collected and passed through a 70 µM and 40 µM cell sieve (ThermoFisher Scientific, Waltham, MA), washed three times by suspension in Leibovitz’s L-15 medium adjusted to catfish tonicity (cL-15), and centrifuged, and the supernatant was aspirated. The cells were counted, and their viability was assessed. The cell suspensions were then layered over Lymphoprep (Serumwerk BAG, Oslo, Norway) and centrifuged at 1,200 RPM for 20 min with no brake. The buffy coat interface was aspirated, and cells were washed twice in cL-15 and centrifuged at 1,200 RPM for 5 min.

### 2.3 Flow cytometry

The isolated cells were sorted using the methods described by (22). Briefly, for single color flow cytometry, the splenic cell suspensions (1-3 × 10^7^) were incubated with 0.3 μg/mL of recombinant 9E1 monoclonal antibody (mAb) and then incubated with goat anti-mouse IgG-FITC (1:200, Southern Biotechnology, Birmingham, AL). Both antibodies were diluted with FACS buffer (1x PBS, 0.5% BSA, 2 mM EDTA) and the incubation periods were 30 min on ice. The cells were washed with FACS buffer after incubation with antibodies. Cells were resuspended in 1-2 mL of FACS Buffer and 1 μL of propidium iodide and sorted using a CytoFLEX SRT cell sorter (Beckman Coulter, Brea, CA) using lymphocyte, singlet, viability, and GFP+ and FITC gates into a tube with Leibovitz’s L-15 medium adjusted to catfish tonicity. Approximately, ~1-3 x 10^6^ sorted cells were pelleted and suspended in 1 mL of freezing medium (90% FBS, 10% DMSO). The samples were stored in cryogenic vials (Greiner Bio-One, Monroe, NC) within Mr. Frosty freezing containers (ThermoFisher Scientific, Waltham, MA) at -80°C for 24 h and then transferred to liquid nitrogen storage until they were shipped to the sequencing vendor.

### 2.4 Single-nuclei RNAseq library construction

The following steps were carried out by the sequencing vendor and described in more detail by (19). Frozen cells were thawed in a water bath set to 28°C and added to 6 mL of cL-15. The cells were centrifuged at 1,200 RPM for 5 min. The supernatant was removed, and the cells were resuspended with 1 mL of cl-15. Approximately 2.5 x 10^6^ cells were transferred to new tubes, centrifuged at 1,200 RPM for 5 min at 4°C, and the supernatant was removed. The cells were lysed in 200 µL of lysis buffer and incubated for 1 min on ice. The lysis buffer consisted of Tris-HCL at pH 7.4, with NaCl and MgCl_2_. The lysed cells were washed with 800 µL of buffer solution and centrifuged. The buffer contained BSA Solution, RNase Inhibitor, and 1x PBS. The nuclei were washed two times using 1 mL of buffer solution, pelleted, and the supernatant was removed. Centrifugation was carried out at 1,200 RPM for 10 min at 4°C. The nuclei concentration was diluted to the target concentration required for library preparation with the 10x Genomics Next-GEM Single Cell 3’ protocol (10x Genomics, Pleasanton, CA).

The single-nuclei RNA-seq libraries were prepared using the Chromium X Instrument (10x Genomics) and the Chromium Next GEM Single Cell 3’ GEM Kit v3.1 (10x Genomics) following the manufacturer’s protocol. The nuclei were added to the master mix and loaded into the Chromium Next GEM Chip G, along with the barcoded Single Cell 3’ v3.1 Gel Beads and partitioning oil. The chip was loaded into the Chromium X Instrument to generate gel beads-in-emulsion (GEMs). The gel beads were dissolved to release the primers and incubated to produce barcoded full-length cDNA. The leftover reagents were removed from the cDNA using Dynabeads MyOne SILANE (ThermoFisher Scientific, Waltham, MA) and then the cDNA was amplified via PCR. The optimal sized cDNA amplicons were selected using SPRIselect (Beckman Coulter, Brea, CA). cDNA was fragmented and Illumina indexes and adapters were added via end repair, A-tailing, adaptor ligation, and then amplified via PCR. The sample quality was assessed using a TapeStation (Agilent, Santa Clara, CA) with the TapeStation High Sensitivity D1000 ScreenTape (Agilent, Santa Clara, CA). cDNA libraries were multiplexed and sequenced using the Illumina NovaSeq X Plus sequencer (San Diego, CA).

### 2.5 Data processing

The raw data was demultiplexed to FASTQ files using ‘cellranger mkfastq’ in Cell Ranger (v5.0.0). The channel catfish genome was downloaded from the NCBI (Coco_2.0, GCF_001660625.3). The GTF annotation file was manually curated to include immunoglobulin heavy constant mu (*ighm*), as previously described (19). The annotation for *ighm* spans chr2:17,077,000-17,085,528 based on the channel catfish genomic DNA sequence of the IgM heavy chain (NCBI Accession number X52617.1) and includes four exons encoding Cμ1-4 and two exons encoding the transmembrane (TM) domains (19, 20). The genome was converted to a Cell Ranger compatible format using ‘cellranger mkref’ (Cell Ranger v8.0.0). The sequences were then trimmed, aligned to the reference assembly, filtered, and counted to generate feature-barcode matrices using ‘cellranger count’ and an argument was set to exclude introns.

A second GTF annotation file was manually curated to count membrane-bound *ighm* transcripts and secreted *ighm* transcripts separately. The membrane *ighm* annotation only included the transmembrane exons (TM1 and TM2), while the secreted *ighm* annotation only included the Cμ4 domain. These regions are unique to the respective transcripts.

Further filtering was conducted using Seurat (v5.0.1) in R (v4.3.3). First, the barcodes predicted to be duplets and multiplets were identified using the ‘scDblFinder’ function in the scDblFinder package (v1.16.0) and these barcodes were removed from the Seurat object. The barcodes that had the number of detected features outside of 3.5 median absolute deviations from the median were then removed. Barcodes that had expression from mitochondrial genes > 8% were also removed from the data as they were likely to be dying cells. The data were normalized and regularized using the ‘SCTransform’ function (sctransform, v0.4.1) and the ‘vars.to.regress’ argument was used to reduce the contribution of the percentage of mitochondrial DNA in the principal component analysis (PCA). PCA was conducted using ‘RunPCA’ and the number of dimensions used for the cluster analysis was based on the elbow plot.

### 2.6 Cluster analysis

The samples were integrated using Seurat. First, the most variable features were identified using ‘SelectIntegrationFeatures’ and then the data were prepared for integration using ‘PrepSCTIntegration’. Anchors, which are paired cells present in each dataset, were identified using ‘FindIntegrationAnchors’ and the anchors were used to perform integration with ‘IntegrateData’. The cluster analysis used the PCA dimensions 1:24 and the resolution was set to 0.5. The top 20 differentially expressed (DE) genes for each cluster against all other cells in the analysis were found using the ‘FindAllMarkers’ function and the Wilcoxon rank sum test. The P-value was adjusted for the false-discovery rate (FDR) and genes were considered DE when the adjusted P-value was < 0.05 and had a log2 fold-change (log2FC) of > 0.8. The list was further filtered to identify genes that were expressed in at least 50% of the cells in a given cluster.

### 2.7 Pathway analysis

An over-representation analysis (ORA) was conducted using clusterProfiler (version 4.12.6) for the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) pathways (23). The ORA, which uses the hypergeometric test, was carried out using the `compareCluster` function, using the cluster as the group. The analysis included both significantly increased and decreased genes (FDR-adjusted P < 0.05, log2FC > 0.8), present in at least 20% of cells in the cluster if upregulated, or outside the cluster if the gene was downregulated.

### 2.8 Trajectory analysis

Trajectory analyses were conducted using two approaches: 1) Monocle 3 (v1.3.7) ^1^ and 2) scVelo (v0.2.5). For analysis with Monocle 3, the Seurat object with the active assay set to ‘SCT’ was converted to a cell_data_set object using the ‘as.cell_data_set’ function in the package SeuratWrappers (v0.3.5). The cell trajectories were predicted using the ‘learn_graph’ function, and the projections were plotted onto the UMAP generated from Seurat. The pseudotime was predicted using the ‘order_cells’ function. Genes that changed as a function of pseudotime were identified using the ‘graph_test’ function which utilizes Moran’s test, and significant genes had an FDR-adjusted P-value < 0.05.

The analysis with scVelo was conducted in a Python environment (v3.12.1). The Cell Ranger output and the GTF annotation for the reference assembly were used to obtain counts for spliced and unspliced mRNA for each gene using velocyto (v0.17.17). The resulting loom files containing mRNA splicing information for individuals were aggregated and combined with the cluster and UMAP information generated using Seurat. Cell velocity was inferred using scVelo using the dynamical algorithm. The cell velocities and latency were projected onto UMAP graphs generated in Seurat.

### 2.9 IgM receptor candidate gene analysis

Potential candidate genes included Fc receptor-like genes and polymeric immunoglobulin receptor genes with any level of expression in one or more of the four clusters (natural killer-like (NK-like), T cells, hematopoietic stem and progenitor cells (HSPC)/megakaryocytes (MK), and myeloids). Uncharacterized loci with immunoglobulin (Ig) domains, as predicted by the Uniprot entry (24), and significantly increased expression in these clusters were also examined. After identifying the potential candidate genes, the protein sequences for all isoforms were analyzed in InterPro (25) to identify transmembrane regions and Ig domains. Signal peptide regions were predicted using SignalP (v6.0) (26). Genes without a transmembrane domain, Ig domains, or signal peptides were removed from the candidate list. The localization of the protein in the cell was predicted with DeepLoc (v2.1) (27).

## 3 Results

### 3.1 Identifying cell types

Individual splenic lymphocyte samples stained with the r9E1 mAb recognizing catfish IgM were sorted with an average of 2.2 x 107 events processed and an average of 2.67 x 106 IgM^+^ cells sorted using the MFI range of 104–106 (**Figure 1**). 

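The data came from nuclei of IgM+ sorted spleen cells of 3 healthy adult channel catfish, 1 library per fish and 1 condition. The authors aligned 10x Genomics 3' reads with Cell Ranger and deposited counts of unique molecular identifiers (UMIs) for 32345 genes in each cell-associated barcode. From these counts, doublets, barcodes with extreme numbers of detected genes and barcodes over 8% mitochondrial UMIs were removed, and the rest were integrated and clustered with the settings the paper gives. Clusters were named from marker genes of the paper and its supplementary tables, so the names are not independent of these fish. Several gene lists used below hold such markers, so their counts in the named classes are not independent evidence either. Counts were then summed per fish and cell class. Classes of the same 3 fish were compared with the edgeR quasi-likelihood test on 3 against 3 sums, without pairing by fish. Fish as a block was an alternative setting. The genes were divided at random into 2 sets. Except where clusters of all genes are named, each gene was tested in clusters built only from the other set, which it had not helped define. A gene was called with a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 0.8, the paper's limits. Levels are CPM, counts scaled to the total UMIs of each sum, given as mean ± SD over n = 3 fish, and as log2 fold change ± standard error (SE). Fold changes also carry a scaling between sums (TMM), so they can differ from ratios of CPM. Gene positions are those of the assembly Coco_2.0. The comparisons, gene lists, limits and alternative settings were fixed before the data were examined, unless stated otherwise. Where changes that ended a call are listed below, settings added after the data were seen count only if named.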

Single-nuclei transcriptomes of three IgM-sorted spleen samples were produced from adult channel catfish. Across the three samples, approximately 753.5 million reads were generated for 18,686 cells. The barcode rank plots indicated that there was good separation of cell-associated barcodes and barcodes representing background noise, which were excluded from the analysis (**Supplementary Figure 1**). Overall, the sequencing and mapping parameters indicated that high quality reads were generated from the snRNAseq libraries (**Table 1**).

**Figure 1:**
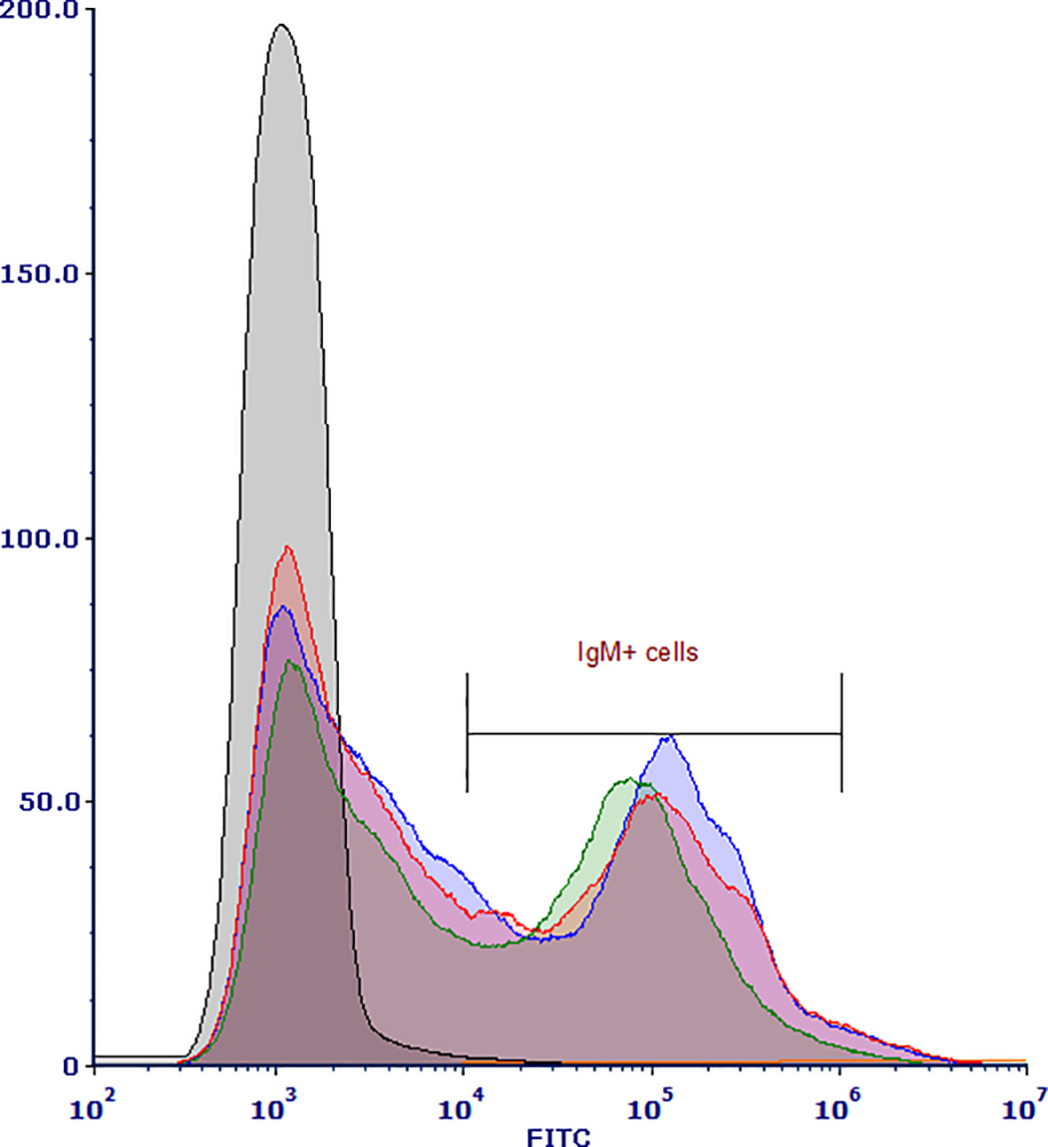
Histogram of flow cytometry-sorted channel catfish (*Ictalurus punctatus*) IgM^+^ splenic cells isolated from three healthy adults. Cell suspensions were stained with recombinant 9E1 mAb, washed, and then stained with the FITC labeled goat α-mouse IgG secondary Ab. The histogram shows the distribution of gated IgM^+^ cells in the three splenic samples (blue = sample 1, green = sample 2, red = sample 3) captured and collected by the CytoFLEX SRT.

**Table 1:** Summary statistics of single-nuclei transcriptome libraries generated from three catfish spleens.

Sample	Output	Sample 1	Sample 2	Sample 3	Seurat aggregated samples
Number of reads	Cell Ranger	192,987,707	285,755,434	274,750,037	
Mean number of reads/cell	Cell Ranger	27,335	58,449	40,782	
Q30 bases in RNA reads	Cell Ranger	94.7%	94.7%	94.5%	
Confident alignment to reference genome	Cell Ranger	78.1%	74.1%	77.5%	
Confident alignment to reference transcriptome	Cell Ranger	53.9%	48.1%	55.2%	
Estimated number of cells	Cell Ranger	7,060	4,889	6,737	
	Seurat	4,237	2,751	3,649	10,637
Number of features detected	Cell Ranger	20,130	19,915	20,290	
	Seurat	17,016	16,735	17,225	18,632
Median number of features/cell	Cell Ranger	816	824	844	
	Seurat	795	829	801	805

The data were initially filtered to remove barcodes not associated with cells using Cell Ranger (10x Genomics) and further filtering was carried out using Seurat to remove multiplets and cells with > 8% reads aligned to mitochondrial genes. The individual libraries were integrated for combined cluster analysis in Seurat.

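The 18686 barcodes held a median of 2347.5, 2003 and 2488 UMIs and 816, 824 and 844 detected genes in fish 1, 2 and 3. Doublet scores removed 498, 239 and 454 barcodes, which left 17495. Limits on detected genes at 3.5 median absolute deviations (180 to 1426, 82.75 to 1549.25 and 122 to 1536) left 15751. The mitochondrial limit left 5300, 3492 and 4606 nuclei, 13398 in all. Limits at 1 scaled deviation, chosen after the data were seen, left 10401.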

After filtering out multiplets and cells with a high expression of mtDNA, 10,637 cells remained for the cluster analysis (**Table 1**; **Supplementary Figure 2**). The individual samples were integrated, and the cluster analysis partitioned the cells into 16 clusters (**Figure 2A**). 

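The 13398 nuclei formed 15 clusters at resolution 0.5. Clusters of 3469, 2328, 1914 and 1520 nuclei were placed in Population 1, and clusters of 1714, 678, 522 and 248 nuclei in Population 2, by the higher mean fold of their marker genes. All 12 markers of Population 2 were over 2-fold in its 3 larger clusters and 0 in the cluster of 248 nuclei, and at most 1 marker of Population 1 was over 2-fold in its clusters. The largest Population 1 cluster was led by the adaptor gene sla2b and the chemokine receptor gene ccr9a, and the cluster of 1914 nuclei by haemoglobin-type genes such as hba, with the haem synthesis gene alas2. The remaining clusters held 247 cycling B cells, 92 plasma cells, 296 NK-like cells, 187 HSPC/MK cells, 88 MYL cells, and 67 and 28 T/NK cells. Against the paper's table of cluster genes, the 8 B cell clusters of both populations matched best to B2 to B8 and B10, with correlations of fold changes from 0.394 (B8) to 0.904 (B10). At this resolution no cluster of all genes matched B1 or B9 best. In clusters built from 1 of the 2 random gene sets, a cluster of 2915 nuclei matched B1 best (r = 0.356), and from the other set a cluster of 1044 nuclei matched B9 best (r = 0.606).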

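Every cluster held nuclei of all 3 fish. HSPC/MK cells were the least even class, with 134, 9 and 44 nuclei in fish 1, 2 and 3. Plasma cells numbered 11, 21 and 60, cycling B cells 65, 37 and 145, and NK-like cells 55, 57 and 184. T/NK cells numbered 40, 14 and 41, of which fish 2 gave 4 of the 67 nuclei in the larger cluster. MYL cells numbered 19, 21 and 48.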

The individual samples each contributed cells to each cluster (**Supplementary Figure 3**). The heatmap of the top 10 most upregulated genes showed that the clusters were distinct (**Supplementary Figure 4**). 

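Nuclei of the B cell lineage made up 95.2 ± 2.00% of each fish (SD, n = 3), 12732 in all including plasma cells. Population 1 took 68.4 ± 6.01% and Population 2 24.3 ± 9.41%, with cycling B cells at 1.81 ± 1.16% and plasma cells at 0.704 ± 0.555%. NK-like cells were 2.22 ± 1.56%, HSPC/MK cells 1.25 ± 1.16%, T/NK cells 0.682 ± 0.253% and MYL cells 0.667 ± 0.347% of a fish's nuclei. With 1 fish left out HSPC/MK cells fell to 0.607% (fish 1), and NK-like cells to 1.34%, plasma cells to 0.404% and cycling B cells to 1.14% (fish 3). The rare classes changed with the limits on detected genes: at 1 scaled deviation they held 176 NK-like, 69 HSPC/MK, 42 T/NK, 34 MYL and 31 plasma cells. These narrower limits were chosen after the data were seen.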

The cluster analysis identified B cells (10,276), NK-like cells (178), T or natural killer cells (45), HSPC/MK (66), myeloid or myeloid-derived cells (40), and plasma cells (32) (**Figure 2B**). Clusters B1–B11 and PC were identified as B cell lineage cells and were defined by their expression of paired box 5 (*pax5*), *ighm*, immunoglobulin heavy constant delta (*ighd*), CD79a molecule, immunoglobulin-associated alpha (*cd79a*), and CD79b molecule, immunoglobulin-associated beta (*cd79b*) (**Figure 2B**) (6, 10).

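The B cell transcription factor gene pax5 stood at 2797 ± 559 CPM in Population 1 and 3996 ± 413 CPM in Population 2 (SD, n = 3 fish), and at 332 ± 358 CPM in NK-like cells. The signalling chain gene of the B cell receptor cd79a stood at 105 ± 17.9 and 131 ± 7.63 CPM, against 5.11 ± 5.92 CPM in NK-like cells. Its partner cd79b stood at 733 ± 204 and 1261 ± 241 CPM, against 107 ± 96.9 CPM. The heavy chain gene ighm reached 2165 ± 242 CPM in Population 1 and 2855 ± 338 CPM in Population 2, and ighd 927 ± 319 and 1837 ± 267 CPM. In NK-like cells ighm stood at 338 ± 224 CPM and ighd at 231 ± 184 CPM.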

**Figure 2:**
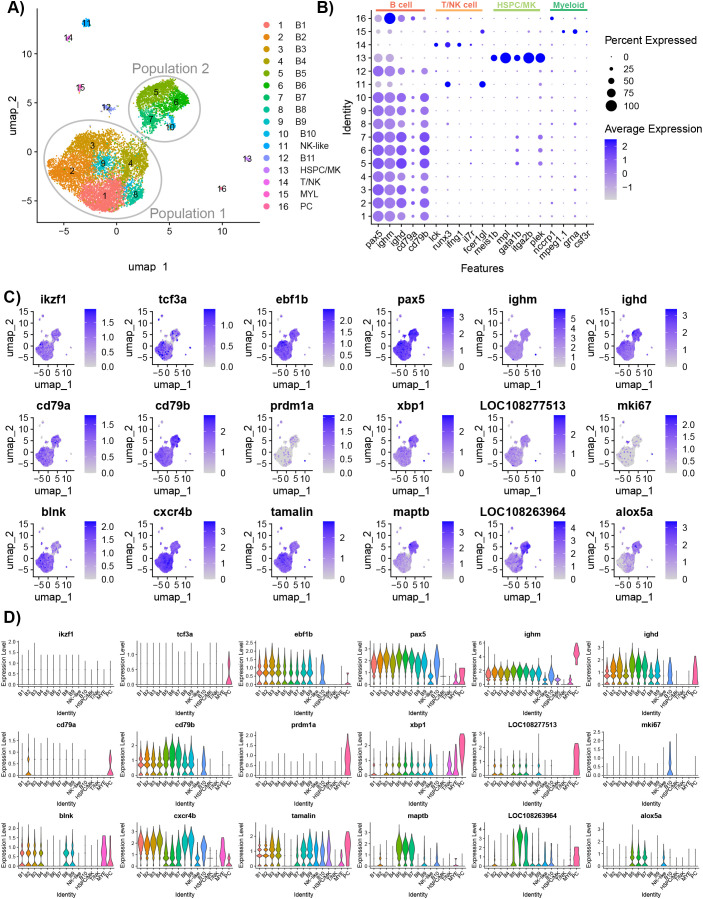
Characterization of IgM^+^ sorted spleen cells isolated from healthy adult *Ictalurus punctatus*. **(A)** UMAP plot of cells labeled by cluster. The majority of B cells are grouped into two groups: Population 1 (six clusters) and Population 2 (four clusters). **(B)** Dot plot of selected cell type markers to classify the clusters. Beside B cells, other cell types were selected by the anti-IgM and these cells may have cell surface receptors that bind secreted IgM. Dot size represents the percentage of cells expressing a gene, while color represents the average expression (z-score). **(C)** Feature plots of selected gene markers for different B cell developmental stages and genes differentially expressed between Population 1 and Population 2. Differentially expressed genes were identified by comparing cells within a cluster to all other cells using the Wilcoxon rank sum test and P-values adjusted for FDR (P<0.05). Cells expressing a given gene are visualized over non-expressing cells. **(D)** Violin plots of cluster gene expression level of markers for different B cell developmental stages and genes differentially expressed between Population 1 and Population 2.

### 3.2 Identifying B cell developmental stages

Most of the B cells presented on the UMAP plot were in two distinct groups, defined as Population 1 and Population 2 (**Figure 2A**). These groups did not include B cell clusters B11 and PC which were positioned separately on the UMAP. 

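The populations differed in depth and in composition of RNA as well as in position. Nuclei of Population 1 (3646, 2170 and 3415 per fish) held a median of 2542 ± 95.6 UMIs (SD, n = 3 fish), and those of Population 2 (1330, 1163 and 669) 1668 ± 47.8. Ribosomal protein genes took a median of 43.2 ± 2.81% of the UMIs in Population 1 and 31.8 ± 3.31% in Population 2. Between the populations 597 genes were higher and 468 lower in Population 2 of 10424 tested. Each fish taken out in turn left 501 to 686 called genes. In a simulation with these depths the test recovered 46.8% of genes changed 2-fold and 92.6% of genes changed 4-fold, so smaller changes could be missed.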

To determine whether these groups represented different B cell developmental stages, canonical stage markers Ikaros (*ikzf1*), transcription factor 3 (*tcf3a*, *tcf3b*), EBF transcription factor 1 (e*bf1a*, *ebf1b*)*, pax5, ighm, ighd*, *cd79a, cd79b*, PR/SET domain 1 (*prdm1a*, *prdm1b*), x-box binding protein 1 (*xpb1*), and secreted IgD (*LOC108277513*) were examined (6, 10). There was a minimal expression of *ikzf1* and *tcf3a*/*b* across B cell clusters, except for cluster 15 which expressed *tcf3a*. 

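Transcripts of the lymphoid regulator gene ikzf1 stood at 124 ± 26.3 CPM in B2 and 122 ± 25.8 CPM in B3 (SD, n = 3 fish). The B lineage regulator gene tcf3a stood at 119 ± 39.3 CPM in plasma cells, 87.6 ± 24.8 CPM in B3 and 26.3 ± 11.7 CPM in B7. Its paralog tcf3b lay at 14.3 ± 8.60 CPM in B3, the highest of all clusters, and at 12.2 ± 11.9 CPM in plasma cells. Outside the B cells, a T/NK cluster of 28 nuclei held 277 ± 36.3 CPM of tcf3a, more than any B cell cluster. In plasma cells tcf3a was not called against all other cells, with a log2 fold change of 1.07 ± 0.36 (edgeR adjusted p = 0.066, higher in 3 of 3 fish).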

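The early B cell factor gene ebf1b (chromosome 18 from 21863117 to 21971554) stood at 528 ± 26.6 CPM in Population 2 and 696 ± 76.1 CPM in Population 1 (SD, n = 3 fish). Its log2 fold change was -0.63 ± 0.15 (edgeR adjusted p = 0.025, lower in 3 of 3 fish), short of the 0.8 limit. Cycling B cells held 559 ± 74.9 CPM and plasma cells 168 ± 128 CPM of ebf1b. Plasma cells were lower in ebf1b than all other cells, with a log2 fold change of -2.27 ± 0.45 (edgeR adjusted p = 3.7e-03, lower in 3 of 3 fish). The regulator gene tcf3a was also lower in Population 2 than in Population 1, by a log2 fold change of -1.08 ± 0.17 (edgeR adjusted p = 4.3e-03, lower in 3 of 3 fish). For ikzf1 the value was -0.46 ± 0.16 (edgeR adjusted p = 0.11, lower in 2 of 3 fish), which was not called.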

Population 1 had greater expression of *ebf1b* than other B cell clusters. 

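In clusters built without the gene set that holds ikzf1, this gene stood at 125 ± 27.4 CPM in B2 and 129 ± 26.9 CPM in B3 (SD, n = 3 fish). Against all other cells its log2 fold change was 0.56 ± 0.15 in B2 (edgeR adjusted p = 0.07, higher in 3 of 3 fish). In B3 it was 0.17 ± 0.14 (edgeR adjusted p = 0.52, higher in 3 of 3 fish), and neither was called. Levels of ebf1b were 1101 ± 67.8 CPM in B3, the highest of all clusters, followed by 718 ± 78.8 CPM in B2 and 608 ± 68.1 CPM in B4. The log2 fold change of ebf1b was 0.61 ± 0.13 in B3 (edgeR adjusted p = 0.068, higher in 3 of 3 fish) and 0.35 ± 0.13 in B2 (edgeR adjusted p = 0.2, higher in 3 of 3 fish). The cluster matched to B3 also carried haemoglobin-type transcripts and had a median of 1740.5 UMIs per nucleus, against 2406.5 in B2.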

B3 had the greatest expression of *ikzf1* and e*bf1b*, indicating these cells likely represent the earliest B cell developmental stage in the dataset. Population 2 had a moderate expression of *xpb1* and the highest expression of *ighd* and *cd79b.* Cluster PC had the highest expression of *tcf3a*, *ighm*, *prdm1a*, *xpb1, cd79a*, and secreted IgD, and thus, these cells were predicted to be plasma cells. 

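The plasma cell regulator gene xbp1 (chromosome 22 from 18109481 to 18114103) stood at 468 ± 93.9 CPM in Population 2 and 149.7 ± 17.6 CPM in Population 1 (SD, n = 3 fish). It was higher in Population 2, by a log2 fold change of 1.39 ± 0.14 (edgeR adjusted p = 5.9e-04, higher in 3 of 3 fish). Transcripts of ighd reached 2271 ± 332 CPM in B5, 1830.0 ± 284 CPM in B6 and 1771 ± 391 CPM in B7, and 621 ± 166 CPM in B4. Those of cd79b reached 1351 ± 212 CPM in B5 and 935 ± 221 CPM in B2. Plasma cells held 85715 ± 17406 CPM of ighm, 280.2 ± 44.5 CPM of the plasma cell regulator gene prdm1a and 1481 ± 645 CPM of xbp1, the highest of all clusters for each. They also had the highest level of the secreted IgD locus LOC108277513, 1448 ± 824 CPM against 269 ± 40.5 CPM in B5. The level of cd79a in plasma cells was 98.1 ± 48.9 CPM, within the range of B cell clusters from 83.0 ± 1.54 CPM in B4 to 136 ± 26.9 CPM in B6. It was not called in plasma cells, with a log2 fold change of 0.10 ± 0.37 (edgeR adjusted p = 0.91, higher in 2 of 3 fish).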

Paralogs *tcf3b*, *ebf1a*, and *prdm1b* had a low expression in all B cell clusters, except for the plasma cells which had the highest expression of *ebf1a*. Therefore, these genes may not have defined roles in catfish B cell development.

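The paralog ebf1a was most abundant in Population 2 clusters, at 296 ± 59.3 CPM in B5 and 262 ± 31.1 CPM in B6 (SD, n = 3 fish). Plasma cells held 128 ± 57.0 CPM, close to cycling B cells at 159.7 ± 77.1 CPM. In plasma cells ebf1a was not called, with a log2 fold change of -0.32 ± 0.38 (edgeR adjusted p = 0.63, lower in 3 of 3 fish). Between the populations its value was 0.53 ± 0.14 (edgeR adjusted p = 0.045, higher in 3 of 3 fish), under the 0.8 limit. Transcripts of prdm1b reached 8.57 ± 3.87 CPM in B5. In plasma cells prdm1b had a UMI in 0 of 90 nuclei, which allows a share of up to 3.33% with a UMI and sets no limit on cells expressing the gene.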

We further assessed the transcriptomic differences between Population 1 and Population 2 by clustering the cells with a lower resolution of 0.1. At this resolution, two populations represented one cluster each and DE genes were identified between the two clusters (**Supplementary Figure 5**; **Supplementary Table 1**). 

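The adaptor gene of B cell receptor signalling blnk (chromosome 3 from 25185420 to 25231711) stood at 88.6 ± 22.8 CPM in Population 2 and 330.4 ± 44.9 CPM in Population 1 (SD, n = 3 fish). It was lower in Population 2, by a log2 fold change of -2.13 ± 0.22 (edgeR adjusted p = 6.0e-04, lower in 3 of 3 fish). The chemokine receptor genes cxcr4b and ccr9a, which guide homing, had log2 fold changes of -1.86 ± 0.32 (edgeR adjusted p = 5.8e-03, lower in 3 of 3 fish) and -2.65 ± 0.67 (edgeR adjusted p = 0.034, lower in 3 of 3 fish). The level of cxcr4b was 1026 ± 304 CPM in Population 2 and 3104 ± 513 CPM in Population 1, and that of ccr9a 117 ± 92.0 CPM in Population 2 and 611 ± 180.4 CPM in Population 1. The scaffold gene tamalin and the cAMP phosphodiesterase gene pde4ba were lower by -1.47 ± 0.29 (edgeR adjusted p = 0.012, lower in 3 of 3 fish) and -1.47 ± 0.17 (edgeR adjusted p = 1.1e-03, lower in 3 of 3 fish). Another chemokine receptor gene, cxcr4a, was lower by -3.31 ± 0.59 (edgeR adjusted p = 7.4e-03, lower in 3 of 3 fish). Among genes of the B cell receptor and its signalling, 2 were higher, 4 lower and 16 not called of 22 tested, with prkcbb, dapp1, blnk and lyn lower. The counts were the same when adjusted over the list alone. Of homing and adhesion genes, 2 were higher, 3 lower and 4 not called of 9 tested, and adjusted over the list alone, 3 were higher and 4 lower. The integrin genes itga4 and itgb2 were the higher ones. The paper selected its 5 genes on the same fish, so their values are not independent evidence. The call ended for cxcr4b without fish 3 (-1.90), ccr9a without fish 1 (-2.41) or 3 (-3.30), tamalin without fish 1 (-1.31) or without doublet removal (-0.83) and cxcr4a without fish 1 (-2.76).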

The top five DE genes in Population 1 B cells are B cell linker (*blnk*), chemokine (C-X-C motif), receptor 4b (*cxcr4b*), trafficking regulator and scaffold protein tamalin (*tamalin*), chemokine (C-C motif) receptor 9a (*ccr9a*), and phosphodiesterase 4B, cAMP-specific a (*pde4ba*). Three of these genes have known functions in cell migration (28, 29), whereas, in humans, *blnk* regulates the differentiation of pre-B cells and light chain rearrangements (30). 

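The tau gene maptb (chromosome 12 from 29144811 to 29184965) stood at 1935 ± 627 CPM in Population 2 and 134 ± 44.7 CPM in Population 1 (SD, n = 3 fish). It was higher in Population 2, by a log2 fold change of 3.61 ± 0.23 (edgeR adjusted p = 4.9e-05, higher in 3 of 3 fish). The 5-lipoxygenase gene alox5a, of leukotriene synthesis, stood at 553 ± 102 CPM in Population 2 and 47.2 ± 23.5 CPM in Population 1 and was higher by 3.24 ± 0.39 (edgeR adjusted p = 1.2e-03, higher in 3 of 3 fish). The actin-binding genes tagln2 and tmsb1 were higher by 2.79 ± 0.21 (edgeR adjusted p = 9.9e-05, higher in 3 of 3 fish) and 2.80 ± 0.26 (edgeR adjusted p = 3.2e-04, higher in 3 of 3 fish). LOC108263964 had a log2 fold change of 3.13 ± 1.05 (edgeR adjusted p = 0.094, higher in 3 of 3 fish) and was not called. Its level in Population 2 ranged from 638 to 9229 CPM between the fish, and both groups came from the same fish. With fish as a block, without the low-count filter and without fish 1 it was called. The 4 calls of the other genes held with each fish left out.

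**Figure D1:**
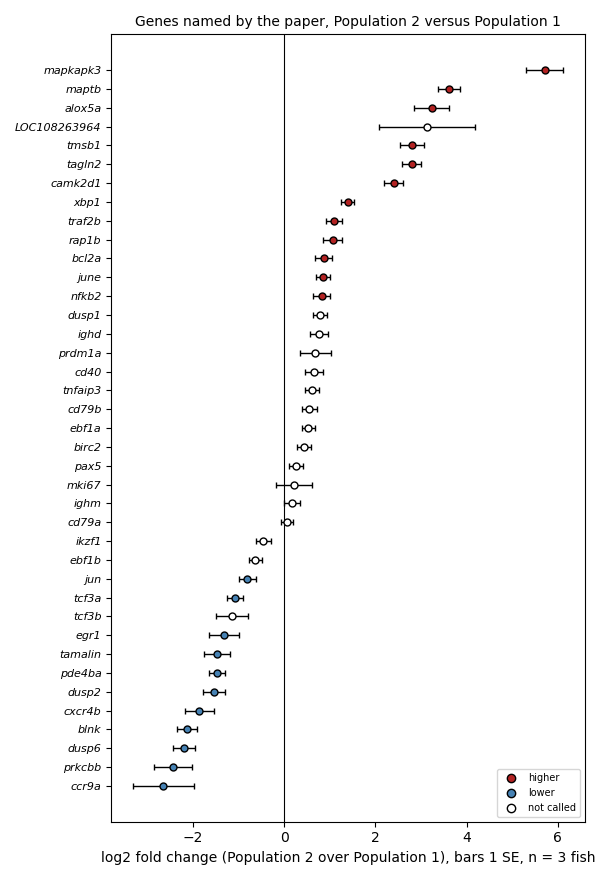
Genes the paper names, in Population 2 against Population 1. The horizontal axis gives the log2 fold change with bars of 1 SE (n = 3 fish), and each point is a gene, coloured by whether it was called higher or lower or was not called.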

The top five DE genes in Population 2 B cells are microtubule-associated protein tau b (*maptb*), *LOC108263964*, arachidonate 5-lipoxygenase a (*alox5a*), transgelin 2 (*tagln2*), and thymosin beta 1 (*tmsb1*). Furthermore, Population 2 had significantly increased expression of *ighd*, *cd79b*, *xbp1*, and CD40 molecule, TNF receptor superfamily member 5 (*cd40*). 

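The heavy chain gene ighd (chromosome 2 from 17072638 to 17097451) had a log2 fold change of 0.77 ± 0.19 (edgeR adjusted p = 0.034, higher in 3 of 3 fish) in Population 2, short of the 0.8 limit. Its annotated span covers the ighm gene, so the counting could divide reads between them. The receptor chain gene cd79b had a value of 0.55 ± 0.17 (edgeR adjusted p = 0.071, higher in 3 of 3 fish). The co-stimulatory receptor gene cd40 stood at 919 ± 33.8 CPM in Population 2 and 479 ± 67.7 CPM in Population 1 (SD, n = 3 fish), with a log2 fold change of 0.65 ± 0.20 (edgeR adjusted p = 0.068, higher in 3 of 3 fish). None of these 3 was called, unlike xbp1. The CPM of cd40 differ by more than its fold change, which includes the TMM scaling. Among B cell stage regulators, 2 were higher, 4 lower and 10 not called of 16 tested, and adjusted over the list alone, 2 were higher and 5 lower. The higher genes were xbp1 and irf4b, which act in plasma cell formation, and the lower ones bach2b, irf8, bcl6aa and tcf3a. The log2 fold change was 1.64 ± 0.31 for irf4b (edgeR adjusted p = 9.8e-03, higher in 3 of 3 fish) and -1.79 ± 0.22 for bach2b (edgeR adjusted p = 1.3e-03, lower in 3 of 3 fish). The call of irf8 was lost without fish 1 (-2.62). It was also lost, with the direction turned to higher, without doublet removal (1.03) and with limits at 1 scaled deviation, chosen after the data were seen (1.04).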

To determine whether the cell cycle stage contributed to the B cell clusters, the expression levels of the cell cycle genes for G2-M phases and S phase embedded in Seurat were visualized (**Supplementary Figure 6**). 

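The nucleosome-binding gene hmgb2a (chromosome 3 from 33559926 to 33562238) stood at 3921 ± 670.3 CPM in cycling B cells and 762 ± 150.0 CPM in all other cells (SD, n = 3 fish). The mitosis genes top2a (7.07 ± 0.35, edgeR adjusted p = 6.4e-07), mki67 (5.87 ± 0.29, adjusted p = 3.2e-06), cdk1 (6.72 ± 0.48, adjusted p = 8.6e-06) and cenpe (6.31 ± 0.55, adjusted p = 5.5e-05) were higher in cycling B cells (log2 fold changes in brackets), each in 3 of 3 fish. So were cks1b (2.59 ± 0.24, edgeR adjusted p = 7.6e-05), tmpob (2.29 ± 0.24, adjusted p = 7.6e-05) and anln (2.66 ± 0.31, adjusted p = 4.6e-04), each in 3 of 3 fish. The DNA replication genes fen1 (3.27 ± 0.28, edgeR adjusted p = 5.5e-05) and mcm4 (3.77 ± 0.38, adjusted p = 1.5e-04) and the histone chaperone gene nasp (1.79 ± 0.28, edgeR adjusted p = 1.7e-03) were also higher, each in 3 of 3 fish. The same held for atad2, LOC108256384 (3.41 ± 0.32, edgeR adjusted p = 3.6e-05), and the ribonucleotide reductase gene rrm2, LOC100304963 (5.15 ± 0.39, edgeR adjusted p = 9.4e-06), each in 3 of 3 fish. The nuclear envelope gene lbr and the chromatin gene ctcf were not called, with log2 fold changes of 0.93 ± 0.29 (edgeR adjusted p = 0.094, higher in 3 of 3 fish) and 1.02 ± 0.29 (edgeR adjusted p = 0.059, higher in 3 of 3 fish). Among G2/M phase genes, 28 were higher, 0 lower and 7 not called of 35 tested, and adjusted over the list alone, 31 were higher and 1 lower. Among S phase genes, 24 were higher, 0 lower and 7 not called of 31 tested, and adjusted over the list alone, 28 were higher and 0 lower. Below the thresholds fell anln without fish 3 (2.47), mcm4 without fish 3 (3.45) and nasp without fish 3 (1.475).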

B11 had an above average expression of both G2-M genes (*hmgb2a*, *cdk1*, *top2a*, *cks1b*, *mki67*, *tmpob*, *anln*, *lbr*, *cenpe*, and *ctcf*) and S phase genes [*fen1*, *mcm4*, *atad2* (*LOC108256384*), *nasp*, and *rrm2* (*LOC100304963*)]. In contrast, all other B cell clusters had low expression of cell cycle genes and, except for *hmgb2a*, *mef2cb*, and *pcna*, few cells expressed these genes. Therefore, B11 likely represents a cycling B cell population.

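In Population 1, Population 2 and cycling B cells, top2a had a UMI in 0.162%, 0.124% and 33.5% of nuclei. For mki67 the shares were 0.566%, 0.652% and 33.0%. Shares were larger for hmgb2a (73.8%, 76.2% and 96.5%), the replication clamp gene pcna (52.7%, 47.7% and 58.6%) and the transcription factor gene mef2cb (65.9%, 60.5% and 67.6%). These nuclei held a median of 2549.5, 1687 and 2864 UMIs, and these shares, which were not thinned, depend on that depth. In HSPC/MK cells, at a median of 830 UMIs, mki67 had a UMI in 2.67% of nuclei. Against all other cells, pcna and mef2cb were not called in cycling B cells, with log2 fold changes of 0.33 ± 0.27 (edgeR adjusted p = 0.53, higher in 3 of 3 fish) and -0.07 ± 0.26 (edgeR adjusted p = 0.91, lower in 0 of 3 fish). Between Population 2 and Population 1, 1 of 15 G2/M phase genes and 1 of 25 S phase genes were called, with 1 and 0 when adjusted over the list alone. For mki67 the log2 fold change between them was 0.21 ± 0.39 (edgeR adjusted p = 0.81, higher in 2 of 3 fish).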

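Cycling B cells numbered 247 in clusters of all genes, with 65, 37 and 145 in fish 1, 2 and 3. The clusters used for the tests held 69, 39 and 153 nuclei from 1 gene set and 55, 17 and 101 from the other. In these, 458 genes were higher and 149 lower than in all other cells of 10593 tested. The kinase gene pbk and the kinetochore gene spc24 were among the largest, at log2 fold changes of 7.40 ± 0.55 (edgeR adjusted p = 2.0e-05, higher in 3 of 3 fish) and 6.95 ± 0.64 (edgeR adjusted p = 2.5e-05, higher in 3 of 3 fish). Of genes of the B cell receptor and its signalling, 0 were higher, 0 lower and 22 not called of 22 tested. Of MHC class II genes and the invariant chain, 0 were higher, 2 lower and 6 not called of 8 tested, with cd74a at -1.07 ± 0.24 (edgeR adjusted p = 0.025, lower in 3 of 3 fish). Of immediate early genes, 0 were higher, 8 lower and 17 not called of 25 tested, and adjusted over the list alone, 0 were higher and 15 lower. With DESeq2 size factors 12 of these were lower, and with DESeq2 13. The growth factor response genes egr1 and jun were among them, at -1.49 ± 0.38 (edgeR adjusted p = 0.039, lower in 3 of 3 fish) and -1.07 ± 0.27 (edgeR adjusted p = 0.044, lower in 3 of 3 fish). Fish 1 gave nuclei of a median of 1145 UMIs, against 3393 and 3356 in fish 2 and 3. The number of called genes was 122 to 307 with 1 fish left out, 2455 without an upper limit on detected features, 1041 with scaled deviations and 981 with the replicate block. The lower genes alone numbered 31 to 35 with 1 fish left out and 453 with the replicate block. With log-normalized counts fish 1 held 25 cycling B cells and 70 T/NK cells, against 65 and 40. In the clusters that test the T/NK gene gzmk, 21 of 173 nuclei held its UMIs, all among the 55 of fish 1. These calls depended on 1 setting or 1 fish for cd74a without any 1 fish (-1.14 to -0.91), egr1 without any 1 fish (-1.97 to -1.34) or with clusters from all genes (-1.31) and jun without any 1 fish (-1.35 to -0.86) or under 2 other settings (-1.04 to -0.70). The paper proposes from the raised cell cycle genes that these were cycling B cells.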

The cluster and differential gene expression analysis was repeated with only B cells to account for any noise the other cell types may contribute to the data (**Supplementary Table 2**). 

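Clustering of the B cells alone at resolution 0.1 gave M1 with 7918 and 1420 nuclei in 2 clusters, M2 with 3053, and M3 with 248 cycling and 93 plasma cells in 2 clusters. Each subset was compared with the other B cells in 3 against 3 sums, and every gene was again tested in clusters built from the other gene set. Of 24 genes the paper names for the subsets, 20 were called in the paper's direction. The number was 10 to 13 when 1 fish was left out and 24 with fish as a block. The kinase gene mapkapk3 was the most changed of them, with a log2 fold change of 5.10 ± 0.48 in M2 (edgeR adjusted p = 3.9e-04, higher in 3 of 3 fish).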

A resolution of 0.1 was used to separate the B cell populations into three sub-types (M1, M2, and M3) (**Figure 3A**). The M3 subset included the cycling B cells and plasma cells. 

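The receptor signalling adaptor gene blnk stood at 329 ± 44.4 CPM in M1 and 114 ± 67.0 CPM in the other B cells (SD, n = 3 fish). Its log2 fold change was 1.75 ± 0.39 (edgeR adjusted p = 0.027, higher in 3 of 3 fish). The scaffold gene tamalin and the chemokine receptor gene cxcr4b were higher by 1.38 ± 0.35 (edgeR adjusted p = 0.041, higher in 3 of 3 fish) and 1.88 ± 0.32 (edgeR adjusted p = 9.1e-03, higher in 3 of 3 fish). The zinc finger gene egr1 (chromosome 8 from 24798267 to 24802436), of the response to receptor stimulation, was higher by 1.32 ± 0.32 (edgeR adjusted p = 0.037, higher in 3 of 3 fish). The chemokine receptor gene ccr9a stood at 611 ± 179.7 CPM in M1 and 121 ± 100.0 CPM in the other B cells and was not called, with a log2 fold change of 2.56 ± 0.70 (edgeR adjusted p = 0.054, higher in 3 of 3 fish). Left uncalled by 1 change were blnk without fish 1 (1.53) or 2 (1.51) or under 2 other settings (1.00 to 1.43), tamalin without fish 1 (1.16) or 2 (1.196) or with scaled deviations (1.27), cxcr4b without fish 1 (1.87) or 3 (1.97) and egr1 without fish 1 (1.35) or 3 (1.52) or with scaled deviations (1.19).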

The top five DE genes for M1 are *ccr9a*, *blnk, tamalin cxcr4b*, and early growth response 1 (*egr1*) (**Figures 3B, C**). *Egr1* is a zinc finger transcription factor expressed in response to BCR stimulation (31). The top five DE genes for M2 are *LOC108263964*, *maptb*, *alox5a*, *tagln2*, and *tmsb1* (**Figures 3B, C**). 

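The tau gene maptb stood at 2003 ± 617 CPM in M2 and 147 ± 56.5 CPM in the other B cells (SD, n = 3 fish). It was higher by a log2 fold change of 3.54 ± 0.25 (edgeR adjusted p = 8.3e-05, higher in 3 of 3 fish). The 5-lipoxygenase gene alox5a (3.17 ± 0.33, edgeR adjusted p = 7.0e-04) and the actin-binding genes tagln2 (2.75 ± 0.20, edgeR adjusted p = 8.6e-05) and tmsb1 (2.81 ± 0.26, adjusted p = 3.3e-04) were higher as well, each in 3 of 3 fish. LOC108263964 was not called, at 3.13 ± 1.04 (edgeR adjusted p = 0.092, higher in 3 of 3 fish). With fish as a block it was called (3.27).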

The top five DE genes for M3 are high mobility group nucleosomal binding domain 2 (*hmgn2*), high mobility group box 2a (*hmgb2a*), cofilin (*cfl1*), SUB1 regulator of transcription a (*sub1a*), and L-plastin (*lcp1*) (**Figures 3B, C**). 

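The nucleosome-binding gene hmgn2 stood at 6564 ± 737 CPM in M3 and 444 ± 123 CPM in the other B cells (SD, n = 3 fish). It was higher by a log2 fold change of 3.66 ± 0.35 (edgeR adjusted p = 6.1e-05, higher in 3 of 3 fish). The chromatin gene hmgb2a (1.56 ± 0.26, edgeR adjusted p = 2.5e-03), the actin-severing gene cfl1 (1.21 ± 0.27, edgeR adjusted p = 0.017) and the transcription regulator gene sub1a (1.35 ± 0.24, edgeR adjusted p = 5.6e-03) were higher as well, each in 3 of 3 fish. The actin-bundling gene lcp1 was not called, at 0.95 ± 0.33 (edgeR adjusted p = 0.088, higher in 3 of 3 fish). A single change ended the call of hmgb2a without fish 3 (1.47), cfl1 without any 1 fish (1.09 to 1.29) or with log-normalized counts (0.64) and sub1a without fish 1 (1.29) or 3 (1.23). With limits at 1 scaled deviation, chosen after the data were seen, hmgn2 (-2.09) and hmgb2a (-0.70) reversed, and cfl1 (0.53) and sub1a (0.76) were not called.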

High motility group (HMG) genes are involved in DNA processes such as transcription, replication, recombination, and repair (32). *Sub1a* (also known as *PC4*) has been shown to be involved in clonal expansion and differentiation of mature B cells to plasma cells (33).

**Figure 3:**
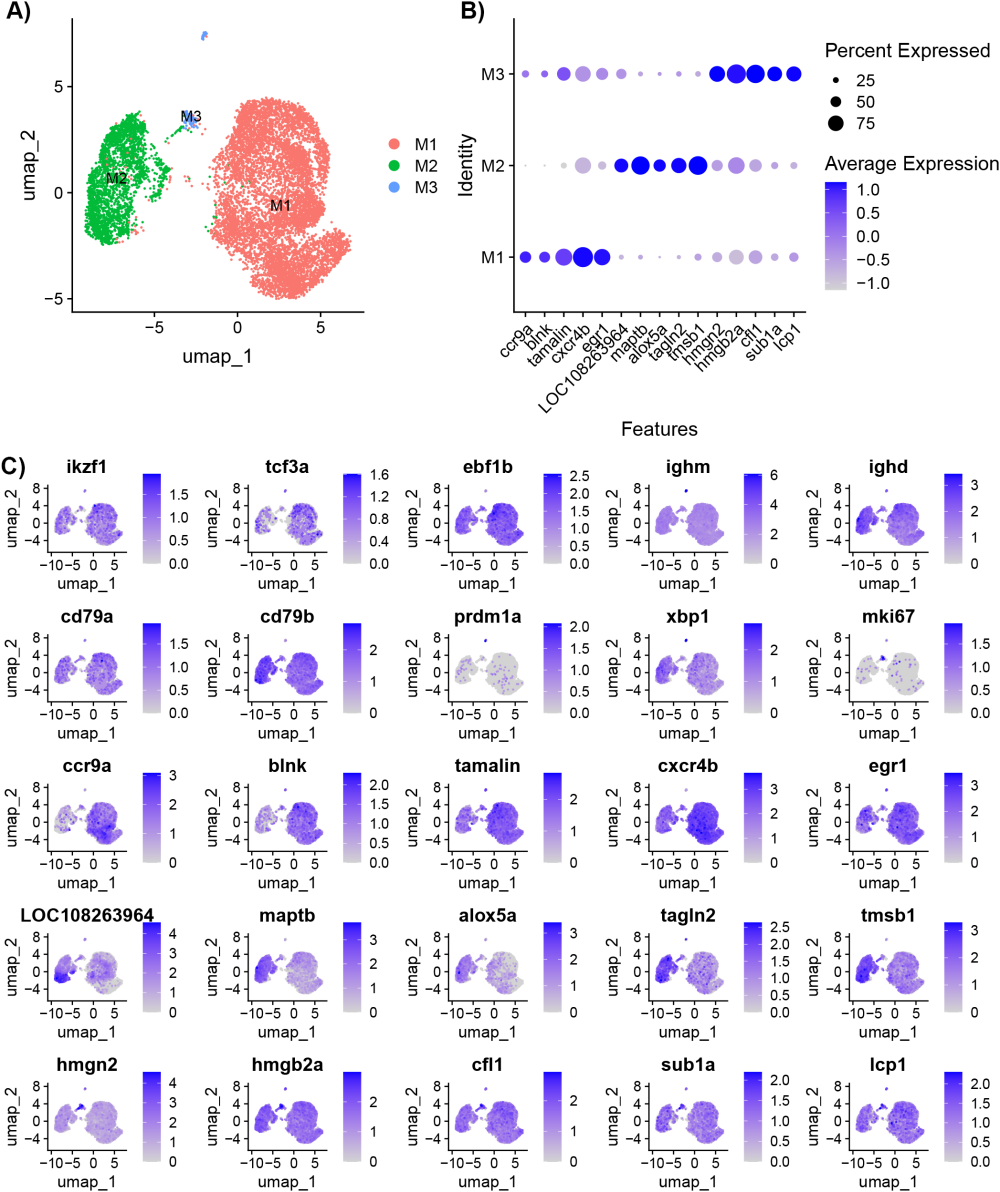
Characterization of IgM^+^ B cells isolated from healthy adult *Ictalurus punctatus*. **(A)** UMAP plot of B cells labeled by cluster. **(B)** Dot plot of the top significant highly expressed genes. Dot size represents the percentage of cells expressing a gene, while color represents the average expression (z-score). **(C)** Feature plots of selected gene markers for different B cell developmental stages and top significant highly expressed genes. Differentially expressed genes were identified by comparing cells within a cluster to all other cells using the Wilcoxon rank sum test and P-values adjusted for FDR (P<0.05). Cells expressing a given gene are visualized over non-expressing cells.

Pathway analysis was conducted to identify enriched pathways for the B cell clusters (M1–3). For clusters M1, M2, and M3, ORA pathway analysis identified 14, 14, and 9 enriched KEGG pathways (**Supplementary Table 3**) and 8, 7, and 19 enriched GO pathways, respectively (**Supplementary Table 4**). The top five KEGG pathways for M1 and M2 were ErbB signaling pathway, mitogen-activated protein kinase (MAPK) signaling pathway, C-type lectin receptor signaling pathway, apoptosis, and gonadotropin-releasing hormone (GnRH) signaling pathway (**Figure 4A**). For M3, the top KEGG pathways were endoplasmic reticulum, oxidative phosphorylation, various types of N-glycan biosynthesis, proteasome, and protein export (**Figure 4A**). M1 and M2 shared four of the five top GO pathways (**Figure 4B**). The shared pathways were protein domain specific binding, SH3 domain binding, protein tyrosine/threonine phosphatase activity, and cytokine receptor activity. The unique pathway for M1 was MAP kinase tyrosine/serine/threonine phosphatase activity while the unique pathway for M2 was ferrous iron binding. The top five GO pathways for M3 were nucleosomal DNA binding, nucleosome binding, chromatin DNA binding, proton transmembrane transporter activity, and unfolded protein binding (**Figure 4B**).

**Figure 4:**
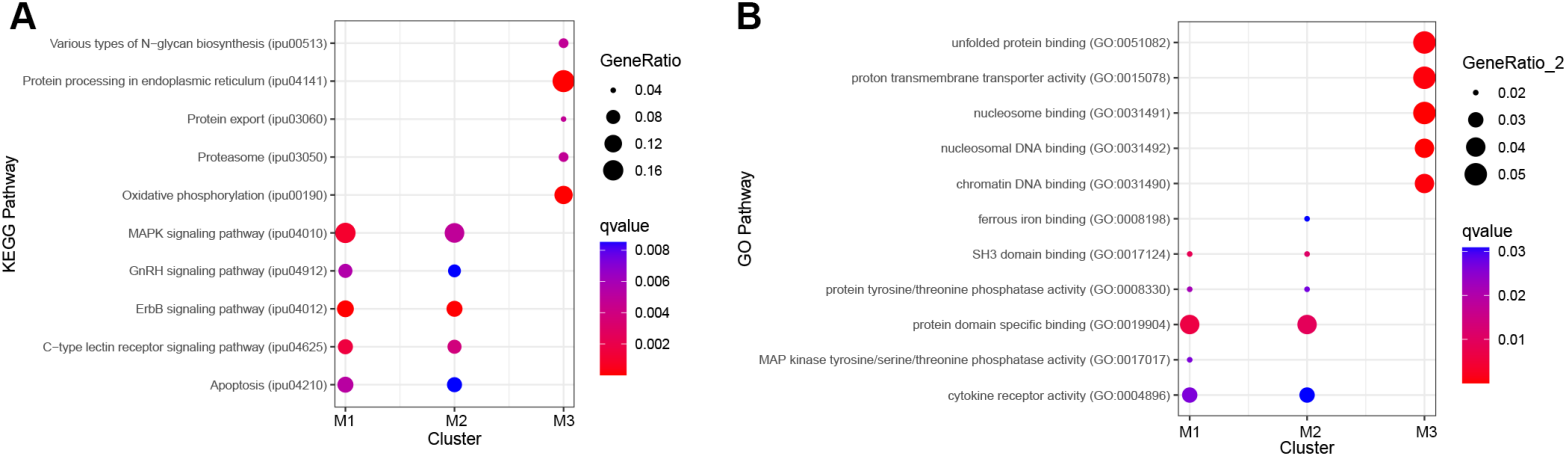
Top five significantly enriched KEGG and GO pathways for B cell clusters M1–3 using differentially expressed (DE) genes between clusters. Genes with an adjusted P-value < 0.05 and log2fc > ± 0.8 were included in the analysis. Over-representation analysis (ORA) for the **(A)** KEGG and **(B)** GO pathways used the hypergeometric test, and P-values were adjusted for FDR (P<0.05).

### 3.3 B cell classes

Given that the mAb 9E1 selects for IgM^+^ cells, IgM^+^ B cells and IgM^+^IgD^+^ B cells are expected within the data set. However, the B cells did not appear to cluster by expression of *ighm* or *ighd*, though, a portion of cells appeared to express both loci, while some cells only expressed *ighm*.

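Cells were compared after each was thinned to 1000 UMIs, which left 11595 B cells and set aside 1055 shallower ones. Both ighm and ighd were seen in 51.8 ± 9.12% of B cells, ighm alone in 31.7 ± 6.08%, ighd alone in 8.85 ± 0.535% and neither in 7.61 ± 2.71% (SD, n = 3 fish). In Population 1 both were seen in 46.4 ± 10.6%, and in Population 2 in 69.0 ± 3.20%. Among plasma cells both were seen in 35.7 ± 20.1%, and the rest had ighm alone. In cells that should lack the gene, at the same 1000 UMIs, ighm was seen in 5.80 ± 1.16% of T/NK cells and 18.0 ± 10.8% of NK-like cells. The shares followed depth: thinned to 500 UMIs both were seen in 28.6% of B cells, and without thinning in 80.5 ± 5.57%. The median depth was 2542 UMIs in Population 1, 3714 in T/NK cells and 1566 in NK-like cells. Between Population 2 and Population 1 the log2 fold change of ighm was 0.17 ± 0.17 (edgeR adjusted p = 0.65, higher in 3 of 3 fish).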

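The heavy chain gene ighm reached 89230, 92375 and 66809.8 CPM in the plasma cells of fish 1, 2 and 3, against 1956, 2422 and 2252 CPM in all other cells. Its log2 fold change was 5.10 ± 0.59 (edgeR adjusted p = 4.0e-05, higher in 3 of 3 fish). Light chain transcripts rose with it: LOC108261469 by 5.21 ± 0.76 (edgeR adjusted p = 3.3e-04, higher in 3 of 3 fish) and LOC108262917 by 3.15 ± 0.85 (edgeR adjusted p = 0.027, higher in 3 of 3 fish). The light chain gene LOC108260251 was not called, at 0.79 ± 0.49 (edgeR adjusted p = 0.31, higher in 3 of 3 fish). Of the 3 light chain genes listed, 2 were higher and none lower, also when adjusted over the list alone. Reads of membrane and secreted ighm were not separated, because the counts used hold 1 value per gene. Among these, the call was not kept for LOC108262917 without fish 3 (0.84).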

The plasma cells (cluster PC) have the highest expression of *ighm* and the increased expression represented the upregulation of secreted *ighm* transcript. To differentiate between the membrane and secreted transcripts, the *ighm* annotation in the channel catfish Coco_2.0 GTF file was modified so that reads aligning to the transmembrane exons (TM1 and TM2) were counted for membrane *ighm* and reads that aligned to the Cµ4 domain were counted for secreted *ighm* (**Figure 5A**), as the *ighm* membrane transcript does not include the Cµ4 domain. The reads aligning to Cµ1-3 were not counted as they are common between the membrane and secreted *ighm* transcripts. For the plasma cells in cluster 15, the expression of secreted *ighm* was highly expressed compared to membrane *ighm* (**Figure 5B**), confirming that there was a switch in expression from membrane to secreted. 

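The secreted IgD locus LOC108277513 (chromosome 2 from 16296831 to 16559185) stood at 1569 ± 683 CPM in plasma cells and 145 ± 47.2 CPM in all other cells (SD, n = 3 fish). It was higher in plasma cells, by a log2 fold change of 3.53 ± 0.58 (edgeR adjusted p = 1.0e-03, higher in 3 of 3 fish). Each of the 3 fish left out in turn kept this call.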

Unlike IgM, the secreted form of IgD is expressed by another locus, *LOC108277513* (also known as *IGHD3*), and was also significantly expressed by plasma cells (**Figures 2C**, **5B**). In contrast, the expression of *ighd* was significantly reduced (adj P-value = 0.00, log2fc = -2.62) in the plasma cells.

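In plasma cells ighd stood at 210.3, 2390.0 and 957 CPM in fish 1, 2 and 3, against 815, 1479.9 and 941 CPM in all other cells. The log2 fold change was 0.19 ± 0.63 (edgeR adjusted p = 0.89, higher in 2 of 3 fish), with a 95% interval of -1.16 to 1.54. It was not called. Fish 1 had 9 plasma cells in the clusters used for ighd and the lowest value. The receptor chain gene cd79b was lower in the same cells, by -2.54 ± 0.54 (edgeR adjusted p = 5.9e-03, lower in 3 of 3 fish). With the sums of 9, 20 and 57 plasma cells per fish, from 1 gene set, the simulated test recovered 2.02% of genes changed 2-fold and 33.3% of genes changed 4-fold.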

**Figure 5:**
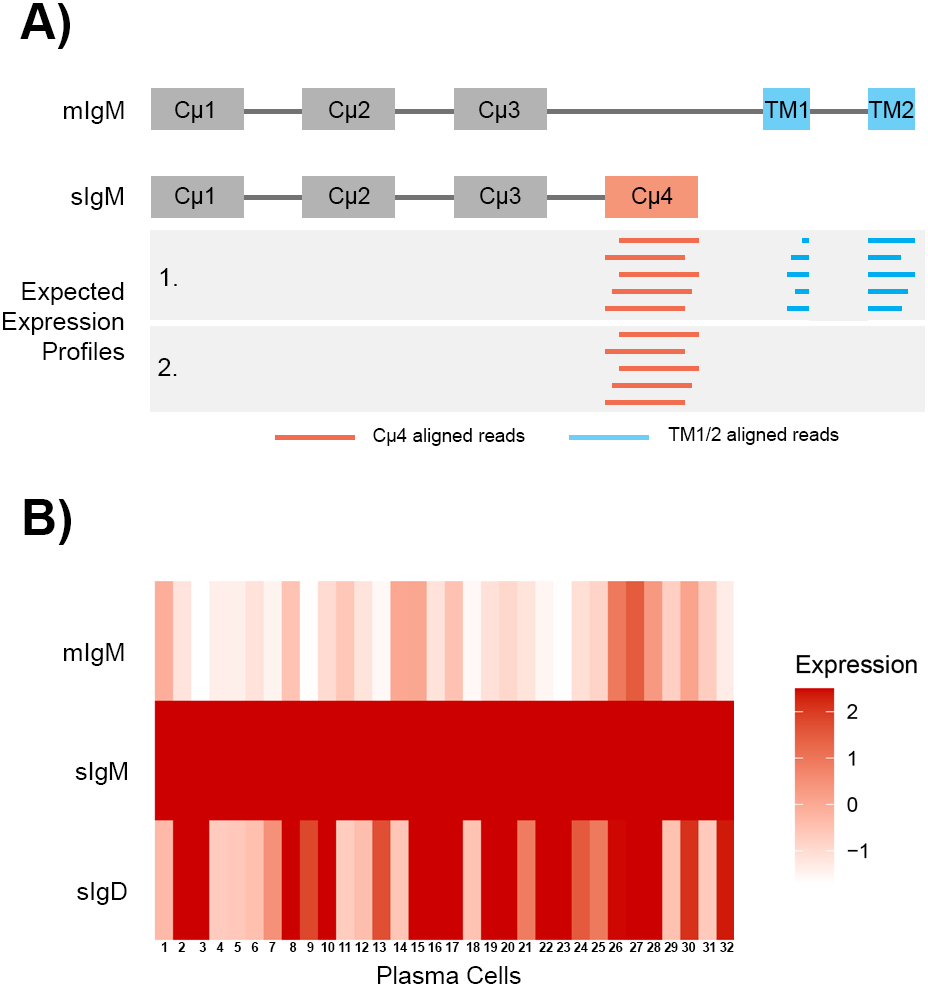
Expression of membrane IgM (mIgM), secreted IgM (sIgM), and secreted IgD (sIgD) in 32 plasma cells. **(A)** Schematic of the exonic structures of mIgM and secreted IgM. The aligned reads are depicted as horizontal lines in the grey box. Reads that aligned to the transmembrane exons (TM1 and TM2) were counted for the mIgM (blue), while reads that aligned to the fourth constant domain (Cμ4) were counted for the sIgM (red). IgM (chr2:17,077,000-17,085,528bp) was annotated based on the GenBank accession X52617.1. The exon annotations spanned chr2:17,080,455-17,080,843 for Cμ4, chr2:17,082,738-17,082,872 for TM1 and chr2:17,085,220-17,085,258 for TM2. **(B)** The 32 plasma cells highly expressed sIgM and had low expression of mIgM. Some plasma cells also highly expressed sIgD. Expression is presented as z-scores calculated from all cells in the atlas.

### 3.4 Transcriptional and pathway characterization of B cell clusters

The DE genes among the 16 clusters were assessed to further characterize the B cell clusters (**Supplementary Table 5**). Expression was compared between the cluster of interest and all other cells. The DE genes discussed were filtered using strict parameters to identify key genes for each cluster (adjusted P-value < 0.05, log2fc > ± 0.8, and percentage of cells expressing gene > 50%). For KEGG and GO pathway enrichment, a more relaxed criterion was used (percentage of cells expressing gene > 20%) to include lowly expressed genes.

B1 only had four DE genes: eukaryotic translation elongation factor 1 beta 2 (*eef1b2*), ribosomal protein S17 (*rps17*), chemokine (C-C motif) receptor 9a (*ccr9a*), and partner of NOB1 homolog (*pno1*) were significantly upregulated in B1. 

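A cluster matching B1 formed only in 1 of the 2 random gene sets, with 2915 nuclei, so only genes of the other set were tested in it. The translation gene eef1b2 (chromosome 12 from 9048693 to 9051964) stood at 2482 ± 363 CPM in B1 and 1626 ± 299 CPM in all other cells (SD, n = 3 fish). It was not called, with a log2 fold change of 0.98 ± 0.26 (edgeR adjusted p = 0.12, higher in 3 of 3 fish). With fish as a block (0.99), with DESeq2 (0.99) and without the low-count filter (0.96) it was called.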

*Eef1b2* and *pno1* are involved in translation (24, 34), while *ccr9* is a chemokine receptor involved in migration (28). There were no significant pathways in the ORA for the DE genes.

There were three genes with B cell functions among the top DE genes for B2. These were actin, beta 2 (*actb2*), early growth response 2b (*egr2b*), and signal sequence receptor, delta (*ssr4*) (35–37). 

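The translocation gene ssr4 (chromosome 15 from 14708540 to 14711472), which serves protein entry into the endoplasmic reticulum, stood at 462 ± 22.0 CPM in B2 and 265 ± 26.2 CPM in all other cells (SD, n = 3 fish). It was higher in B2, by a log2 fold change of 0.92 ± 0.18 (edgeR adjusted p = 0.027, higher in 3 of 3 fish). The zinc finger gene egr2b was higher by 1.01 ± 0.22 (edgeR adjusted p = 0.038, higher in 3 of 3 fish). The cytoskeleton gene actb2 was not called, at 0.88 ± 0.22 (edgeR adjusted p = 0.064, higher in 3 of 3 fish). One change removed the call for ssr4 without any 1 fish (0.87 to 0.98) or under 4 other settings (0.43 to 0.73) and egr2b without any 1 fish (0.81 to 1.13) or under 3 other settings (0.76 to 0.81). With the genes in another order, a setting added after the data were seen, egr2b also lost the call (0.81).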

Two other DE genes were associated with translation: eukaryotic translation initiation factor 3 subunit E, a (*eif3ea*) and eukaryotic translation initiation factor 3, and subunit D (*eif3d*) (38). 

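The translation initiation genes eif3ea and eif3d were higher in B2 than in all other cells, by log2 fold changes of 0.99 ± 0.23 (edgeR adjusted p = 0.05, higher in 3 of 3 fish) and 0.89 ± 0.17 (edgeR adjusted p = 0.028, higher in 3 of 3 fish). Their levels were 393 ± 45.9 CPM in B2 and 213 ± 43.3 CPM in all other cells, and 379 ± 53.5 CPM in B2 and 222 ± 17.1 CPM in all other cells (SD, n = 3 fish). The call ended for eif3ea without any 1 fish (0.93 to 1.04) or under 5 other settings (0.53 to 1.00) and eif3d without any 1 fish (0.81 to 0.96) or under 3 other settings (0.42 to 0.79).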

ORA pathway analysis identified 12 enriched KEGG pathways for B2 (**Supplementary Table 6**). The top five pathways were protein processing in the endoplasmic reticulum, apoptosis, NOD-like receptor signaling pathway, toll-like receptor signaling pathway, and necroptosis (**Figure 6A**).

B3 significantly expressed B cell-related genes, ring finger and CCCH-type domains 1a (*rc3h1a*; aka Roquin), *pde4ba*, insulin receptor substrate 2 (*irs2b*), inositol polyphosphate-4-phosphatase type I Ab (*inpp4ab*), A-kinase anchoring protein 13 (*akap13*), and nuclear receptor subfamily 4, group A, member 3 (*nr4a3*). 

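The signalling phosphatase gene inpp4ab (chromosome 12 from 8399962 to 8479214) stood at 597 ± 69.5 CPM in B3 and 283 ± 42.2 CPM in all other cells (SD, n = 3 fish). In B3 it was higher, by a log2 fold change of 0.80 ± 0.13 (edgeR adjusted p = 0.044, higher in 3 of 3 fish). The RNA-binding gene rc3h1a had 0.74 ± 0.16 (edgeR adjusted p = 0.06, higher in 3 of 3 fish), and the anchoring protein gene akap13 0.67 ± 0.17 (edgeR adjusted p = 0.079, higher in 3 of 3 fish). Values were 0.69 ± 0.17 for irs2b (edgeR adjusted p = 0.075, higher in 3 of 3 fish) and 0.56 ± 0.17 for pde4ba (edgeR adjusted p = 0.11, higher in 3 of 3 fish). The nuclear receptor gene nr4a3 had 0.25 ± 0.25 (edgeR adjusted p = 0.61, higher in 3 of 3 fish). None of these 5 was called in clusters built from the other gene set. Calls were lost for inpp4ab without any 1 fish (0.78 to 0.83) or under 4 other settings (0.57 to 0.78). In clusters of all genes, which each tested gene had helped define, rc3h1a was called at 0.83 ± 0.17 (edgeR adjusted p = 0.046, higher in 3 of 3 fish).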

The functions of these genes include differentiation, survival, and suppression of B cell activation (39–45). ORA pathway analysis identified one enriched GO pathway for B3, chromatin DNA binding (**Figure 6B**; **Supplementary Table 7**).

**Figure 6:**
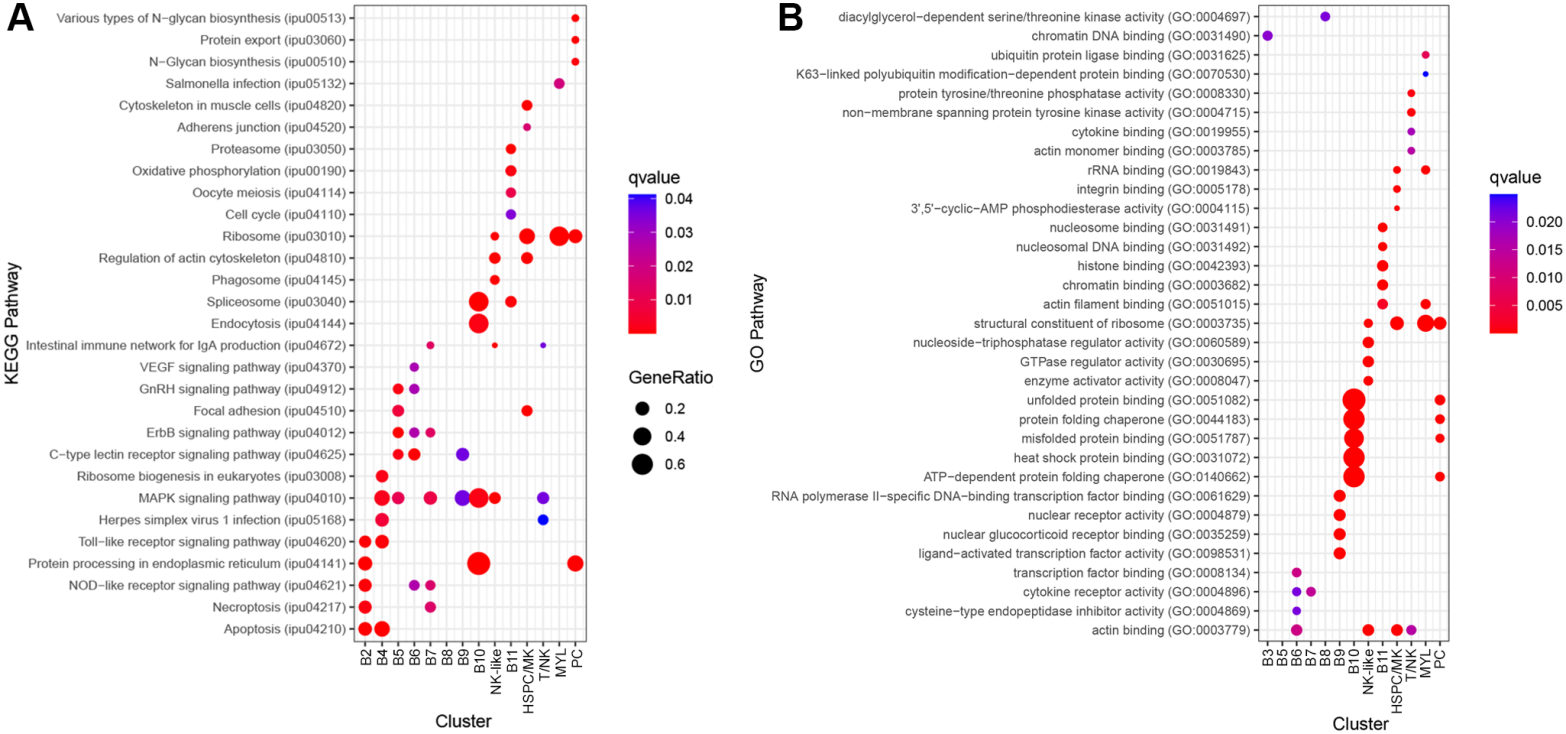
Top 5 significantly enriched KEGG and GO pathways for each cluster, using differentially expressed (DE) genes between clusters. Genes with an FDR-adjusted P-value < 0.05 and log2fc > ± 0.8 were included in the analysis. Over-representation analysis (ORA) for the **(A)** KEGG and **(B)** GO pathways used the hypergeometric test, and P-values were adjusted for FDR (P<0.05).

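The chemokine gene LOC108268454 (chromosome 8 from 22571916 to 22574336) stood at 7067 ± 649.7 CPM in B4 and 1571 ± 341 CPM in all other cells (SD, n = 3 fish). It was higher in B4, by a log2 fold change of 2.29 ± 0.25 (edgeR adjusted p = 3.6e-03, higher in 3 of 3 fish). The activation marker gene cd83 (1.96 ± 0.32, edgeR adjusted p = 0.014), the histone demethylase gene kdm6ba (1.99 ± 0.17, edgeR adjusted p = 1.8e-03) and the survival gene bcl2l10 (1.24 ± 0.20, edgeR adjusted p = 0.014) were higher, each in 3 of 3 fish. So were the nuclear receptor gene nr4a3 (1.17 ± 0.19, edgeR adjusted p = 0.014) and the NF-kB genes nfkbiaa (1.18 ± 0.16, edgeR adjusted p = 6.8e-03) and nfkb2 (0.99 ± 0.20, adjusted p = 0.029), each in 3 of 3 fish. The inhibitor paralog nfkbiab was not called, at 0.89 ± 0.21 (edgeR adjusted p = 0.052, higher in 3 of 3 fish). With clusters from all genes nfkbiab was called at 1.03 ± 0.22 (edgeR adjusted p = 0.04, higher in 3 of 3 fish). All 7 calls ended with at least 1 fish left out, at log2 fold changes from 0.92 (nfkb2) to 2.21 (LOC108268454). With log-normalized counts nfkbiaa fell to 0.0975 and nfkb2 to 0.15, and both also lost the call without an upper limit on detected features (0.71 and 0.59), nfkb2 with scaled deviations (0.71), and bcl2l10 (1.04), nr4a3 (0.88) and nfkb2 (0.82) without doublet removal. These genes were named on the same fish, so their calls are not independent evidence.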

B4 highly expressed C-C motif chemokine 3 (*LOC108268454*; also known as *CD193*), CD83 molecule (*cd83*), B cell lymphoma 2 like 10 (*bcl2l10*), lysine (K)-specific demethylase 6B, a (*kdm6ba*; also known as *JMJD3*), nuclear factor of kappa B inhibitor, alpha (IκBα) paralogs (*nfkbiaa* and *nfkbiab*), nuclear factor kappa B subunit 2 (*nfkb2*; NFκB2), and *nr4a3*. These mostly have functions in B cell maturation and activation (46–51). Furthermore, in the spleen, *cd83*, *nfkbiaa*, and *nfkbiab* are involved in marginal zone (MZ) B cell maturation (46, 51). ORA pathway analysis identified six enriched KEGG pathways for B4 (**Supplementary Table 6**). The top five pathways were apoptosis, toll-like receptor signaling pathway, ribosome biogenesis in eukaryotes, MAPK signaling pathway, and herpes simplex virus 1 infection (**Figure 6A**).

Population 2 cell clusters B5, B6, and B7 had common DE genes. In addition to the genes mentioned in section 3.2 (*alox5a*, *maptb*, *tmsb1*, *tagln2*), *LOC108271063* [adhesion G-protein coupled receptor G5 (*adrg5*)], *itm2b*, *LOC100528069* (ferritin middle subunit), *glyr1*, and *vaspa* were upregulated in these clusters. These genes do not have known functions in B cells. 

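In B5 the 5-lipoxygenase gene alox5a (2.51 ± 0.22, edgeR adjusted p = 4.3e-04), the tau gene maptb (2.67 ± 0.36, edgeR adjusted p = 2.0e-03) and the actin-binding genes tmsb1 (2.87 ± 0.26, edgeR adjusted p = 4.9e-04) and tagln2 (2.48 ± 0.21, adjusted p = 4.3e-04) were higher than in all other cells (log2 fold changes in brackets), each in 3 of 3 fish. The adhesion receptor gene LOC108271063 (chromosome 10 from 28684494 to 28712268) stood at 786 ± 159 CPM in B5 and 131 ± 36.6 CPM in all other cells (SD, n = 3 fish), with a log2 fold change of 2.34 ± 0.23 (edgeR adjusted p = 7.0e-04, higher in 3 of 3 fish). The membrane protein gene itm2b (1.98 ± 0.21, edgeR adjusted p = 8.1e-04), glyr1 (1.95 ± 0.17, edgeR adjusted p = 3.8e-04), the actin regulator gene vaspa (1.66 ± 0.20, edgeR adjusted p = 1.3e-03) and the ferritin gene LOC100528069 (1.14 ± 0.16, edgeR adjusted p = 2.9e-03) were higher too, each in 3 of 3 fish. In B6, alox5a (1.81 ± 0.26, edgeR adjusted p = 0.015), maptb (2.07 ± 0.31, adjusted p = 0.016), glyr1 (1.59 ± 0.20, adjusted p = 8.9e-03), vaspa (1.36 ± 0.21, adjusted p = 0.016) and LOC100528069 (0.89 ± 0.17, adjusted p = 0.027) were higher, each in 3 of 3 fish. At resolution 0.5, B7 formed only in clusters of all genes, which each tested gene had helped define, and there maptb (1.78 ± 0.33, edgeR adjusted p = 0.015) and alox5a (1.80 ± 0.24, adjusted p = 2.9e-03) were higher, each in 3 of 3 fish. From 1 gene set no B6 or B7 formed, and clusters of 2787 and 205 nuclei both matched B5. With B10 they made up all of Population 2 in that set. Genes that could be tested in B5 but not in B6, such as tmsb1 and tagln2, were tested there. Their values describe Population 2 apart from B10 and not B5 alone. In B5 the call ended for LOC100528069 without fish 3 (1.08). The 5 calls in B6 ended with at least 1 fish left out, at log2 fold changes from 0.74 (LOC100528069) to 2.22 (maptb).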

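The signalling adaptor gene ywhaqa was higher in B5 than in all other cells, by a log2 fold change of 1.16 ± 0.25 (edgeR adjusted p = 0.018, higher in 3 of 3 fish). The transcription factor gene klf2a stood at 1630.3 ± 578 CPM in B5 and 664 ± 180.3 CPM in all other cells (SD, n = 3 fish) and was not called, at 1.03 ± 0.29 (edgeR adjusted p = 0.057, higher in 3 of 3 fish). Below the thresholds fell ywhaqa without any 1 fish (0.93 to 1.38) or under 2 other settings (0.87 to 0.91).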

B5 and B6 had two common DE genes, kruppel-like factor 2 (*klf2a*) and tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, theta polypeptide a (*ywhaqa*). *Klf2a* is first upregulated in pre-B cells and suppresses B cell activation (52). 

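The vesicle traffic genes arl5c and rab11fip1b and the endoplasmic reticulum degradation gene edem3 were higher in B5, by log2 fold changes of 1.17 ± 0.16 (edgeR adjusted p = 2.5e-03, higher in 3 of 3 fish), 1.36 ± 0.20 (edgeR adjusted p = 3.6e-03, higher in 3 of 3 fish) and 1.44 ± 0.24 (edgeR adjusted p = 6.2e-03, higher in 3 of 3 fish). In 1 gene set B5 held all of Population 2 apart from B10, so a gene tested there does not set B5 apart from B6 or B7. In B7, whose cluster the tested genes had helped define, arl5c was higher by 1.82 ± 0.18 (edgeR adjusted p = 8.7e-04, higher in 3 of 3 fish). These calls depended on 1 setting or 1 fish for arl5c without fish 3 (1.14) or with clusters from all genes (0.68) and edem3 without fish 2 (1.39).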

B5 and B7 had three common differentially expressed genes, ADP-ribosylation factor-like 5C (*arl5c*), RAB11 family interacting protein 1 (class I) b (*rab11fip1b*), and ER degradation enhancer, mannosidase alpha-like 3 (*edem3*). *Rab11fip1* may play a role in B cell proliferation and apoptosis inhibition (53).

B5 had significantly greater expression of three additional genes with B cell functions, *ighd*, phosphoinositide-3-kinase, regulatory subunit 1 (*pik3r1*), and basic helix-loop-helix family, member e40 (*bhlhe40*). 

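Transcripts of ighd stood at 2116 ± 346 CPM in B5 and 959.6 ± 350.1 CPM in all other cells (SD, n = 3 fish) and were higher in B5 by a log2 fold change of 0.93 ± 0.21 (edgeR adjusted p = 0.02, higher in 3 of 3 fish). The kinase regulator gene pik3r1 and the repressor gene bhlhe40 were higher by 1.04 ± 0.16 (edgeR adjusted p = 4.4e-03, higher in 3 of 3 fish) and 0.96 ± 0.23 (edgeR adjusted p = 0.027, higher in 3 of 3 fish). Left uncalled by 1 change were ighd without fish 1 (0.87) or 3 (0.83), pik3r1 without fish 3 (1.02) and bhlhe40 without any 1 fish (0.89 to 1.01) or without an upper limit on detected features (0.76).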

*Pik3r1* and *bhlhe40* are involved in B cell differentiation (54, 55), and *bhlhe40* specifically functions as a negative regulator of germinal center B cells, a type of B cell not wholly observed in teleosts. ORA pathway analysis identified seven enriched KEGG pathways for B5 (**Supplementary Table 6**). The top five pathways were ErbB signaling pathway, C-type lectin receptor signaling pathway, GnRH signaling pathway, focal adhesion, and MAPK signaling pathway (**Figure 6A**).

B6 has significantly higher expression of components of the BCR complex, *cd79b* and immunoglobulin lambda-1 light chain (*LOC108260251*) (56). 

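The receptor chain gene cd79b stood at 1231 ± 306 CPM in B6 and 777 ± 213 CPM in all other cells (SD, n = 3 fish), with a log2 fold change of 0.51 ± 0.19 (edgeR adjusted p = 0.21, higher in 3 of 3 fish). The light chain gene LOC108260251 (chromosome 28 from 1825730 to 1831497) had 0.86 ± 0.26 (edgeR adjusted p = 0.13, higher in 3 of 3 fish). Neither was called in B6. After each nucleus was thinned to 1000 UMIs, UMIs of LOC108260251 and LOC108262917 were found together in 22.9 ± 1.55% of 11381 B cells. For LOC108260251 and LOC108261469 the share was 33.2 ± 8.58%, and for LOC108262917 and LOC108261469 23.5 ± 5.80%. Before thinning, 13.5% of 96 T/NK cells also held a UMI of LOC108261469, and no background share was taken off, so these shares do not tell whether single cells express 2 of the genes. These genes belong to a family, and the counting could split or share reads between copies.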

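The survival gene bcl2a (chromosome 23 from 1452921 to 1513381) could be tested in B6 only in clusters it had helped define. There it had a log2 fold change of 0.69 ± 0.18 (edgeR adjusted p = 0.05, higher in 3 of 3 fish) and was not called. Its level was 623 ± 96.5 CPM in B6 and 334 ± 55.8 CPM in all other cells (SD, n = 3 fish). Across Population 2 as a whole bcl2a was higher than in Population 1, by 0.87 ± 0.18 (edgeR adjusted p = 0.017, higher in 3 of 3 fish). Between the populations the call ended for bcl2a without any 1 fish (0.66 to 1.02).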

The anti-apoptotic factor in B cells, BCL2 apoptosis regulator a (*bcl2a*), is also significantly upregulated (57). ORA pathway analysis identified eight enriched KEGG pathways (**Supplementary Table 6**) and four enriched GO pathways for B6 (**Supplementary Table 7**). The top five KEGG pathways were the C-type lectin receptor signaling pathway, ErbB signaling pathway, NOD-like receptor signaling pathway, VEGF signaling pathway, and GnRH signaling pathway (**Figure 6A**). The GO pathways were transcription factor binding, actin binding, cytokine receptor activity, and cysteine-type endopeptidase inhibitor activity (**Figure 6B**).

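At resolution 0.5 no cluster of 1 gene set matched B7, so its genes were tested in the cluster of all genes, which they had helped define. At resolution 1.0 a cluster of 611 nuclei from 1 gene set matched B7 best (r = 0.588). In the cluster of all genes the chemokine gene LOC108268454 stood at 10007 ± 1092 CPM in B7 and 1714 ± 392 CPM in all other cells (SD, n = 3 fish). It was higher by a log2 fold change of 2.39 ± 0.27 (edgeR adjusted p = 1.3e-03, higher in 3 of 3 fish). The cell surface proteoglycan gene sdc4 and the co-stimulatory receptor gene cd40 were higher by 1.59 ± 0.20 (edgeR adjusted p = 2.2e-03, higher in 3 of 3 fish) and 0.87 ± 0.18 (edgeR adjusted p = 0.028, higher in 3 of 3 fish). The nuclear receptor gene nr4a1 was not called, at 0.89 ± 0.22 (edgeR adjusted p = 0.053, higher in 3 of 3 fish). Nor were the transcription factor gene mycb and the amino acid transporter gene slc1a5, at 0.95 ± 0.30 (edgeR adjusted p = 0.12, higher in 3 of 3 fish) and 1.04 ± 0.30 (edgeR adjusted p = 0.095, higher in 3 of 3 fish).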

B7 was characterized by increased expression of C-C motif chemokine 3 (*LOC108268454*; also known as *CD193*), syndecan 4 (*sdc4*), nuclear receptor subfamily 4, group A, member 1 (*nr4a1*), *cd40*, MYC proto-oncogene, bHLH transcription factor (*mycb*), solute carrier family 1 member 5 (*slc1a5*; also known as *ASCT2*). These genes include cell surface receptors, and have functions in apoptosis, survival, differentiation and maturation of B cells (44, 58–61). ORA pathway analysis identified nine enriched KEGG pathways (**Supplementary Table 6**) and one enriched GO pathway for B7 (**Supplementary Table 7**). The top five KEGG pathways were MAPK signaling pathway, intestinal immune network for IgA production, ErbB signaling pathway, necroptosis and NOD-like receptor signaling pathway (**Figure 6A**). The significant GO pathway was cytokine receptor activity (**Figure 6B**).

B8 had five significantly increased genes and only two had known B cell functions, Src like adaptor 2b (*sla2b*; also known as *SLAP2*) and *ccr9a*. 

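Both genes named below were tested in a cluster of 3809 nuclei whose fold changes correlated with those of B8 by 0.356 and with those of B1 by 0.251. The other gene set gave a cluster of 653 nuclei that correlated with B8 by 0.761, and neither gene could be tested in it. The adaptor gene sla2b (chromosome 15 from 12126579 to 12133723) stood at 376 ± 65.1 CPM in B8 and 147 ± 65.2 CPM in all other cells (SD, n = 3 fish). Its log2 fold change in B8 was 1.76 ± 0.38 (edgeR adjusted p = 0.073, higher in 3 of 3 fish). For the chemokine receptor gene ccr9a it was 1.67 ± 0.39 (edgeR adjusted p = 0.091, higher in 3 of 3 fish), and neither was called. With fish as a block both were called (1.84 and 1.74), as they were with DESeq2 (1.78 and 1.69), without the low-count filter (1.76 and 1.67) and without an upper limit on detected features (1.63 and 1.86).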

The role of *sla2b* function in B cells is not known; however, it appears to function downstream of the BCR complex (62). ORA pathway analysis identified one enriched GO pathway for B8 (**Supplementary Table 7**), diacylglycerol-dependent serine/threonine kinase activity (**Figure 6B**).

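At resolution 0.5 a cluster matching B9 formed only in 1 of the 2 random gene sets, with 1044 nuclei, so 3 of the 11 genes examined could be tested in it. None of the 3 was called. The nuclear receptor paralogs nr4a1 (chromosome 15 from 22464610 to 22472208) and LOC108255274 had log2 fold changes of 0.54 ± 0.22 (edgeR adjusted p = 0.51, higher in 3 of 3 fish) and 0.66 ± 0.20 (edgeR adjusted p = 0.34, higher in 3 of 3 fish). The value for the adaptor gene dapp1, of B cell receptor signalling, was 0.35 ± 0.14 (edgeR adjusted p = 0.52, higher in 3 of 3 fish). Levels of nr4a1 were 8189 ± 663 CPM in B9 and 5663 ± 390.0 CPM in all other cells (SD, n = 3 fish). The other 8 genes, among them kdm6ba, relb and lyn, had no B9 cluster to be tested in at this resolution. At resolution 1.0 the other set also formed one, with 583 nuclei (r = 0.496).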

B9 has significantly increased expression of nuclear receptor subfamily 4, group A, member 1 (*nr4a1*, *LOC108255274*), *nr4a3*, RELB proto-oncogene, NFκB subunit (*relb*), fosB proto-oncogene (*fosb*), *egr2b*, *tamalin*, Src like adaptor (*LOC108270945*), LYN proto-oncogene, Src family tyrosine kinase (*lyn*), lysine (K)-specific demethylase 6B, a (*kdm6ba*), and dual adaptor of phosphotyrosine and 3-phosphoinositides (*dapp1*). These genes have roles in regulating immune tolerance, survival, migration, B cell development, and response to antigen stimulation (44, 62–67). In mammals, *kdm6ba* and *dapp1* are expressed by germinal center B cells (66, 67). ORA pathway analysis identified two enriched KEGG pathways (**Supplementary Table 6**) and four enriched GO pathways for B9 (**Supplementary Table 7**). The KEGG pathways were the MAPK signaling pathway and C-type lectin receptor signaling pathway (**Figure 6A**). The GO pathways were nuclear glucocorticoid receptor binding, RNA polymerase II-specific DNA-binding transcription factor binding, nuclear receptor activity, and ligand-activated transcription factor activity (**Figure 6B**).

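The HSP70 genes LOC108259092 (chromosome 2 from 33846522 to 33849382) and LOC128629166 (chromosome 2 from 33850143 to 33853047) were higher in B10 than in all other cells, by log2 fold changes of 4.43 ± 0.40 (edgeR adjusted p = 5.7e-04, higher in 3 of 3 fish) and 4.28 ± 0.31 (edgeR adjusted p = 2.0e-04, higher in 3 of 3 fish). LOC108259092 stood at 1887 ± 1034 CPM in B10 and 79.4 ± 45.9 CPM in all other cells (SD, n = 3 fish). These 2 genes are near copies, and the counting could split or share reads between them. The HSP90 gene hsp90aa1.2 was higher by 1.75 ± 0.25 (edgeR adjusted p = 0.034, higher in 3 of 3 fish). The HSP40 gene dnajb1b was not called, at 1.46 ± 0.28 (edgeR adjusted p = 0.27, higher in 3 of 3 fish). A single change ended the call of hsp90aa1.2 without any 1 fish (1.54 to 1.83) or under 3 other settings (1.73 to 1.76). Of heat shock genes between Population 2 and Population 1, 5 were higher, 1 lower and 5 not called of 11 tested, and adjusted over the list alone, 6 were higher and 2 lower. This count includes the nuclei of B10, which were placed in Population 2 and numbered 278 and 234 in the clusters of the 2 gene sets. In clusters of all genes B10 held 248 nuclei, with mean marker scores of 0.579 for Population 2 and -0.175 for Population 1. There 0 markers of Population 2 were over 2-fold in it. The count was not taken without B10 and does not describe the rest of Population 2.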

B10 was defined by increased expression of four heat shock proteins: heat shock 70 kDa (*LOC108259092*, *LOC128629166;* also known as HSP70), DnaJ heat shock protein family member B1b (*dnajb1b*; also known as HSP40) and heat shock protein 90, alpha (*hsp90aa1.2*; also known as HSP90). HSP70, HSP40, and HSP90 are chaperone molecules and play a role in protein folding (68–70). In humans, HSP70 is highly expressed in regulatory B cells and secreted to suppress effecter cells (71). ORA pathway analysis identified four enriched KEGG (**Supplementary Table 6**) and 11 GO pathways for B10 (**Supplementary Table 7**). The KEGG pathways were protein processing in the endoplasmic reticulum, spliceosome, endocytosis, and MAPK signaling pathway (**Figure 6A**). The top five pathways were unfolded protein binding, ATP-dependent protein folding chaperone, protein folding chaperone, heat shock protein binding, and misfolded protein binding (**Figure 6B**).

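The nucleosome-binding gene hmgn2 (chromosome 23 from 16825312 to 16828448) stood at 11581 ± 2727 CPM in cycling B cells and 488 ± 119.8 CPM in all other cells (SD, n = 3 fish). It was higher by a log2 fold change of 4.17 ± 0.37 (edgeR adjusted p = 2.1e-05, higher in 3 of 3 fish). Also higher were hmgb2a, at 1.93 ± 0.25 (edgeR adjusted p = 4.4e-04, higher in 3 of 3 fish), and si:ch73-1a9.3, at 2.16 ± 0.33 (edgeR adjusted p = 3.0e-03, higher in 3 of 3 fish). The gene hmgn7 was higher by 1.40 ± 0.23 (edgeR adjusted p = 4.5e-03, higher in 3 of 3 fish). Among high mobility group and chromatin genes, 9 were higher, 0 lower and 8 not called of 17 tested, and adjusted over the list alone, 10 were higher and 1 lower. Among these, the call was not kept for hmgn7 without fish 3 (1.32).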

B11 were identified as cycling B cells and the top DE genes included four high motility group (HMG) genes: *hmgn2*, *hmgb2a*, non-histone chromosomal protein HMG-like (*si:ch73-1a9.3*) and high mobility group nucleosomal binding domain 7 (*hmgn7*). These genes are involved in DNA processes such as transcription, replication, recombination, and repair (32). Additionally, structural proteins were DE which supports the identity of these cells as cycling B cells. These proteins include prothymosin alpha (*si:ch211-222l21.1*), *cfl1*, coactosin-like F-actin binding protein 1 (*cotl1*), *lcp1*, actin, beta 1 (*actb1*), prothymosin alpha b (*ptmab*), coronin, actin binding protein, 1A (*coro1a*), and tubulin, beta 2b (*tubb2b*). 

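The prothymosin gene si:ch211-222l21.1 was higher in cycling B cells, by a log2 fold change of 1.497 ± 0.23 (edgeR adjusted p = 2.5e-03, higher in 3 of 3 fish). The actin regulators cfl1 (1.28 ± 0.27, edgeR adjusted p = 0.021), cotl1 (1.16 ± 0.30, adjusted p = 0.041) and lcp1 (1.196 ± 0.31, adjusted p = 0.042) were higher, each in 3 of 3 fish. So were the actin gene actb1 (0.99 ± 0.23, edgeR adjusted p = 0.034) and the tubulin gene tubb2b (1.34 ± 0.26, edgeR adjusted p = 8.3e-03), each in 3 of 3 fish. The prothymosin gene ptmab and the actin-binding gene coro1a were not called, at 0.63 ± 0.28 (edgeR adjusted p = 0.22, higher in 3 of 3 fish) and 1.00 ± 0.32 (edgeR adjusted p = 0.096, higher in 3 of 3 fish). Among actin cytoskeleton genes, 6 were higher, 0 lower and 14 not called of 20 tested, and adjusted over the list alone, 7 were higher and 0 lower. One change removed the call for si:ch211-222l21.1 without fish 3 (1.30), cfl1 without fish 1 (1.33) or 3 (1.15), cotl1 without any 1 fish (0.68 to 1.28), lcp1 without any 1 fish (0.97 to 1.34), actb1 without any 1 fish (1.00 to 1.04) and tubb2b without any 1 fish (1.15 to 1.38).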

ORA pathway analysis identified five enriched KEGG pathways (**Supplementary Table 6**) and seven enriched GO pathways for B11 (**Supplementary Table 7**). The top five KEGG pathways were proteasome, spliceosome, oxidative phosphorylation, oocyte meiosis, and cell cycle (**Figure 6A**). The top five GO pathways were histone binding, nucleosomal DNA binding, nucleosome binding, chromatin binding, and actin filament binding (**Figure 6B**).

Cluster PC highly expressed B stage marker genes *prdm1a*, *xbp1*, and *ighm*. 

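The plasma cell regulator gene prdm1a (chromosome 20 from 3181112 to 3193891) stood at 319 ± 39.3 CPM in plasma cells and 5.14 ± 1.11 CPM in all other cells (SD, n = 3 fish). It was higher in plasma cells, by a log2 fold change of 5.89 ± 0.39 (edgeR adjusted p = 2.5e-07, higher in 3 of 3 fish). The secretory regulator gene xbp1 was higher by 2.80 ± 0.56 (edgeR adjusted p = 4.0e-03, higher in 3 of 3 fish). The B cell identity gene pax5 was lower, by -2.49 ± 0.47 (edgeR adjusted p = 3.0e-03, lower in 3 of 3 fish), as were bach2b (-4.64 ± 0.83, edgeR adjusted p = 1.7e-03), irf4a (-2.91 ± 0.46, adjusted p = 6.4e-04) and spi1b (-3.19 ± 0.56, adjusted p = 1.5e-03), each in 3 of 3 fish. Among stage regulators, 2 were higher, 5 lower and 9 not called of 16 tested, and adjusted over the list alone, 3 were higher and 7 lower. Of homing and adhesion genes, 0 were higher, 5 lower and 4 not called of 9 tested, and of genes of the B cell receptor and its signalling, 1 was higher, 7 lower and 14 not called of 22 tested. Plasma cells differed from all other cells in 475 higher and 631 lower genes of 10262 tested. The clusters used for this held 9, 20 and 57 nuclei of fish 1, 2 and 3 from 1 gene set and 10, 20 and 60 from the other. With 1 fish left out 600 to 1098 genes were called, without an upper limit on detected features 3208 and with limits at 1 scaled deviation 284. The call ended for bach2b without fish 3 (-3.25).

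**Figure D2:**
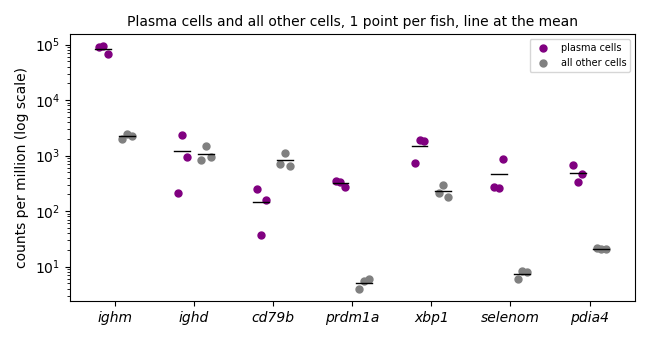
Levels of 7 genes in plasma cells and in all other cells. The vertical axis gives CPM on a log scale and the horizontal axis the genes, with 1 point per fish and group (n = 3 fish) and a line at the mean.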

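The selenoprotein gene selenom (chromosome 22 from 5754853 to 5760158) stood at 464 ± 341 CPM in plasma cells and 7.46 ± 1.36 CPM in all other cells (SD, n = 3 fish). It was higher by a log2 fold change of 6.23 ± 0.66 (edgeR adjusted p = 2.0e-05, higher in 3 of 3 fish). The disulfide isomerase genes pdia4 (4.42 ± 0.40, edgeR adjusted p = 5.6e-06) and pdia3 (2.85 ± 0.47, adjusted p = 8.2e-04), the peroxide-reducing gene prdx4 (3.94 ± 0.47, edgeR adjusted p = 6.2e-05) and the phosphatase gene dusp5 (2.23 ± 0.38, edgeR adjusted p = 1.3e-03) were higher in plasma cells, each in 3 of 3 fish. Among genes of the endoplasmic reticulum and secretion, 34 were higher, 0 lower and 4 not called of 38 tested. This list was made before the data were examined, and adjusted over the list alone, 36 were higher and 2 lower. It holds markers of the class such as hsp90b1, so the count is not independent evidence. The chaperone genes calr and hsp90b1 were among them, at 5.10 ± 0.48 (edgeR adjusted p = 6.8e-06, higher in 3 of 3 fish) and 4.33 ± 0.40 (edgeR adjusted p = 5.6e-06, higher in 3 of 3 fish). Of S phase genes, 0 were higher, 2 lower and 24 not called of 26 tested, and of G2/M phase genes, 1 was higher, 1 lower and 20 not called of 22 tested. For G2/M phase genes the median log2 fold change was -0.08, and 0.15 with DESeq2.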

Other highly expressed genes included selenoprotein M (*selenom*), protein disulfide isomerase family A, member 4 (*pdia4*), protein disulfide isomerase family A, member 3 (*pdia3*) peroxiredoxin 4 (*prdx4*), and dual specificity phosphatase 5 (*dusp5*). *Selenom, pdia4*, and *pdia3* are highly expressed by human plasma cells (36). *Prdx4* may be involved with light chain synthesis and *dusp5* may have a key role in the differentiation of B cells to plasma cells (72, 73). ORA pathway analysis identified eight enriched KEGG pathways (**Supplementary Table 6**) and 16 GO pathways for Cluster 15 (**Supplementary Table 7**). The top five KEGG pathways were protein processing in the endoplasmic reticulum, ribosome, protein export, various types of N-glycan biosynthesis, and N-Glycan biosynthesis (**Figure 6A**). The top five GO pathways were protein processing in structural constituent of ribosome, unfolded protein binding, ATP-dependent protein folding chaperone, misfolded protein binding, and protein folding chaperone (**Figure 6B**). B10 and PC have seven common enriched GO pathways: ATP hydrolysis activity, ATP-dependent protein folding chaperone, heat shock protein binding, misfolded protein binding, protein folding chaperone, ubiquitin protein ligase binding, and unfolded protein binding. Therefore, B10 may represent B cells beginning differentiation into plasma cells.

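Of 11 heat shock genes tested in plasma cells, 5 were higher and none lower, against 6 and 0 when adjusted over the list alone. The HSP70 gene LOC108259092, which marked B10, had a log2 fold change of 3.64 ± 0.67 (edgeR adjusted p = 2.2e-03, higher in 3 of 3 fish) in plasma cells. In B10 the plasma cell regulator genes stood at 5.07 ± 8.78 CPM for prdm1a and 342 ± 162 CPM for xbp1 (SD, n = 3 fish). Levels of ighm in B10 were 2301 ± 107 CPM. Of the nearest neighbours of B10 nuclei, 22.9 ± 1.77% lay in Population 1, mostly in B8 (16.1 ± 0.667%). The paper proposes, from enriched pathways shared by B10 and plasma cells, that B10 was turning into plasma cells. Pathway enrichment was not analysed here.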

### 3.5 MAPK, GnRH, and NOD-like receptor pathway genes were differentially regulated

To investigate the signaling pathways in B cells, we selected some enriched pathways of interest and evaluated the expression pattern of genes across the clusters. These pathways were MAPK, GnRH and NOD-like receptor (NLR) signaling.

The MAPK cascade is a highly conserved pathway involved in cell functions including proliferation, differentiation, migration, and apoptosis. MAPK signaling was significantly enriched for Population 1 B cell clusters B4 and B9, and Population 2 B cell clusters B5–B7 and B10 (**Supplementary Table 6**). DE genes of interest within this pathway included *dusp2*, *dusp6*, *nfkb2, maptb, jun*, and *june.* Dusp2 and dusp6 are negative regulators of the MAPK signaling. *Dusp2* has significantly increased expression in B4 and decreased in B5 and B6, while *dusp6* has significantly decreased in B5–B7. 

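The MAPK phosphatase gene dusp2 (chromosome 5 from 2668766 to 2674756) stood at 848 ± 113 CPM in B4 and 488 ± 57.3 CPM in all other cells (SD, n = 3 fish). dusp2 was higher in B4, by a log2 fold change of 1.02 ± 0.16 (edgeR adjusted p = 0.014, higher in 3 of 3 fish), and lower in B5, by -1.91 ± 0.26 (edgeR adjusted p = 2.3e-03, lower in 3 of 3 fish). In B6 it was lower by -1.23 ± 0.27 (edgeR adjusted p = 0.045, lower in 3 of 3 fish). The phosphatase gene dusp6 was lower in B5 and B6, by -3.27 ± 0.25 (edgeR adjusted p = 3.1e-04, lower in 3 of 3 fish) and -1.68 ± 0.31 (edgeR adjusted p = 0.024, lower in 3 of 3 fish). In B7, whose cluster it had helped define, dusp6 was lower by -2.91 ± 0.27 (edgeR adjusted p = 6.1e-04, lower in 3 of 3 fish). Between Population 2 and Population 1 both were lower, dusp2 by -1.54 ± 0.25 (edgeR adjusted p = 4.3e-03, lower in 3 of 3 fish) and dusp6 by -2.19 ± 0.24 (edgeR adjusted p = 8.6e-04, lower in 3 of 3 fish). In B4 the call ended for dusp2 without any 1 fish (0.87 to 1.14) or without doublet removal (0.47). In B6 it was lost for dusp2 without any 1 fish (-1.475 to -1.06) or at resolution 1.0 (-1.10) and dusp6 without fish 1 (-1.39) or 2 (-1.61). With the genes in another order, a setting added after the data were seen, dusp2 in B6 also lost the call (-1.16). Between the populations dusp2 without fish 1 (-1.53) gave no call.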

*Nfkb2*, *jun*, and *june*, genes encoding transcription factors that promote proliferation and inflammation and protect the cell against apoptosis, are also differentially expressed. *Nfkb2* encodes a component of the NFκB and is upregulated in B4 and B7. 

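The NF-kB subunit gene nfkb2 (chromosome 3 from 26520787 to 26536843) stood at 442 ± 77.1 CPM in Population 2 and 204 ± 35.5 CPM in Population 1 (SD, n = 3 fish). nfkb2 was higher in Population 2, by a log2 fold change of 0.82 ± 0.19 (edgeR adjusted p = 0.024, higher in 3 of 3 fish). In B7, whose cluster it had helped define, it was higher by 1.15 ± 0.19 (edgeR adjusted p = 9.8e-03, higher in 3 of 3 fish). Among NF-kB feedback and target genes, 6 were higher, 0 lower and 11 not called of 17 tested between the populations, and adjusted over the list alone, 6 were higher and 1 lower. The higher ones were bcl3, nfkb2, traf1, bcl2a, nfkbie and traf2b, of which the adaptor gene traf1 reached 2.66 ± 0.29 (edgeR adjusted p = 8.6e-04, higher in 3 of 3 fish). Calls were lost for nfkb2 without fish 2 (0.67) or 3 (0.73) or under 2 other settings (0.77 to 0.78).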

*Jun* is significantly downregulated in B5-B7 and *june* has significantly increased expression in B5. 

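The transcription factor gene jun was lower in B5, by a log2 fold change of -1.29 ± 0.22 (edgeR adjusted p = 6.2e-03, lower in 3 of 3 fish). In B6 it was not called, at -0.60 ± 0.16 (edgeR adjusted p = 0.078, lower in 3 of 3 fish). Its cluster value in B7, which it had helped define, was -1.22 ± 0.22 (edgeR adjusted p = 0.012, lower in 3 of 3 fish). The related gene june was higher in B5, by 0.86 ± 0.15 (edgeR adjusted p = 7.3e-03, higher in 3 of 3 fish). Among immediate early genes, 2 were higher, 9 lower and 13 not called of 24 tested in Population 2 against Population 1, and adjusted over the list alone, 2 were higher and 9 lower. Higher were june and the signalling inhibitor gene socs3a, and the lower ones included egr1, junbb, egr2b and nr4a3. Below the thresholds fell jun without fish 1 (-1.27) and june without fish 1 (0.94) or 2 (0.82) or with clusters from all genes (0.80).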

MAPK signaling was also significantly enriched for clusters M1 and M2 generated from the sub-cluster analysis of B cells (**Figure 3**). 

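In M1 the phosphatase genes dusp2 and dusp6 were higher than in the other B cells, by log2 fold changes of 1.71 ± 0.21 (edgeR adjusted p = 2.6e-03, higher in 3 of 3 fish) and 2.27 ± 0.30 (edgeR adjusted p = 3.2e-03, higher in 3 of 3 fish). Their levels were 612 ± 58.7 CPM in M1 and 220.4 ± 35.1 CPM in the other B cells, and 142 ± 8.22 CPM in M1 and 35.4 ± 13.6 CPM in the other B cells (SD, n = 3 fish). The transcription factor gene jun was not called, at 0.79 ± 0.22 (edgeR adjusted p = 0.06, higher in 3 of 3 fish). In subsets built from all genes jun was called, at 1.01 ± 0.23 (edgeR adjusted p = 0.028, higher in 3 of 3 fish). These calls depended on 1 setting or 1 fish for dusp2 without fish 1 (1.76) and dusp6 without fish 2 (2.33).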

Consistent with the analysis for all cells, *dusp2*, *dusp6*, and *jun* were among the highly expressed genes in this pathway for cluster M1 (**Supplementary Table 3**). In addition, the gene encoding PKCβ (*prkcbb*) was highly expressed for M1 and while *nfkb2* was highly expressed for M2. 

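The kinase gene prkcbb (chromosome 2 from 11757511 to 11883501), which encodes protein kinase C beta, stood at 149 ± 21.5 CPM in M1 and 36.4 ± 25.5 CPM in the other B cells (SD, n = 3 fish). prkcbb was higher in M1, by a log2 fold change of 2.26 ± 0.46 (edgeR adjusted p = 0.019, higher in 3 of 3 fish). In M2 nfkb2 was higher, by 0.83 ± 0.20 (edgeR adjusted p = 0.026, higher in 3 of 3 fish). In M1 the call ended for prkcbb without fish 1 (1.96) or 2 (2.10) or without an upper limit on detected features (1.53). In M2 it ended for nfkb2 without fish 2 (0.71) or 3 (0.71) or under 3 other settings (0.77 to 0.88).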

In B cell activation, PKCβ results in the nuclearization of NFκB (74). Therefore, NFκB may be retained in the cytoplasm unless nuclearized by another signaling pathway. Further, M2 cells also highly expressed *dusp1*, *mapkapk3*, and *rap1b*. 

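The kinase gene mapkapk3 (chromosome 21 from 18711016 to 18734433) stood at 187 ± 88.1 CPM in Population 2 and 3.13 ± 1.82 CPM in Population 1 (SD, n = 3 fish). mapkapk3 was higher in Population 2 than in Population 1, by a log2 fold change of 5.71 ± 0.41 (edgeR adjusted p = 9.1e-05, higher in 3 of 3 fish). The small GTPase gene rap1b was higher in M2 by 1.06 ± 0.21 (edgeR adjusted p = 0.013, higher in 3 of 3 fish), and the phosphatase gene dusp1 by 0.81 ± 0.15 (edgeR adjusted p = 8.0e-03, higher in 3 of 3 fish). Between the populations dusp1 had 0.79 ± 0.14 (edgeR adjusted p = 8.6e-03, higher in 3 of 3 fish), short of the 0.8 limit. Of the 12 MAPK pathway genes the paper names, 6 were higher, 5 lower and 1 not called of 12 tested between the populations, with the same counts adjusted over the list alone. Because the study chose them on these fish, they are not independent evidence. Left uncalled by 1 change were rap1b without fish 1 (0.96) or 3 (1.21) and dusp1 without any 1 fish (0.78 to 0.86) or under 2 other settings (0.77 to 0.78). The paper reasons from such opposed genes that the pathway was regulated differently in the populations.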

Like dusp2/6, dusp1 also negatively regulates MAPK signaling. In mammals, rap1b has several B cell functions, including homeostasis of MZ B cells, migration and T-dependent humoral response. Taken together, MAPK signaling may be occurring in both Population 1/M1 and Population 2/M2 B cells but gene expression demonstrates differential regulation of the pathway.

GnRH signaling includes mechanisms that overlap with BCR signaling, including diacylglycerol (DAG) activation of protein kinase C, beta (PKCβ), and Ca^2+^ influx regulation (74). The pathway also includes MAPK signaling. 

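The protein kinase C beta gene prkcbb was lower in Population 2 than in Population 1, by a log2 fold change of -2.43 ± 0.41 (edgeR adjusted p = 5.7e-03, lower in 3 of 3 fish). Its level was 33.2 ± 21.6 CPM in Population 2 and 149 ± 21.6 CPM in Population 1 (SD, n = 3 fish). In B5 it was lower by -4.43 ± 0.45 (edgeR adjusted p = 6.5e-04, lower in 3 of 3 fish). In B6 it was not called, at -1.75 ± 0.40 (edgeR adjusted p = 0.051, lower in 3 of 3 fish). In B7, whose cluster it had helped define, it was lower by -4.72 ± 0.39 (edgeR adjusted p = 6.1e-04, lower in 3 of 3 fish). A single change ended the call of prkcbb without fish 1 (-2.17) or 2 (-2.26).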

GnRH signaling is only enriched in the Population 2 B cell B5-7, and the key gene encoding PKCβ (*prkcbb*), is significantly downregulated in these cells. In these clusters, calcium/calmodulin-dependent protein kinase (CaM kinase) II delta 1 (*camk2d1*) has significantly greater expression, suggesting that this gene is involved in the calcium signaling in Population 2 B cells. 

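The calcium-dependent kinase gene camk2d1 (chromosome 7 from 13112788 to 13200032) stood at 227 ± 85.1 CPM in Population 2 and 35.6 ± 4.57 CPM in Population 1 (SD, n = 3 fish). camk2d1 was higher in Population 2, by a log2 fold change of 2.41 ± 0.21 (edgeR adjusted p = 2.3e-04, higher in 3 of 3 fish). It was also higher in B5, by 2.01 ± 0.24 (edgeR adjusted p = 1.2e-03, higher in 3 of 3 fish), and in B6, by 1.40 ± 0.23 (edgeR adjusted p = 0.019, higher in 3 of 3 fish). In B7, whose cluster it had helped define, the value was 1.41 ± 0.27 (edgeR adjusted p = 0.017, higher in 3 of 3 fish). In B6 the call was lost for camk2d1 without any 1 fish (1.36 to 1.41).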

GnRH signaling was also significantly enriched for clusters M1 and M2 generated from the sub-cluster analysis of B cells (**Figure 3**). Consistent with the analysis for all cells, *prkcbb* and *camk2d1* contribute to the enrichment of this pathway. Additionally, transcription factors enriched in this pathway are differentially expressed. 

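Between Population 2 and Population 1, egr1 stood at 583 ± 209.6 CPM in Population 2 and 1223 ± 95.3 CPM in Population 1 (SD, n = 3 fish) and was lower by a log2 fold change of -1.31 ± 0.33 (edgeR adjusted p = 0.032, lower in 3 of 3 fish). The gene june was higher in M2, by 0.87 ± 0.16 (edgeR adjusted p = 8.1e-03, higher in 3 of 3 fish). The gene jun was lower in Population 2, by -0.80 ± 0.19 (edgeR adjusted p = 0.027, lower in 3 of 3 fish). Between the populations the call was lost for egr1 without fish 1 (-1.37) or 3 (-1.51) or under 2 other settings (-1.19 to -1.13) and jun without fish 1 (-0.78) or 2 (-0.61) or under 3 other settings (-0.78 to -0.50). In M2 it was lost for june without fish 1 (0.97) or 2 (0.82).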

*Egr1* and *jun* are significantly expressed in M1 cells, while *june* is significantly expressed in M2 cells. Therefore, key genes in this pathway are differentially expressed between the Population 1/M1 and Population 2/M2 B cells.

NLR signaling was significantly enriched for B1, B6 and B7. Differently regulated genes in this pathway include *bcl2a*, baculoviral IAP repeat containing 2 (*birc2;* also known as cIAP), TNF receptor-associated factor 2b (*traf2b*) which have higher expression in the B cells B6-B7. 

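The signalling adaptor gene traf2b (chromosome 28 from 15485149 to 15504920) stood at 232 ± 55.1 CPM in Population 2 and 88.8 ± 8.23 CPM in Population 1 (SD, n = 3 fish). traf2b was higher in Population 2, by a log2 fold change of 1.09 ± 0.17 (edgeR adjusted p = 3.9e-03, higher in 3 of 3 fish). In B7, which it had helped define, it was higher by 1.16 ± 0.20 (edgeR adjusted p = 0.01, higher in 3 of 3 fish), and bcl2a by 0.94 ± 0.18 (edgeR adjusted p = 0.018, higher in 3 of 3 fish). In B6, likewise of all genes, traf2b had 0.76 ± 0.19 (edgeR adjusted p = 0.045, higher in 3 of 3 fish). The ubiquitin ligase gene birc2 was not called in B6 or B7, at 0.24 ± 0.15 (edgeR adjusted p = 0.5, higher in 3 of 3 fish) and 0.71 ± 0.17 (edgeR adjusted p = 0.052, higher in 3 of 3 fish). Of the 7 pathway genes the paper names, 2 were higher, 1 lower and 4 not called of 7 tested between the populations, with the same counts adjusted over the list alone. Among these, the call was not kept for traf2b without fish 2 (0.91).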

In the pathway, BCL2A negatively regulates the inflammasome NLRP1, though a channel catfish ortholog for NLRP1 has not been identified. In mammals, NOD1/2 recruits RIP2 to promote inflammatory responses (75). In this process, RIP2 undergoes ubiquitination which may be regulated by TRAF2 and cIAP (75). A deubiquitinating enzyme called TNFAIP3 (encoded by *tnfaip3*; also known as A20) may also regulate RIP2 (75). 

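The deubiquitinase gene tnfaip3 (chromosome 3 from 6306622 to 6316975) stood at 68.5 ± 13.5 CPM in B2 and 149.9 ± 13.6 CPM in all other cells (SD, n = 3 fish). It was lower in B2, by a log2 fold change of -1.02 ± 0.15 (edgeR adjusted p = 0.011, lower in 3 of 3 fish). Between Population 2 and Population 1 it had 0.61 ± 0.15 (edgeR adjusted p = 0.027, higher in 3 of 3 fish) and was not called. One change removed the call for tnfaip3 without any 1 fish (-1.10 to -0.87) or with log-normalized counts (-0.88).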

*Tnfaip3* is significantly downregulated in B2. Therefore, catfish rip2 ubiquitination, as a part of the NLR signaling pathway, may be differentially regulated in the B cells.

### 3.6 Trajectory of B cells

The analysis of the B cells suggested that there were mature B cells to plasma cells. The trajectory analysis was conducted using two approaches: 1) ordering cells based on gene expression changes (Monocle 3) and 2) ordering cells based on changes in ratios of unspliced and spliced RNA (scVelo).

The branching predicted by Monocle 3 showed that there are dynamic cell processes occurring for the B cells (**Figure 7A**). 

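Branches between clusters were not rebuilt here, and the nearest neighbours of each nucleus among B cells of the same fish were counted instead. Of the 20 nearest neighbours of Population 1 nuclei, 0.708 ± 0.429% lay in Population 2, against 26.0 ± 9.28% for random neighbours (SD, n = 3 fish). From Population 2, 3.62 ± 1.34% lay in Population 1, against 74.0 ± 9.28% for random neighbours. With log-normalized counts without integration this share was 1.39%. The populations are sets of clusters that were themselves cut from a neighbour graph of these nuclei. Few crossing neighbours follow from that, so these shares do not test whether the populations are separate. Nuclei of B7, marked by the chemokine gene LOC108268454, had 3.96 ± 2.54% of their neighbours in Population 1, of which 2.90 ± 1.93% lay in B4, marked by the same gene. The share was largest for the 248 nuclei of B10, at 22.9 ± 1.77%. For nuclei of B5 it was 2.17 ± 1.76% and for those of B6 0.261 ± 0.18%.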

The Population 1 and Population 2 B cells are connected via B4 and B7. Pseudotime analysis ranks the cells based on cell processes, and in this case, represents differentiation. As cluster B2 had the greatest expression of *ikzf1* and *ebf1b*, the nodes in this cluster were selected at the root cells. Other cell types (NK-like, HSC/MK, T/NK, and MYL) were not included in the pseudotime calculations. The pseudotime demonstrated that the cell trajectory flowed from Population 1 to Population 2, with an endpoint in cluster B6 as indicated by the greatest pseudotime (**Figure 7**). Genes with significant expression changes as a function of pseudotime included C-C motif chemokine 3 (*LOC108268454*), *ighm*, *maptb*, *cd83*, *hmgn2*, and *cd74b* (**Figure 7D**; **Supplementary Table 8**).

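Moran's I, which is higher where neighbouring nuclei carry similar levels, was computed per fish on a graph of 20 neighbours built without the gene's own random set. It was 0.560 ± 0.0905 for the tau gene maptb, 0.383 ± 0.0557 for the invariant chain gene cd74b and 0.356 ± 0.121 for ighm (SD, n = 3 fish). The activation marker gene cd83 had 0.330 ± 0.041 and the chemokine gene LOC108268454 0.270 ± 0.015. The chromatin gene hmgn2 had 0.162 ± 0.0631, which became 0.336 without an upper limit on detected features. With 50 neighbours LOC108268454 had 0.244. Neighbours alike in a gene need not lie along a path, and pseudotime was not analysed here. The paper concludes from pseudotime that the cells ran from Population 1 to Population 2.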

**Figure 7:**
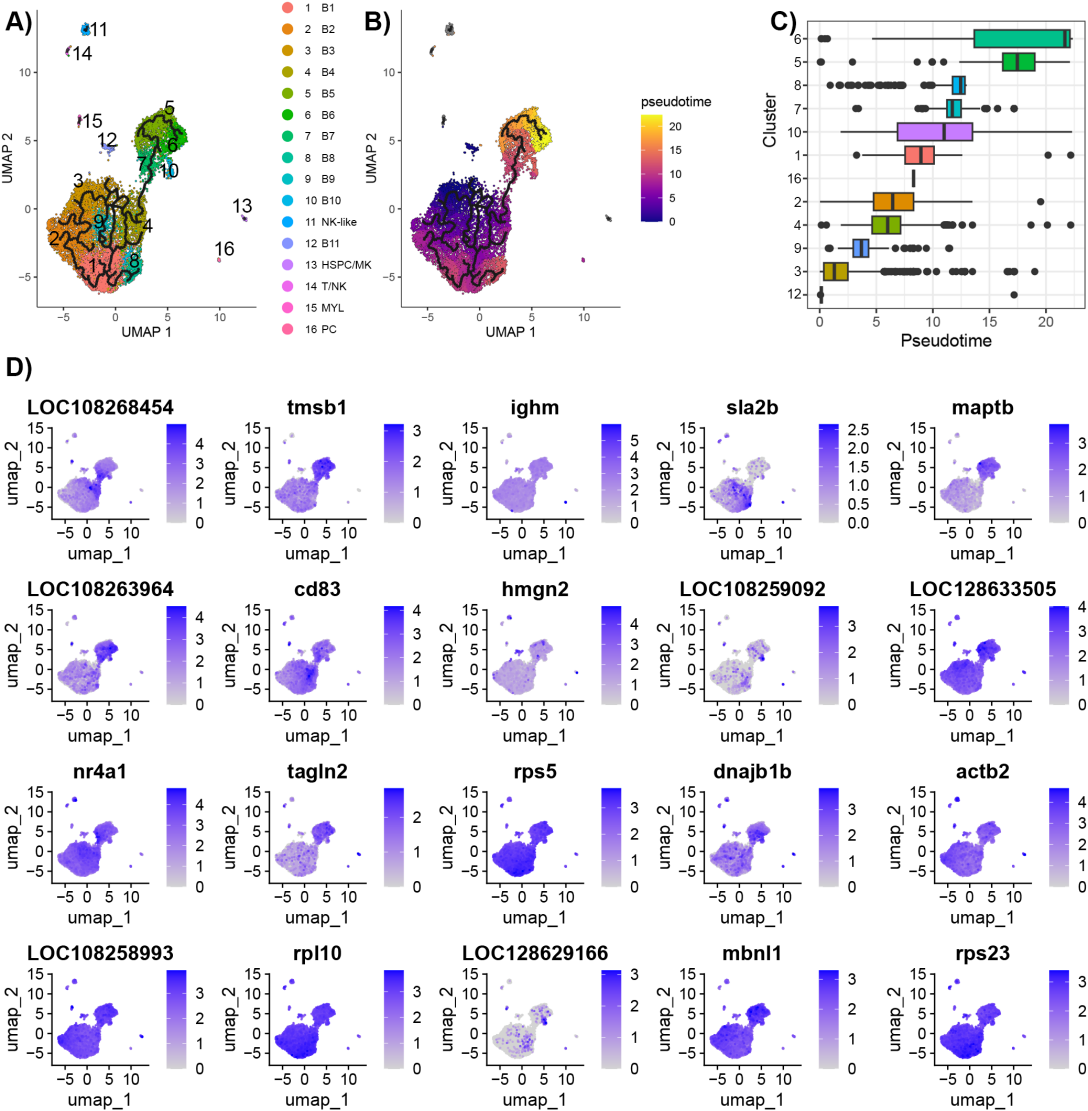
Trajectory analysis of B cells predicted using Monocle 3. **(A)** Branching between clusters visualized on the UMAP generated in Seurat. B cells were in the same partition, and other cell types (NK-like, HSC/MK, T/NK, and MYL) each had separate partitions. **(B)** Pseudotime ranking of individual cells. Nodes in B3 were selected as the root as this cluster had the highest expression of *ebf1b*, a marker of immature B cells. The ranking agrees with the expression of B cell development markers. Pseudotime was only calculated for B cells. **(C)** Box plots of pseudotime for each cluster. **(D)** Feature plot of genes found to significantly change expression as a function of pseudotime using Moran’s test.

To explore further the trajectory of the B cells, the analysis with Monocle 3 was repeated on the subset of B cells and plasma cells (**Figure 3**; **Supplementary Figure 7**; **Supplementary Table 9**). The branch in cluster M1 with the greatest expression of *ikzf1* and *ebf1b* was chosen as the root. The analysis demonstrated branching points within M1, and a branching point that connects the three populations. In addition, the pseudotime analysis suggests that there are end points in all three clusters.

The analysis conducted using scVelo on all cells (**Figure 2A**) showed that the cell velocity flowed from the Population 1 clusters, beginning from B1, towards the mature clusters and end point in B5 (**Supplementary Figure 8A**). The pseudotime was consistent with the velocity map, showing that B1 had the smallest pseudotime and B5 had the greatest pseudotime. Consistent with the Monocle 3 analysis, there was no significant connection between the B cells and the plasma cells. The scVelo dynamical model is programmed to handle datasets with populations with diverse cell types (76).

### 3.7 Antibody r9E1 selects other cell types in the spleen

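The B cell receptor gene cd79a stood at 109 ± 16.4 CPM in B cells, 5.11 ± 5.92 CPM in NK-like cells, 4.69 ± 4.10 CPM in T/NK cells, no UMI in HSPC/MK cells and 5.37 ± 9.31 CPM in MYL cells (SD, n = 3 fish). The heavy chain gene ighd was lower in T/NK cells than in all other cells, by a log2 fold change of -4.41 ± 0.48 (edgeR adjusted p = 3.7e-05, lower in 3 of 3 fish). Among B cell receptor genes, 2 were higher, 7 lower and 14 not called of 23 tested in NK-like cells. In T/NK cells 2 were higher, 14 lower and 8 not called of 24 tested, in HSPC/MK cells 1 was higher, 16 lower and 6 not called of 23 tested, and in MYL cells 0 were higher, 11 lower and 11 not called of 22 tested. In the same order, adjusted over the list alone, 2 and 7, 2 and 15, 1 and 17 and 0 and 15 were higher and lower. All 3 light chain genes tested were lower in each of the 4 classes, with the same counts adjusted over the list alone. The call ended for LOC108261469 in NK-like cells with scaled deviations (-2.90) or log-normalized counts (-2.40) and without fish 2 in T/NK (-5.34) and MYL cells (-4.89), and for LOC108260251 in NK-like cells without fish 3 (-3.13). Of 8 antigen presentation genes of MHC class II tested, 7 were lower in NK-like, 7 in T/NK and 8 in HSPC/MK cells, and 1 was higher in MYL cells, again with the same counts adjusted over the list alone.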

Cells in clusters labeled NK-like, HSPC/MK, T/NK, and MYL do not express B cell markers (**Figures 2B–D**; **Supplementary Table 5**). Therefore, the antibody, mA r9E1, used for sorting cells selected for some additional cell types. These cells may have been picked up by the secreted IgM bound to a surface receptor, such as a membrane Fcµ receptor (FcmR) or polymeric immunoglobulin receptor (pIgR). A gene encoding membrane FcmR has not yet identified in channel catfish; however, a soluble form has been characterized (77).

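The Fc receptor gamma chain gene fcer1gl (chromosome 20 from 19268500 to 19275923) stood at 537 ± 133 CPM in NK-like cells and 5.07 ± 2.00 CPM in all other cells (SD, n = 3 fish). fcer1gl was higher in NK-like cells, by a log2 fold change of 6.09 ± 0.40 (edgeR adjusted p = 1.3e-06, higher in 3 of 3 fish). Its mean level was 432 ± 414 CPM in MYL cells and 31.0 ± 30.4 CPM in T/NK cells.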

The NK-like cells significantly expressed *fcer1gl*, therefore, this population is predicted to be natural killer-like cells (78). Furthermore, the cluster highly expressed genes typical of natural killer cells such as NK-lysin type 1 (*LOC100304648*), killer cell lectin-like receptor subfamily E member 1 (*LOC108266645*), perforin 1 (*LOC108280700*), filamin A, alpha (*flna*), and FYN binding protein b (*fybb*) (79–82). 

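The perforin gene LOC108280700, whose product opens pores in target cells, stood at 2262 ± 286 CPM in NK-like cells and 4.82 ± 5.14 CPM in all other cells (SD, n = 3 fish). All 5 genes were higher in NK-like cells in 3 of 3 fish: LOC108280700 (8.21 ± 0.70, edgeR adjusted p = 8.3e-06), LOC100304648 (8.01 ± 0.64, adjusted p = 7.8e-06), LOC108266645 (7.34 ± 0.58, adjusted p = 7.4e-06), flna (4.22 ± 0.26, adjusted p = 8.7e-07) and fybb (5.54 ± 0.33, adjusted p = 1.1e-06). Among natural killer and cytotoxic genes, 10 were higher, 0 lower and 2 not called of 12 tested, and adjusted over the list alone, 10 were higher and 0 lower. They included the regulator gene eomesa, at 7.65 ± 0.44 (edgeR adjusted p = 8.4e-07, higher in 3 of 3 fish). This list holds markers of the class such as fcer1gl, so its count is not independent evidence. Among T cell genes, 2 were higher, 0 lower and 5 not called of 7 tested, with the same counts adjusted over the list alone. The paper proposes from fcer1gl that the cells were natural killer-like.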

ORA pathway analysis identified 20 enriched KEGG pathways (**Supplementary Table 6**) and 23 GO pathways (**Supplementary Table 7**) for the NK-like cluster. The top five KEGG pathways were the regulation of actin cytoskeleton, intestinal immune network for IgA production, MAPK signaling pathway, ribosome, and phagosome (**Figure 6A**). The top five GO pathways were actin binding, GTPase regulator activity, nucleoside-triphosphatase regulator activity, enzyme activator activity, and structural constituent of ribosome (**Figure 6B**).

The HSPC/MK cluster was initially classified as potentially HSPC due to the expression of meis homeobox 1 (*meis1b*), MPL proto-oncogene, thrombopoietin receptor (*mpl*), GATA binding protein 1 (*gata1b*), integrin, alpha 2b (*itga2b*), and pleckstrin (*plek*). In addition, other markers for various HSPC populations were expressed (**Figure 8**), including *cd45ra* (*ptprc*), *cd49f* (*itga6b*), and a low expression of *cd34* and *cd71* (*tfr1b*) (83, 84). 

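The thrombopoietin receptor gene mpl (chromosome 11 from 20994800 to 21006146) stood at 1975 ± 427 CPM in HSPC/MK cells and 0.284 ± 0.491 CPM in all other cells (SD, n = 3 fish). It and 4 further genes were higher in 3 of 3 fish: meis1b (10.18 ± 0.40, edgeR adjusted p = 4.0e-12), mpl (11.68 ± 0.75, adjusted p = 8.7e-10), gata1b (3.36 ± 0.42, adjusted p = 4.4e-06), itga2b (10.68 ± 0.60, adjusted p = 1.3e-10) and plek (3.80 ± 0.34, adjusted p = 5.0e-08). Among blood stem and progenitor genes, 5 were higher, 0 lower and 3 not called of 8 tested, and adjusted over the list alone, 6 were higher and 1 lower. The called ones were the regulator genes meis1b, lmo2, gfi1b and gata2a and the surface marker gene cd34. HSPC/MK cells held a median of 877 ± 115 UMIs, and ribosomal protein genes took 7.80 ± 0.327% of them.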

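The leukocyte phosphatase gene ptprc stood at 240.3 ± 86.0 CPM in HSPC/MK cells and 830.5 ± 99.0 CPM in all other cells (SD, n = 3 fish) and was lower, by a log2 fold change of -2.31 ± 0.38 (edgeR adjusted p = 1.2e-04, lower in 3 of 3 fish). The integrin gene itga6b was higher, by 10.04 ± 0.59 (edgeR adjusted p = 1.1e-10, higher in 3 of 3 fish), and cd34 by 10.53 ± 0.70 (edgeR adjusted p = 6.3e-10, higher in 3 of 3 fish). Levels of cd34 were 121 ± 36.9 CPM in HSPC/MK cells and 0.0421 ± 0.0729 CPM in all other cells. The transferrin receptor gene tfr1b was not called, at -1.84 ± 1.02 (edgeR adjusted p = 0.24, lower in 3 of 3 fish).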

The DE genes for this cluster are expressed by HSPC and (MK). Highly expressed genes include *mpl*, glycoprotein Ib platelet subunit beta (*gp1bb*), thrombospondin 1b (*thbs1b*), apelin (*apln*), *itga2b*, platelet glycoprotein Ib alpha chain (*LOC108275690*), myosin, light chain 9b, regulatory (*myl9b*), coagulation factor II (thrombin) receptor (*f2r*), and endoglin (*eng*) (85–93). 

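The platelet receptor gene gp1bb (chromosome 5 from 17610545 to 17613997) stood at 2681 ± 522 CPM in HSPC/MK cells and 0.477 ± 0.46 CPM in all other cells (SD, n = 3 fish). All 7 further genes were higher in HSPC/MK cells in 3 of 3 fish: gp1bb (11.50 ± 0.63, edgeR adjusted p = 3.6e-11), thbs1b (10.96 ± 0.83, adjusted p = 4.1e-09), apln (11.25 ± 0.60, adjusted p = 2.7e-11), LOC108275690 (10.93 ± 0.46, adjusted p = 4.5e-12), myl9b (10.95 ± 0.44, adjusted p = 4.0e-12), f2r (9.32 ± 0.46, adjusted p = 2.5e-11) and eng (8.62 ± 0.49, adjusted p = 7.4e-11). Among thrombocyte genes, 12 were higher, 1 lower and 0 not called of 13 tested, with the same counts adjusted over the list alone. The lower one was rasgrp2. Markers by which the class was named, such as plek, are in this list, so its count is not independent evidence. Among endothelial genes 3 were higher, 0 lower and 1 not called of 4 tested, also with the same counts adjusted over the list alone. The paper reasons from both sets of markers that the identity of the cells stays unclear between stem and progenitor cells and megakaryocytes.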

Markers of MK biased HSPC include *itga2b*, *gata1*, GATA binding protein 2 (*gata2b*), von Willebrand factor (*vwf*), KIT proto-oncogene, receptor tyrosine kinase (*kita/kitb*), growth factor independent 1B transcription repressor (*gfi1b*), and fli-1 proto-oncogene, ETS transcription factor (*fli1*) (94). Only *itga2b*, *gata1b*, and *fli1* were detected (**Figure 8**). 

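The ETS factor gene fli1 stood at 1449 ± 299 CPM in HSPC/MK cells and 0.834 ± 0.176 CPM in all other cells (SD, n = 3 fish) and was higher by a log2 fold change of 9.82 ± 0.43 (edgeR adjusted p = 6.8e-12, higher in 3 of 3 fish).
The regulator gene gfi1b was also higher, by 9.99 ± 0.69 (edgeR adjusted p = 2.3e-09, higher in 3 of 3 fish).
For gata2a the value was 2.26 ± 0.52 (edgeR adjusted p = 3.4e-03, higher in 3 of 3 fish).
Among erythroid genes, 3 were higher, 0 lower and 4 not called of 7 tested, and adjusted over the list alone, 4 were higher and 0 lower.
The higher ones were the erythropoietin receptor gene epor, hemgn and gata1b. The call ended for gata2a without fish 3 (1.44) or under 2 other settings (1.03 to 1.46).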

Combining the maker expression and DE genes analysis, the identity of these cells remains unclear and could either represent HSPC or MK cells. ORA pathway analysis identified seven enriched KEGG pathways (**Supplementary Table 6**) and eight GO pathways (**Supplementary Table 7**) for the HSPC/MK cluster. The top five KEGG pathways were ribosome, regulation of actin cytoskeleton, focal adhesion, cytoskeleton in muscle cells, and adherens junction (**Figure 6A**). The top five GO pathways were structural constituent of ribosome, actin binding, rRNA binding, integrin binding, and 3’,5’-cyclic-AMP phosphodiesterase activity (**Figure 6B**).

**Figure 8:**
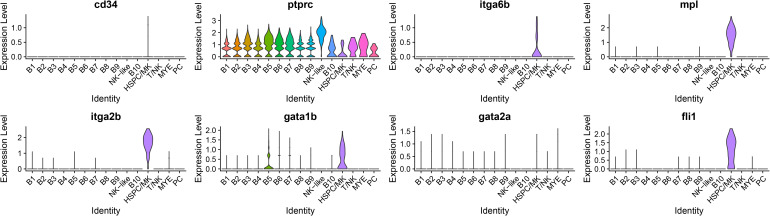
Violin plots of genes that are expressed by populations of HSPC. The cluster of HSPC/MK expressed genes corresponding to both hematopoietic stem and progenitor cells (HSPC) and megakaryocytes (MK). In an attempt to classify the cells, HSPC marker expression, including *cd34*, *ptprc* (cd45ra), and *itga6b* (cd49f), was assessed. Further, markers for MK biased HSPC were assessed and three genes, *itga2b*, *gata1b*, and *fli1*, were expressed by the cluster. *Mpl* encodes a receptor that regulates megakaryocytopoiesis from HSPCs.

The cells in the T/NK have gene expression consistent with T cells. 

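The interferon gene ifng1 (chromosome 19 from 17352865 to 17354836) stood at 404 ± 167 CPM in T/NK cells and 0.756 ± 0.467 CPM in all other cells (SD, n = 3 fish). The kinase gene lck, the regulator gene runx3 and ifng1 were higher in T/NK cells in 3 of 3 fish: lck (7.33 ± 0.83, edgeR adjusted p = 5.4e-05), runx3 (2.67 ± 0.31, adjusted p = 6.5e-05) and ifng1 (8.74 ± 0.52, adjusted p = 1.8e-07). Among natural killer and cytotoxic genes, 9 were higher, 0 lower and 5 not called of 14 tested, and adjusted over the list alone, 10 were higher and 0 lower.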

The cells express T/NK cell markers LCK proto-oncogene, Src family tyrosine kinase (*lck*), RUNX family transcription factor 3 (*runx3*), and interferon gamma 1 (*ifng1*). Two components of the T cell receptor complex, T-cell surface glycoprotein CD3 delta chain (*LOC108278320*) and T-cell surface glycoprotein CD3 epsilon chain (*LOC108278371*), also have significantly greater expression. 

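The CD3 delta gene LOC108278320 stood at 435 ± 110.4 CPM in T/NK cells and 0.921 ± 0.446 CPM in all other cells (SD, n = 3 fish). LOC108278320 was higher by a log2 fold change of 8.46 ± 0.42 (edgeR adjusted p = 5.6e-08, higher in 3 of 3 fish), and the CD3 epsilon gene LOC108278371 by 7.47 ± 0.49 (edgeR adjusted p = 5.1e-07, higher in 3 of 3 fish). Among T cell genes, 7 were higher, 0 lower and 1 not called of 8 tested, with the same counts adjusted over the list alone. They included the regulator gene bcl11ba, at 8.85 ± 0.47 (edgeR adjusted p = 9.1e-08, higher in 3 of 3 fish). Class markers such as cd247l are in the list, so this count is not independent evidence. The paper proposes T cells or natural killer cells for this class.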

A cd3ζ-like gene (*cd247l*) is also highly expressed. Cd3ζ is primarily expressed by NK cells and T cells (95). Therefore, the *cd247l* gene may function as a component of the TCR complex, or alternatively, according to the Uniprot database, it may encode an Fc-gamma receptor (24). 

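The granzyme gene gzmk, which encodes a protease of cytotoxic granules, had a UMI in 39.1% of 92 T/NK cells (95% interval 29.1 to 49.9% over pooled nuclei, without the spread between fish, median 3692 UMIs per cell). These formed 2 clusters, and gzmk had no UMI in the smaller (28 nuclei), at least 31.9-fold below its level in the larger (64 nuclei, edgeR adjusted p = 4.2e-04), in a comparison chosen after the clusters were seen. No UMI was seen in 278 NK-like cells (median 1461 UMIs), which allows a share of up to 1.08% with a UMI at that depth and sets no limit on cells expressing the gene. In T/NK cells it was higher than in all other cells, by a log2 fold change of 8.33 ± 0.71 (edgeR adjusted p = 4.7e-06, higher in 3 of 3 fish). Among cycling B cells, 21 of 173 held a gzmk UMI, all of them in fish 1.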

Approximately 50% of these cells significantly express granzyme K (*gzmk*), which suggests that these are effector T cells (96). ORA pathway analysis identified three enriched KEGG (**Supplementary Table 6**) and five enriched GO pathways (**Supplementary Table 7**) for T/NK. The KEGG pathways were intestinal immune network for IgA production, MAPK signaling pathway, and herpes simplex virus 1 infection (**Figure 6A**). The GO pathways were non-membrane spanning protein tyrosine kinase activity, protein tyrosine/threonine phosphatase activity, actin monomer binding, actin binding, and cytokine binding (**Figure 6B**).

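The granulocyte receptor gene csf3r (chromosome 1 from 21290159 to 21309994) stood at 149.7 ± 85.0 CPM in MYL cells and 0.35 ± 0.162 CPM in all other cells (SD, n = 3 fish). csf3r was higher in MYL cells, by a log2 fold change of 7.65 ± 0.60 (edgeR adjusted p = 9.3e-06, higher in 3 of 3 fish), and the granulin gene grna by 1.71 ± 0.41 (edgeR adjusted p = 0.017, higher in 3 of 3 fish). The macrophage gene mpeg1.1 reached 179 ± 169.6 CPM in MYL cells and 0.564 ± 0.474 CPM in B cells, and its counts were too low to be tested. Among macrophage and dendritic genes, 8 were higher, 0 lower and 2 not called of 10 tested, with the same counts adjusted over the list alone. Among neutrophil genes, 5 were higher, 0 lower and 1 not called of 6 tested, and adjusted over the list alone, 6 were higher and 0 lower. Calls were lost for grna without fish 2 (1.72) or 3 (1.19) or with the replicate block (1.49).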

MYL cells expressed myeloid lineage genes, macrophage expressed 1, tandem duplicate 1 (*mpeg1.1*), granulin a (*grna*), and colony stimulating factor 3 receptor (*csf3r*). Significantly expressed genes had functions in myeloid-derived cells and epithelial cells, therefore, this cluster is likely a mixture of cell types. 

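The iron exporter gene slc40a1 stood at 2384 ± 2309 CPM in MYL cells and 9.11 ± 2.19 CPM in all other cells (SD, n = 3 fish). It and 4 further genes were higher in MYL cells in 3 of 3 fish: slc40a1 (6.89 ± 0.66, edgeR adjusted p = 2.1e-05), klf6a (3.03 ± 0.37, adjusted p = 2.4e-04), srgn (2.80 ± 0.53, adjusted p = 5.3e-03), cebpb (2.41 ± 0.57, adjusted p = 0.019) and SBNO2 (1.41 ± 0.31, adjusted p = 0.014). The AP-1 gene junbb and the apoptosis gene bmf2 were not called, at 1.56 ± 0.53 (edgeR adjusted p = 0.078, higher in 3 of 3 fish) and 1.09 ± 0.33 (edgeR adjusted p = 0.055, higher in 3 of 3 fish). An unnamed cluster of 26 nuclei that scored highest for MYL cells was among the other cells. Counted with MYL cells, a test chosen after seeing the data, it brought junbb to a call at 2.14. Below the thresholds fell srgn without fish 2 (2.77), cebpb without fish 3 (2.58) and SBNO2 without fish 2 (1.38) or 3 (1.26).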

Genes with myeloid functions included solute carrier family 40 member 1 (*slc40a1*; also known as *FPN1*), Kruppel-like factor 6a (*klf6a*), serglycin (*srgn*), CCAAT enhancer binding protein beta (*cebpb*), JunB proto-oncogene, AP-1 transcription factor subunit b (*junbb*), protein strawberry notch homolog 2 (*si:ch73-63e15.2*: also known as *SBNO2*), and BCL2 modifying factor 2 (*bmf2*) (36, 97–100). Genes with functions in epithelial cells were keratin pairs, keratin 8 (*krt8*) and keratin 18b (*krt18b*), and ictacalcin-like gene (*LOC108265566*). These keratins are typically expressed by simple epithelial cells (101). 

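The keratin gene krt18b stood at 1685 ± 1183 CPM in MYL cells and 21.7 ± 9.61 CPM in all other cells (SD, n = 3 fish). krt18b was higher by a log2 fold change of 5.66 ± 0.78 (edgeR adjusted p = 3.8e-04, higher in 3 of 3 fish), krt8 by 5.10 ± 0.43 (edgeR adjusted p = 1.8e-05, higher in 3 of 3 fish) and LOC108265566 by 3.29 ± 0.62 (edgeR adjusted p = 4.8e-03, higher in 3 of 3 fish). Among epithelial genes, 4 were higher, 0 lower and 0 not called of 4 tested, with the same counts adjusted over the list alone. The list holds the keratins and LOC108265566 that the paper reported on these fish, so the count is not independent evidence. Whether keratin and macrophage transcripts shared nuclei was not tested.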

Ictacalcin, first identified in channel catfish, is part of the S100 gene family and is a calcium-binding protein (102). ORA pathway analysis identified two enriched KEGG (**Supplementary Table 6**) and 10 enriched GO pathways for the cluster MYL (**Supplementary Table 7**). The KEGG pathways were ribosome and salmonella infection (**Figure 6A**). The top five GO pathways were structural constituent of ribosome, rRNA binding, actin filament binding, ubiquitin protein ligase binding, and K63-linked polyubiquitin modification-dependent protein binding (**Figure 6B**).

### 3.8 IgM receptor candidate genes

We attempted to identify cell surface receptors that may bind IgM and allow the selection of the cells in clusters NK-like, HSPC/MK, T/NK, and MYL. In mammals, three genes from the polymeric immunoglobulin receptor (PIGR) gene family can bind IgM: Fc µ receptor (*FCMR*), Fc α and µ receptor (*FCAMR*), and polymeric immunoglobulin receptor (*PIGR*) (103).

Candidate genes were selected based on the criteria detailed in section 2.9. 

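No candidate gene was higher in all 4 classes. LOC108257686 was higher in NK-like cells, by a log2 fold change of 3.22 ± 0.56 (edgeR adjusted p = 1.9e-03, higher in 3 of 3 fish), and in MYL cells, by 3.13 ± 0.70 (edgeR adjusted p = 0.012, higher in 2 of 3 fish), and no other candidate was higher in more than 1 class. The call of LOC108257686 ended in NK-like cells without fish 3 (1.86) and in MYL cells without fish 2 (2.76) or 3 (3.04) or with scaled deviations (2.33). An unnamed cluster of 26 nuclei was among the other cells, and in it LOC108257686 was higher by 6.43 ± 0.56 (edgeR adjusted p = 5.2e-05). Counted with MYL cells, a test chosen after seeing the data, it brought the log2 fold change in MYL cells to 5.67. LOC108258778 was lower in all 4, by -3.25 ± 0.58 (edgeR adjusted p = 2.0e-03, lower in 3 of 3 fish) in NK-like cells, and in MYL cells that call ended without fish 2 (-2.24) or 3 (-2.57).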

No candidate genes were expressed across all four clusters and had Ig binding domains and transmembrane domains. Therefore, more than one receptor is likely contributing to the selection of the non-B cell clusters. After analysis of the protein domains, 22 genes remained with Ig binding regions, a transmembrane domain, and a signal peptide (**Supplementary Table 10**). 

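The paper kept 22 candidate genes for predicted immunoglobulin domains, a transmembrane domain and a signal peptide. For these, 49 pairs of gene and class had enough counts for a test, and 11 were higher and 8 lower against all other cells. In NK-like cells LOC128629151 was higher by a log2 fold change of 9.06 ± 0.76 (edgeR adjusted p = 8.0e-06, higher in 3 of 3 fish). In T/NK cells 5 were higher, led by LOC108267144 at 8.82 ± 0.77 (edgeR adjusted p = 5.6e-06, higher in 3 of 3 fish). In HSPC/MK cells LOC108274833 reached 11.34 ± 0.61 (edgeR adjusted p = 3.2e-11, higher in 3 of 3 fish), and in MYL cells LOC124625990 reached 5.28 ± 0.83 (edgeR adjusted p = 1.0e-03, higher in 3 of 3 fish). Adjusted over the list alone, 2 and 3, 5 and 3, 2 and 3 and 3 and 1 were higher and lower in NK-like, T/NK, HSPC/MK and MYL cells. Binding of IgM was not measured, and the study chose the candidates on these fish, so the counts are not independent evidence.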

The prediction of the protein associations with membranes suggested that proteins were peripheral or had lipid anchors. However, the proteins were predicted to be most likely associated with the endoplasmic reticulum, nucleus, or mitochondria. These genes may contribute to the selection of the additional cell types in our analysis, but experimental validation is required.

## 4 Discussion

To investigate the underlying biology of splenic B cells, we produced an *I. punctatus* IgM^+^ spleen single-nuclei atlas. This is in addition to the single-nuclei atlas of three whole spleen samples extracted from adult channel catfish (19). Here, spleen samples from the same catfish were sorted for IgM^+^ cells and sequenced to a greater depth. By sorting the cells, a higher number of B cells were sequenced and analyzed. This study analyzed 10,308 B cell transcriptomes sequenced to an average depth of 42,189 reads per cell. The B cells were grouped into 11 clusters and were analyzed for DE genes and enriched GO and KEGG pathways. In comparison, the whole spleen atlas included 2,469 B cells assigned to nine clusters and the whole atlas was sequenced to an average depth of 34,584 (19).

Our analysis identified two major distinct populations of B cells (Populations 1 and 2), cycling B cells and plasma cells (**Figure 2**). Population 1 B cells highly expressed *ccr9a*, *blnk*, *tamalin*, *cxcr4b*, and *pde4ba*. The genes *ccr9a* and *cxcr4b* are chemokine receptors and may have a role in the migration of these cells to or from the spleen. For example, *ccr9* is involved in the migration of immature T cells to the thymus (104). Alternatively, *ccr9* may also induce migration to the gut. *Cxcr4* may induce migration to the central nervous system (29). Some murine B cells undergoing V(D)J arrangements isolated from bone marrow expressed *cxcr4* (105). A sub-cluster analysis of the B cells also showed that *egr1* is highly expressed by this group of B cells (presented as the M1 cluster in **Figure 3B**). Population 2 B cells highly expressed *maptb*, *LOC108263964*, *alox5a*, *tagln2*, and *tmsb1*. *Alox5a* is a regulator of mature naïve B cells maintenance (106). Demonstrated in mice and humans, *tagln2* expression in B cells may increase T cell activation (107). The B cell transgelin-2 accumulates at the junction of B cells and T cells (107). Thymosin proteins are small peptides expressed in all cells and have functions in migration of cells (108). Based on our analyses, we suspect that Population 1 represents transitional B cells and Population 2 represent mature B cells, though further investigation and validation needs to be conducted. Our analysis of B cells is consistent with our whole spleen atlas (19), where we identified two major groups of B cells. Some genes defining the populations were consistent. For example, *cxcr4b* and *ccr9a* are highly expressed in the larger B cell population (Population 1), while *maptb* and *alox5a* are highly expressed in the smaller population (Population 2).

Pathway analysis revealed differentially regulated signaling pathways for B cells such as MAPK and NLR signaling. The MAPK signaling pathway was significantly enriched in B cell clusters; however, DE genes were opposed between the two groups. For example, inhibitors of the MAPK pathway, *dusp2* and *dusp6*, had significantly decreased expression in the mature B cell clusters, while *dusp1* had increased expression. *Maptb*, a gene that is highly expressed by the mature B cells, may be phosphorylated as a result of MAPK signaling. Tau, encoded by *maptb*, does not have a known function in B cells but is expressed by neurons and lung cells and associated with Alzheimer’s disease (109). In the context of Alzheimer’s disease, some studies have found associations between B cells and tau; however, the relationship is yet to be defined (110, 111).

Plasma cells were also identified in the atlas. We demonstrated that these cell highly expressed sIgM and some cells also expressed low levels of mIgM. Therefore, we were able to validate co-expression of mIgM and sIgM at the individual cell level for channel catfish plasma cells in the spleen. In channel catfish, the expression of both IgM forms by IgM^+^ peripheral blood lymphocytes (PBLs) cells have been identified (7). The IgM^+^ PBLs were selected using the same antibody (mAb 9E1) used in the current study, showing that it selects antibody secreting cells (ASCs) (7). Our finding is consistent with teleost (112, 113) and mammalian literature (114) where IgM^+^ ASCs have been observed. Compared to the *I. punctatus* whole spleen data (19), there is a lower percentage of plasma cells detected in the IgM^+^ atlas (32 cells; 0.031%) than the whole spleen (125 cells; 0.5% of B cells). Therefore, the anti-IgM may be selecting a subset of plasma cells (113). The plasma cells highly expressed *selenom*, *pdia4*, *pdia3*, *prdx4*, and *dusp5*, and, similarly, these genes are highly expressed in human plasma cells (36). *Selenom* is an endoplasmic reticulum-resident oxidoreductase that may have functions in Ca^2+^ homeostasis and energy metabolism (115). While *pdia4* and *pdia3* are known to catalyze protein folding and cleavage of thiol-disulfide bonds in the endoplasmic reticulum. Though, one study has found that protein disulfide isomerase (Pdi) in Japanese lancelet (*Branchiostoma japonicum*) acted as an immunocompetent factor against bacterial species, *Escherichia coli* and *Staphylococcus aureus* (116). The authors demonstrated that Pdi had bacterial agglutination properties and was bactericidal towards *S. aureus* (116). In channel catfish, another gene in this family *pdia6* was found to be highly expressed in the head kidney, intestine, liver, and spleen after challenges with *Edwardsiella tarda*, *Streptococcus iniae*, and channel catfish reovirus (117). Therefore, *pdia4* and *pdia3* may have immune functions beyond the endoplasmic reticular roles in plasma cells. *Prdx4* expression is induced in B cell neoplasms and associated with the synthesis and secretion of immunoglobulin light chains (72). *Dusp5* may play a key role in the differentiation of B cells to plasma cells when there is BCR stimulation, and T cells help through IL-2 and IL-5 signaling (73). Sub-cluster analysis of B cells showed that the cycling B cells and plasma cells had similar gene expression profiles. Therefore, the cycling B cells may represent activated B cells undergoing clonal expansion.

Other cell types were also identified in the atlas and assigned to NK-like, HSPC/MK, T/NK, and MYE. Clusters HSPC/MK and MYE are tentatively labeled as the analysis of gene expression patterns was not conclusive. We explored potential reasons for these cells to be selected. First, our data shows that there was low expression of *ighm* in NK-like, HSPC/MK, and MYE. 

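The heavy chain gene ighm stood at 338 ± 224 CPM in NK-like cells, 40.9 ± 39.8 CPM in HSPC/MK cells, 61.1 ± 88.2 CPM in MYL cells and 114 ± 35.0 CPM in T/NK cells, against 2292 ± 245 CPM in B cells (SD, n = 3 fish). At the depth of each class, 17.8% of NK-like cells (median 1474 UMIs), 6.42% of HSPC/MK cells (median 830 UMIs) and 95.1% of B cells (median 2321 UMIs) held an ighm UMI.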

Given these cells are not B cells, it is unlikely that the cells express *ighm* (78) and this may be a technical artifact as abundant transcripts can be incorrectly barcoded to other cells. The cells could have sIgM binding to Ig receptors such as FcµR or PIGR on the cell surface. However, a bona fide membrane-bound Fc µ receptor has not been detected in channel catfish, only a soluble FcµR homolog (118). FcRs can activate and inhibit immune responses in immune cells such as macrophages and lymphocytes (118). PIGR is typically expressed by mucosal epithelial cells, not immune cells, and the lamina propria-facing receptors enable transcytosis of antibodies to the lumen (103). The PIGR genes in teleosts may be more closely related to CD300, another gene within the double-disulfide Immunoglobulin SuperFamily (103). We attempted to identify candidate receptors within our data but were unable to identify genes that were expressed across all four clusters. Therefore, if a receptor is responsible for the selection of these cells, then multiple candidates may be responsible. The selection of NK-like cells and T cells by mAb r9E1 has been reported previously (78, 119). However, HSPC, MK, or myeloid cells have not been reported thus far. B cells may also be sorted using antibodies to the F-type and G-type Ig light chains, as B cells only express one light chain isotype, while other cell types are double positive (78). However, the mAb 9E1 is readily available in our laboratory so studying this antibody is relevant for our research group.

This atlas provides an insight into the gene expression of IgM^+^ immune cells in channel catfish, which is a commercially and evolutionary relevant teleost species. The atlas is publicly available and could be used garner more important information regarding the gene expression of immune cells, such as expression patterns of specific gene families. Our interpretation of data is limited primarily to knowledge derived from mammals, namely humans and mice. While there are many consistencies between teleosts and mammals, the unique features of *I. punctatus* and teleost B cells are yet to be revealed in functional studies. Therefore, our analysis may act as a starting point for functional studies. This atlas will continue to be a valuable resource as our understanding of genes and pathways at the individual cell resolution develop.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, Gene Expression Omnibus (GEO), GSE278995.

## Footnotes

1
https://cole-trapnell-lab.github.io/monocle3/.

# Supplementary material for: Single-nuclei transcriptome analysis of IgM+ cells isolated from channel catfish (Ictalurus punctatus) spleen
**Source:** Front Immunol. 2025 Mar 17;16:1547193. doi: 10.3389/fimmu.2025.1547193
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figures

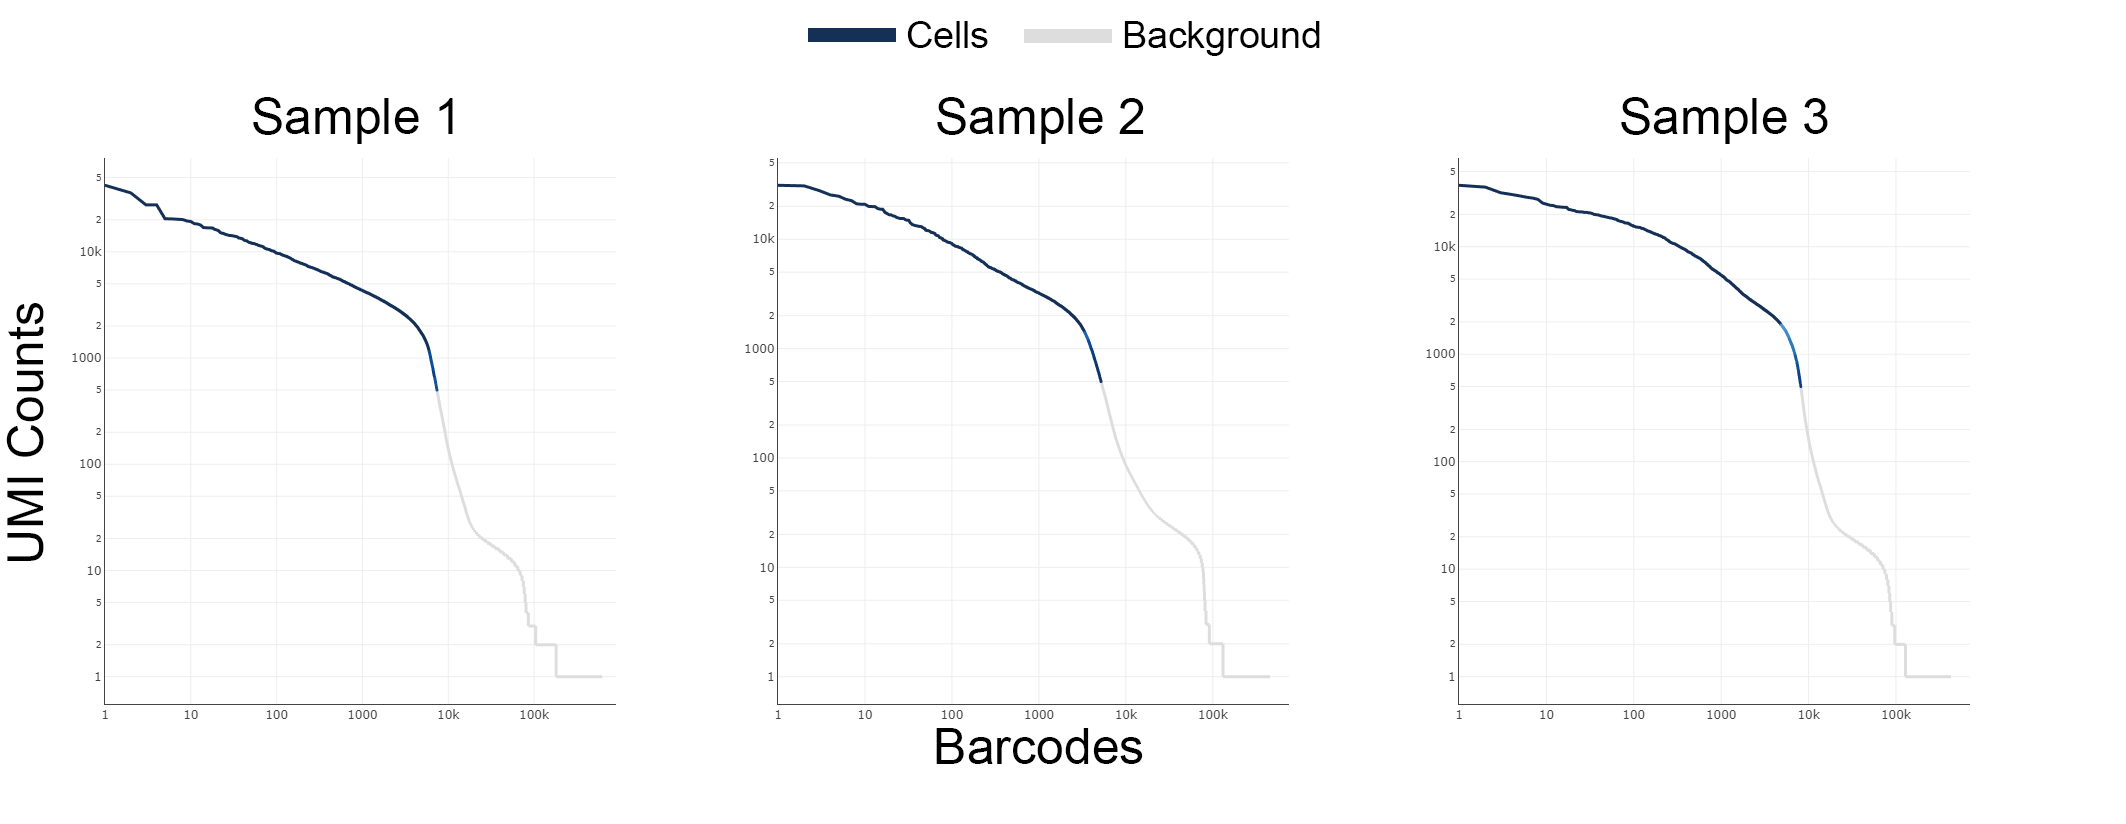
**Supplementary Figure 1: Barcode rank plot for IgM^+^ spleen cells.** The plots indicate that the sample qualities are good as there is decent separation between barcodes with high and low UMI counts, indicated by the steep decline in UMI counts as barcode rank increases.

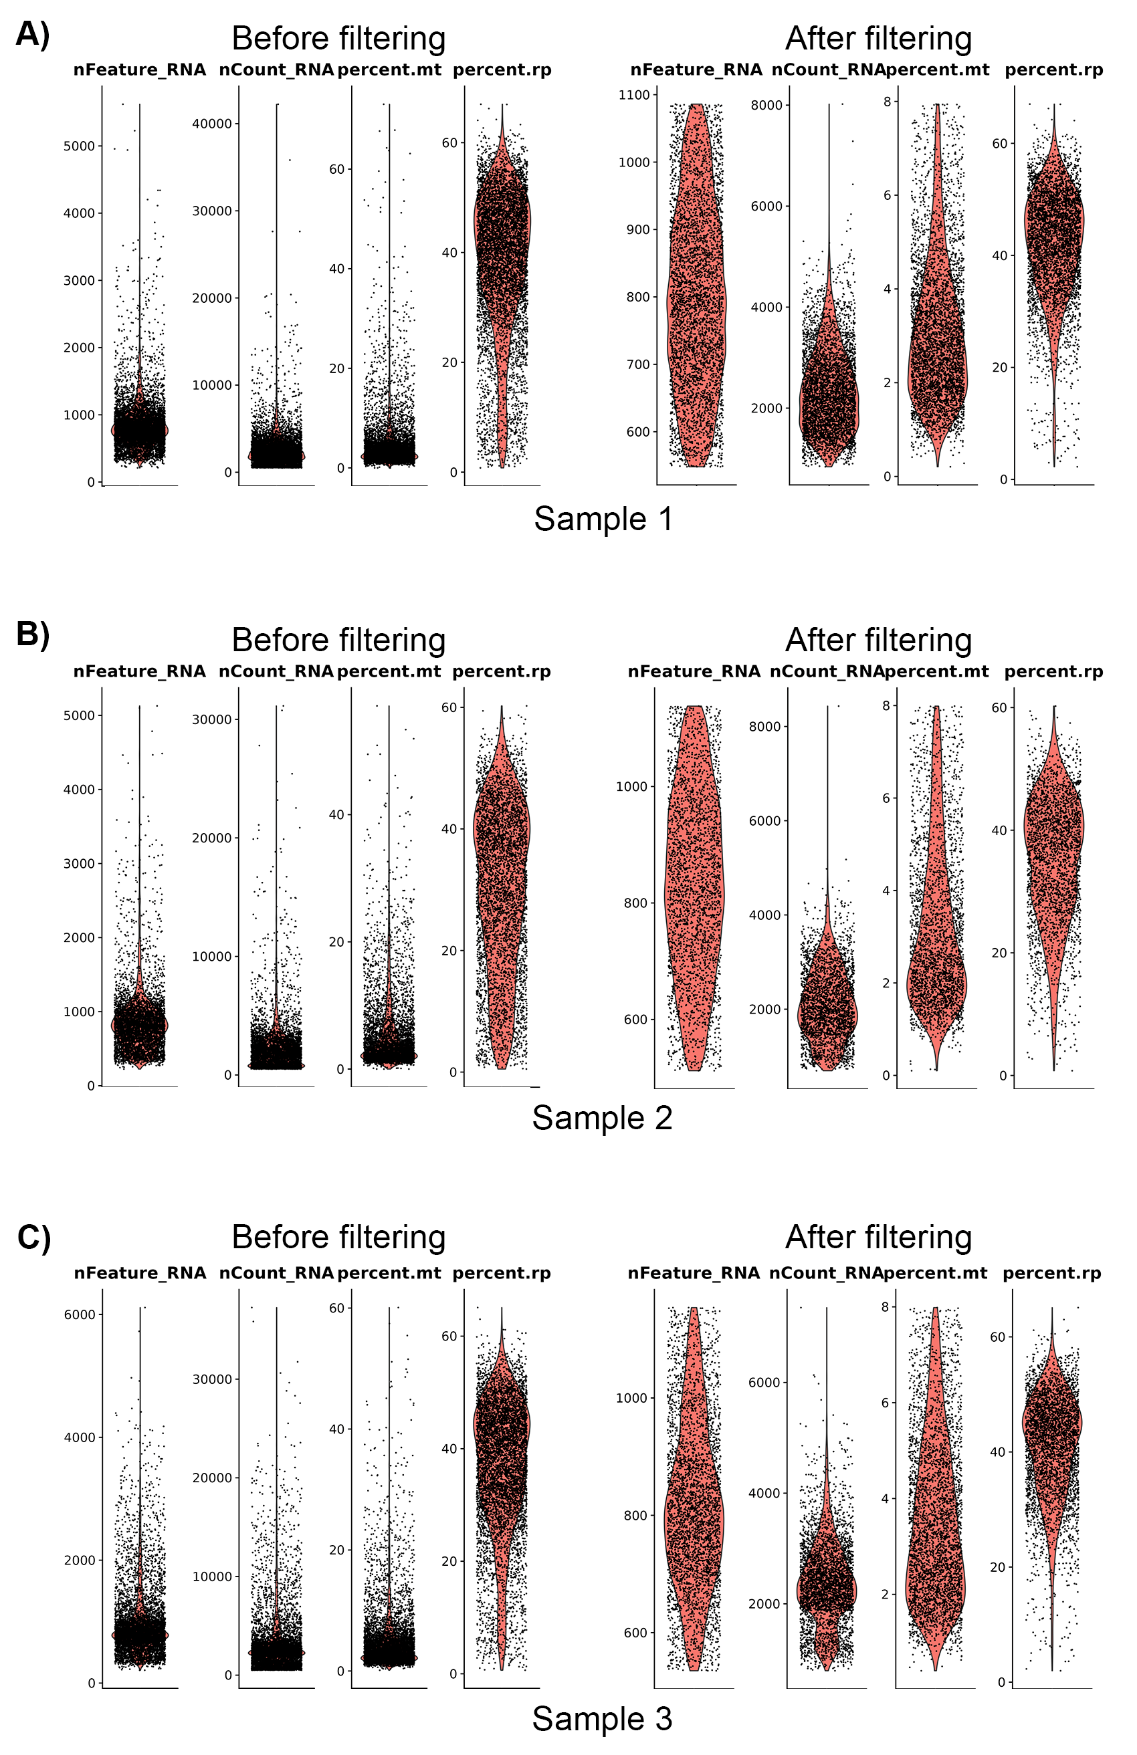

**Supplementary Figure 2:** **Sample parameters (number of features, RNA counts, percent mitochondrial genes, and percent ribosomal proteins) before and after filtering.** A) Sample 1. B) Sample 2. C) Sample 3.

**
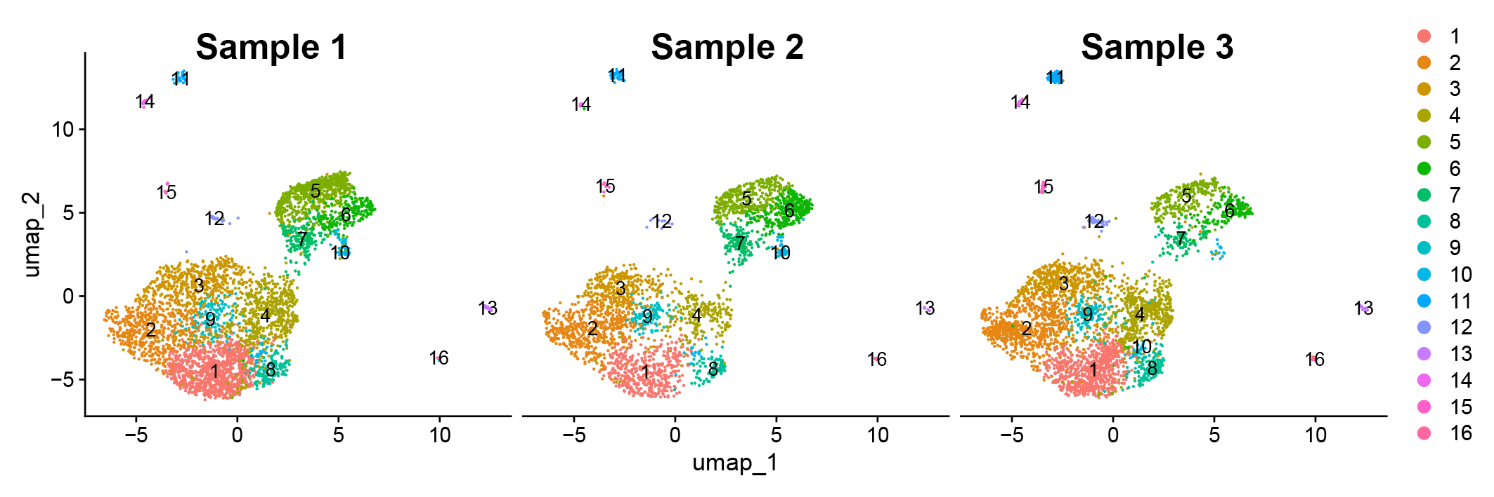
**

**Supplementary Figure 3:** **Sample contribution to the integrated dataset.** All samples contribute cells to each cluster.

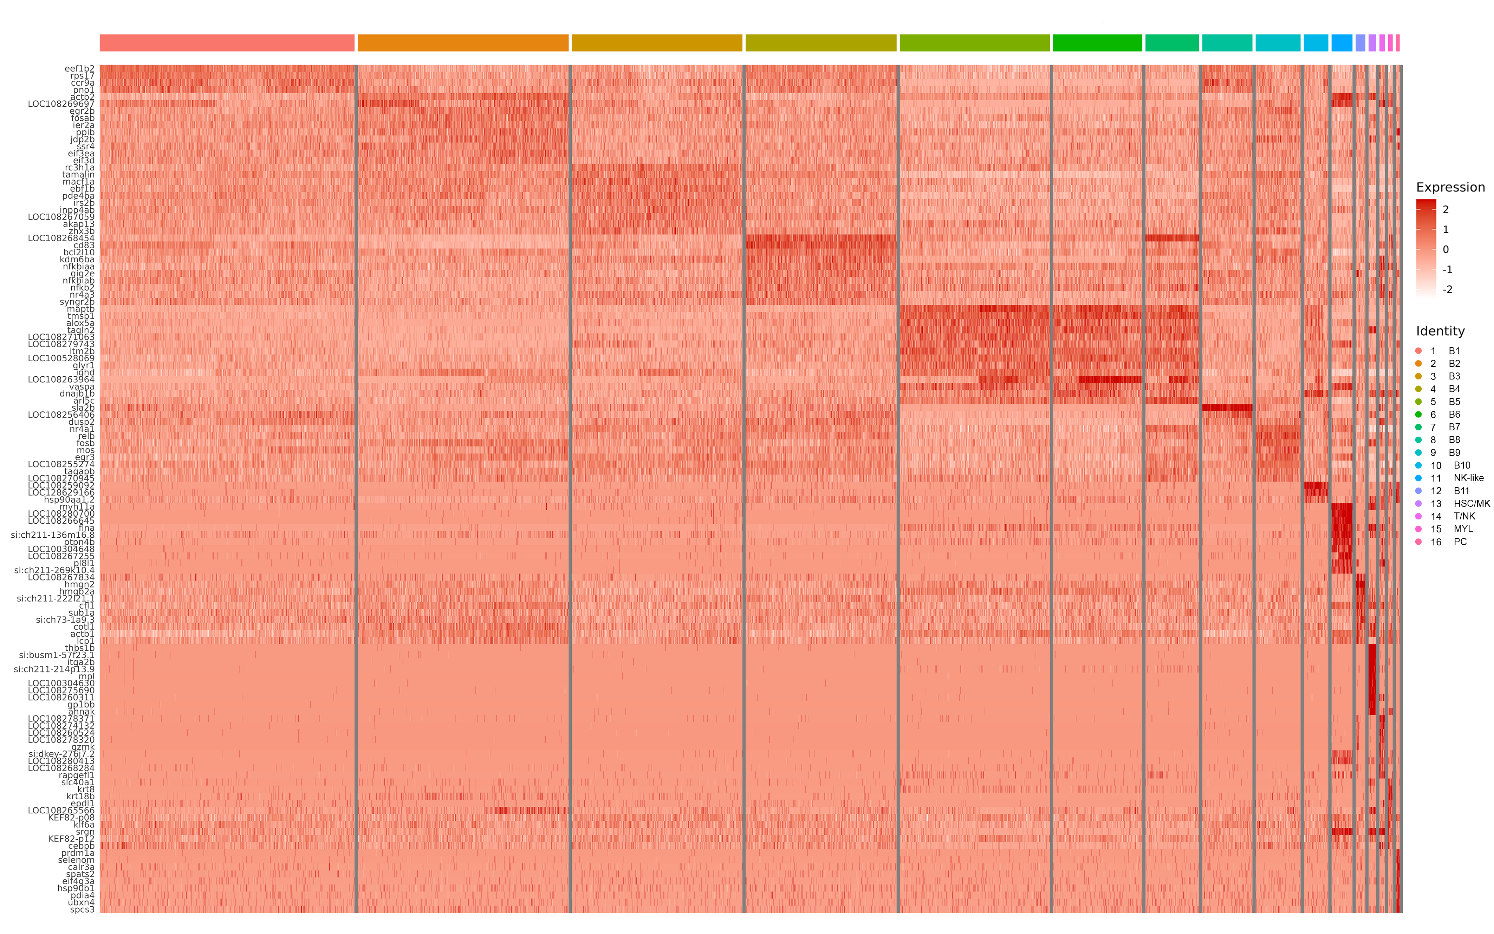

**Supplementary Figure 4.** Heatmap of top significantly upregulated genes between clusters. The heat map shows that there is good separation of genes between most clusters.

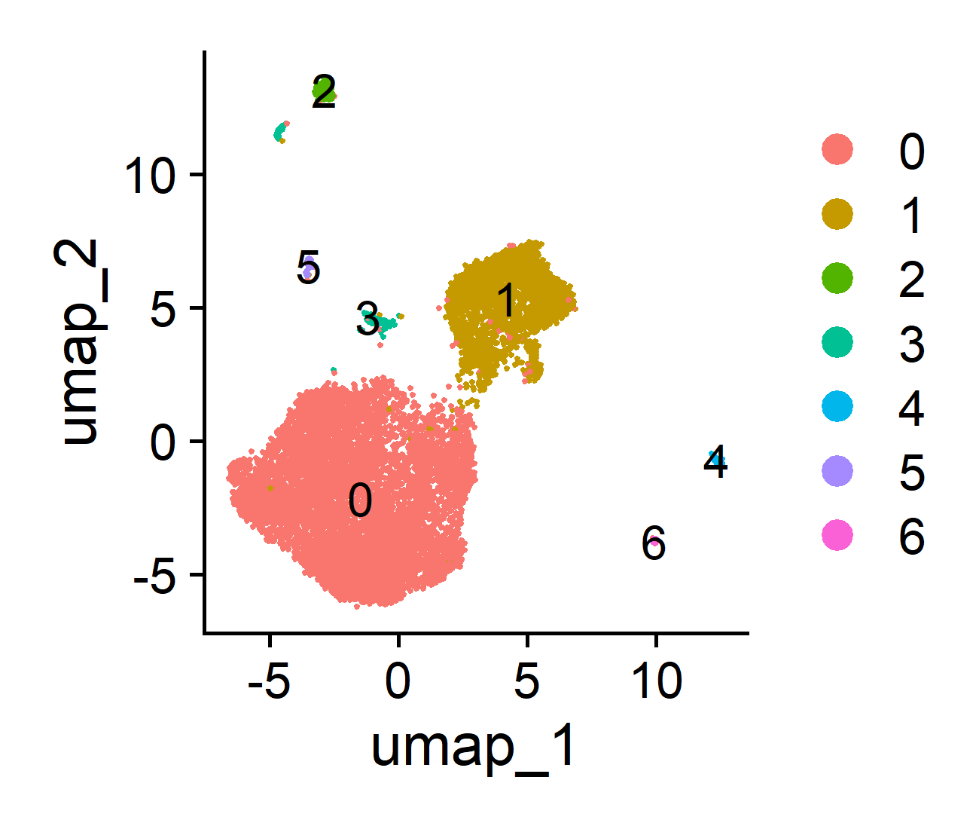

**Supplementary Figure 5:** Cluster analysis of all cells with the resolution set to 0.1. Cluster 0 represents B cells in Population 1while cluster 1 represents B cells in Population 2.

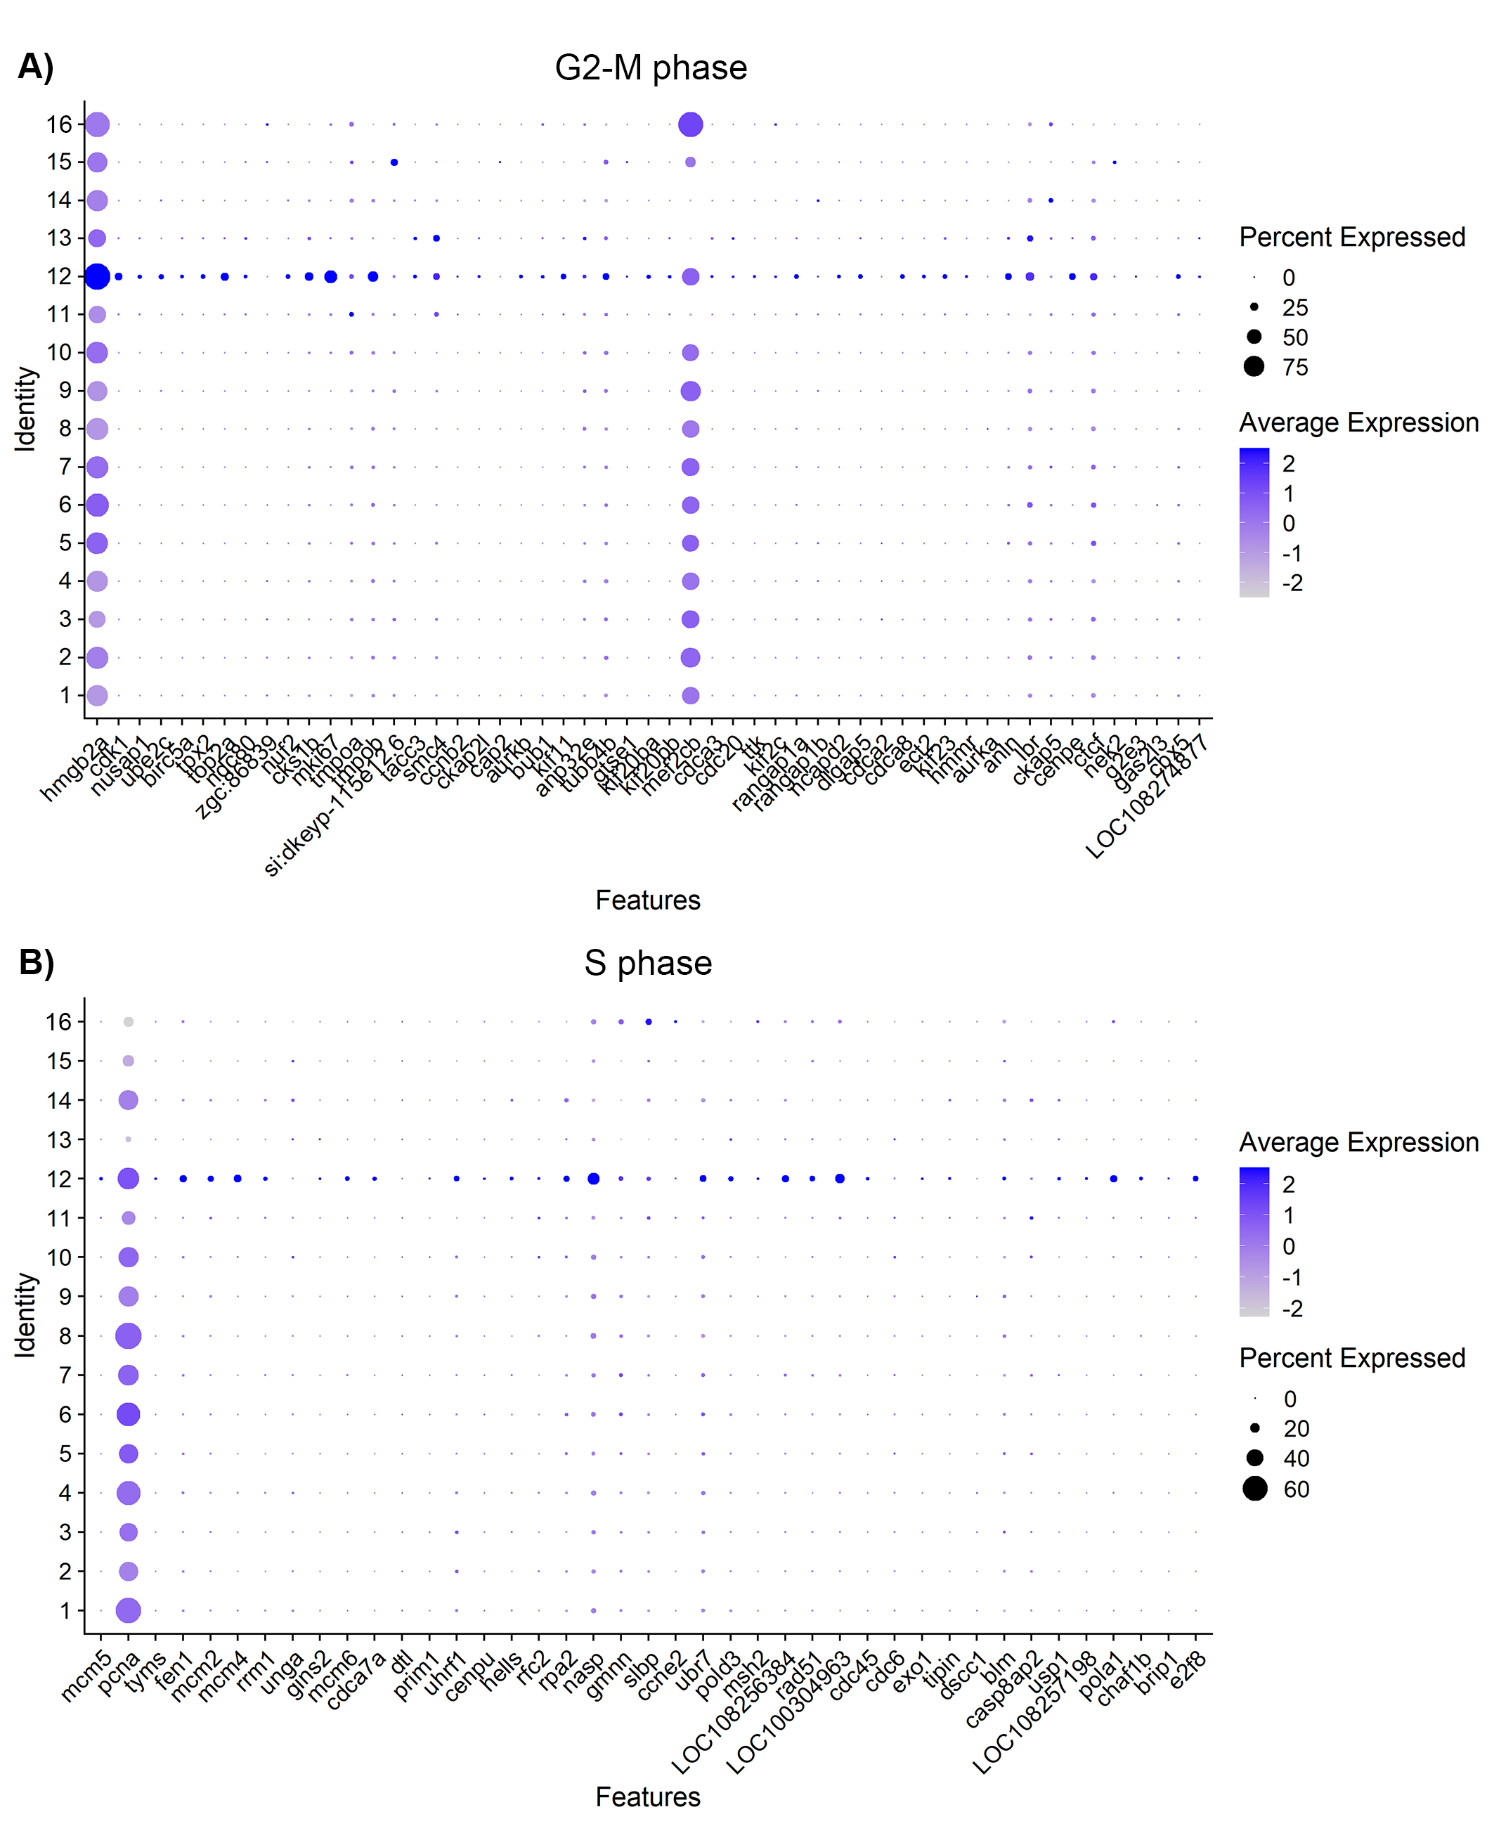

**Supplementary Figure 6: Dot plot displaying expression (z-score) of cell cycle genes across the clusters.** Cluster 11 (B cells) has greater expression of A) G2-M phase genes and B) S phase genes compared to all other clusters, suggesting that this cluster represents cycling B cells.

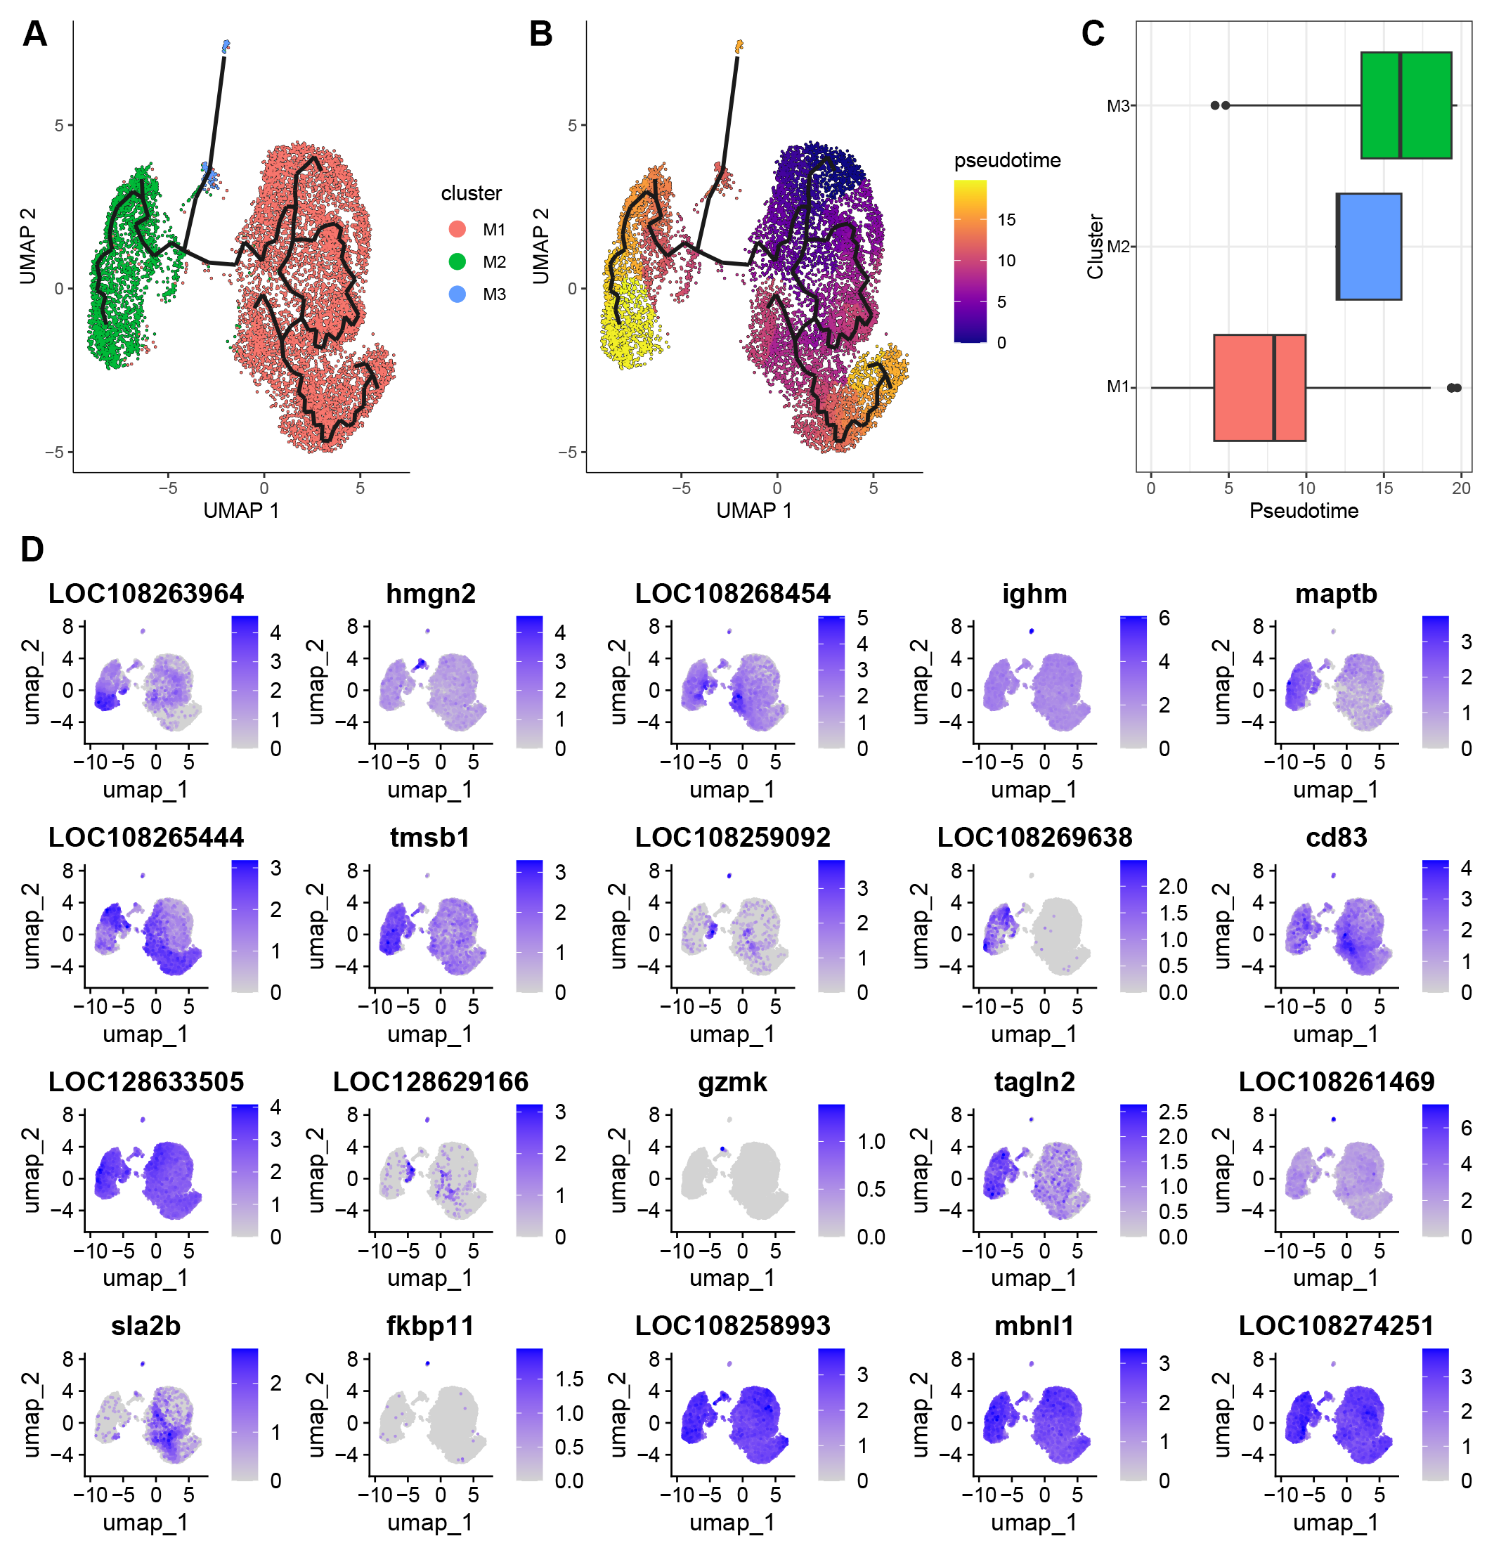

**Supplementary Figure 7: Trajectory analysis of IgM^+^ cells predicted using scVelo (A)** Velocity map displaying the direction of cell velocities. **(B)** Velocity pseudotime ranking of individual cells, where 0 indicates the earliest biological time in the dataset and 1 indicates the latest biological time. **(C)** Percentage of spliced and unspliced transcripts in total (pie chart) and by cluster (bar graph).

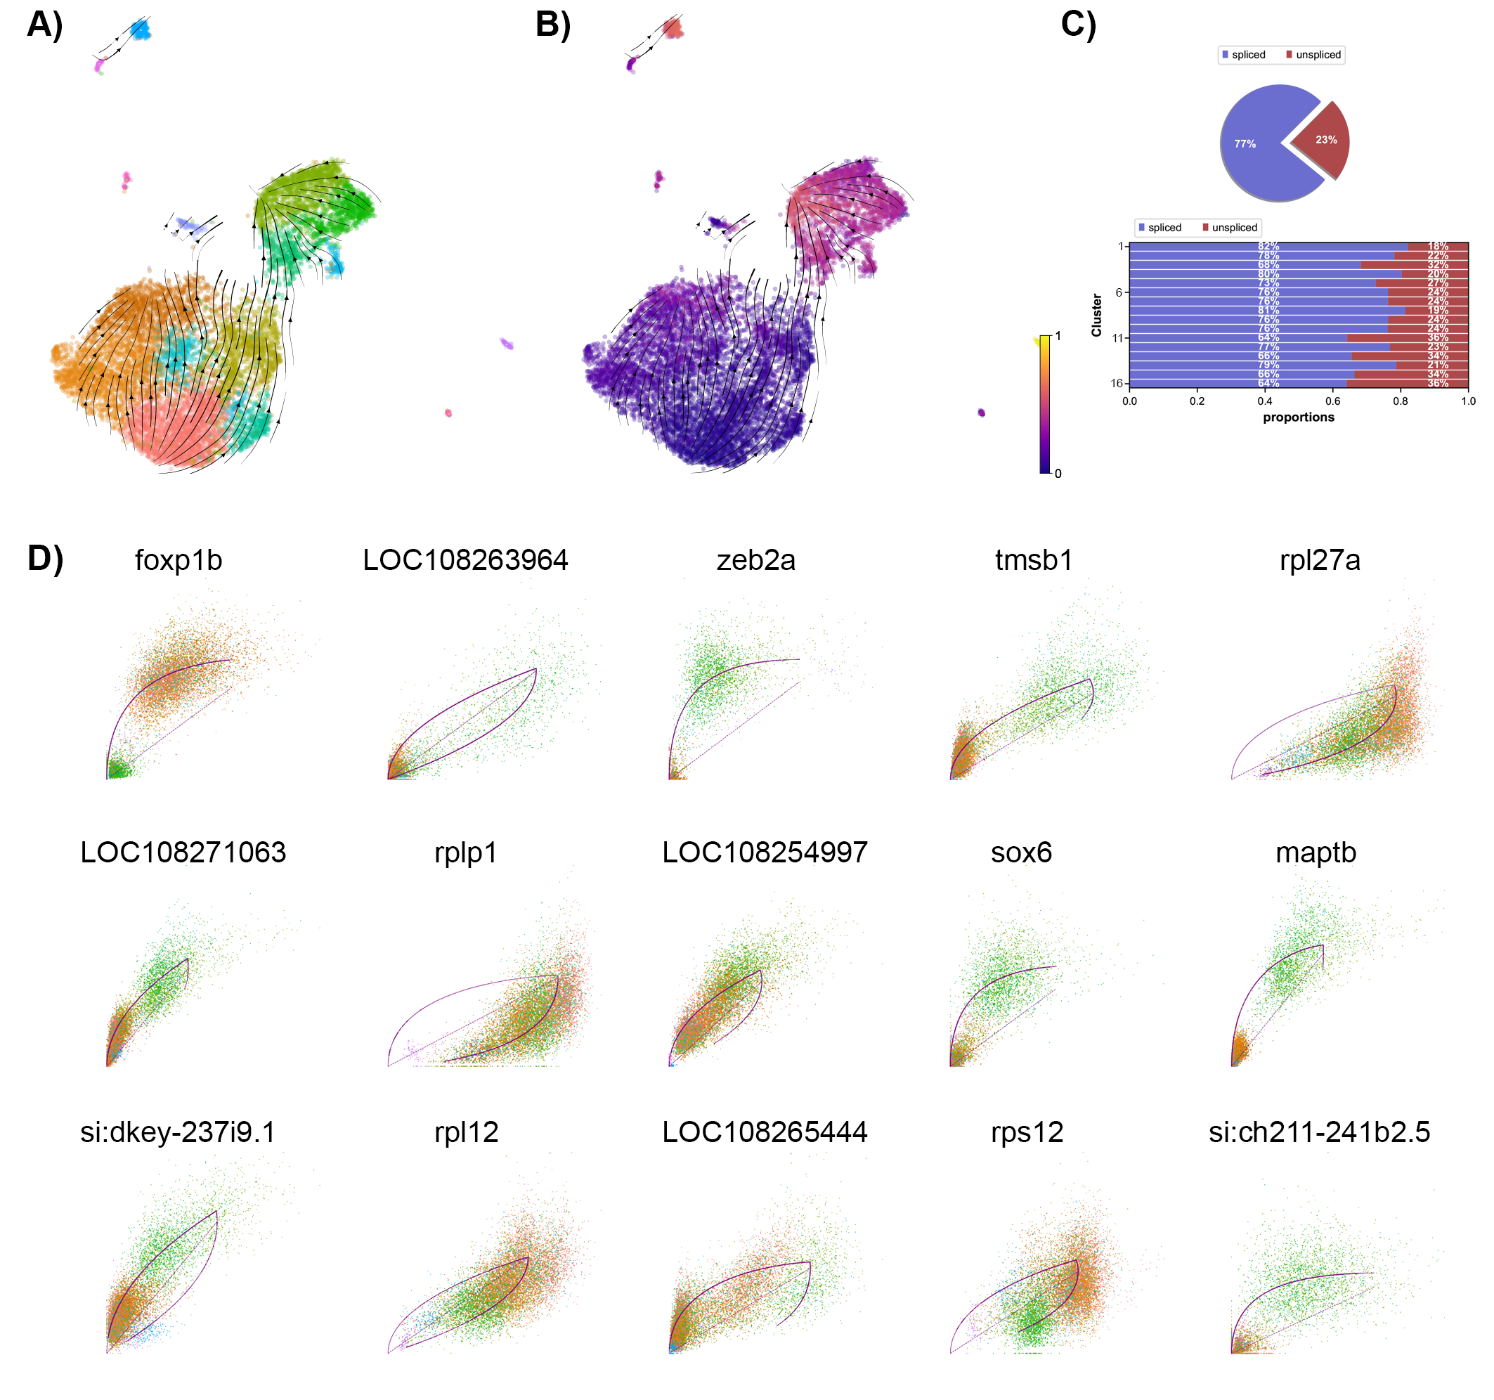

**Supplementary Figure 8: Trajectory analysis of B cells predicted using Monocle 3** (A) Branching between B cell clusters visualized on the UMAP generated in Seurat. (B) Pseudotime ranking of individual cells. Nodes in M1 with cells highly expressing ebf1b, a marker of B cells early in development, were selected as the root. (C) Box plots of pseudotime for each cluster. (D) Feature plot of genes found to significantly change expression as a function of pseudotime using Moran’s test.

How the deposited data were processed for this re-analysis (not part of the article)

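The samples were nuclei of IgM+ sorted spleen cells from 3 healthy channel catfish, 1 sequencing library per fish, all of 1 condition. The authors aligned 10x Genomics reads to the catfish assembly Coco_2.0 with Cell Ranger (reads made with 5.0.0, reference and counting with 8.0.0, introns excluded, the ighm model added by hand) and deposited raw counts of UMIs per gene and barcode. Each file held only cell-associated barcodes, so the soup of empty droplets was not analysed here. CPM, fold changes and clusters were computed from these counts for this section. Of the 32345 genes, 32344 were matched to the RefSeq gene table that gives the coordinates, and 37 were mitochondrial and 93 ribosomal protein genes.

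The files held 7060, 4889 and 6737 barcodes with 19750698, 12062702 and 23116124 UMIs in fish 1, 2 and 3. The median share of mitochondrial UMIs was 3.12, 3.33 and 3.29%, and 10.8, 18.5 and 12.4% of barcodes lay above 8%. The doublet caller of the paper was not installed, and doublets were scored with Scrublet in scanpy 1.11.5. Its automatic threshold marked 0, 1 and 1 barcodes and so had not worked, and the highest scores, 1% per 1000 barcodes, were removed instead. Detected genes were kept within 3.5 median absolute deviations of the median of each fish, unscaled, and mitochondrial UMIs at 8% or less.

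Counts were normalized with SCTransform (sctransform 0.4.2), integrated over fish by anchors in Seurat 5.3.0 and clustered with 24 principal components at resolution 0.5. A cluster was named as plasma, cycling B, NK-like, T/NK, HSPC/MK or MYL cells when the markers of that class had a mean log2 fold of at least 1 over all other cells, with a pseudocount of 10 CPM, and at least 3 markers were over 2-fold. Shallow clusters, under 0.333 of the median UMIs of their fish, also needed a marker of the class among their leading genes. Any other cluster was left unnamed when the mean of its B cell markers was under -1, and otherwise was placed in the population whose markers had the higher mean, with no minimum. The markers came from the paper's text and its Tables S1, S2 and S5, so the study had chosen them on these samples. A cluster with more markers of another class than of its own among its 10 leading genes did not get the name, a rule added after the first numbers of MYL cells were seen. B cell clusters were matched to those of Table S5 by the correlation of fold changes, at least 0.3. A matching of 1 cluster to 1 was tried first and was replaced by the best match of each cluster after the correlations, but no gene test, had been seen.

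Testing a gene in clusters it helped define would be circular. The genes were therefore divided at random, with a fixed seed, into sets of 16162 and 16183, with the markers of each class divided between them, and clusters of 1 set were used to test the genes of the other. Counts were summed per fish and class and tested with the quasi-likelihood F test of edgeR 4.0.16 after filterByExpr and TMM scaling, with Benjamini-Hochberg adjustment over both sets of genes together. Populations were compared with each other, classes and clusters with all other cells, and the subsets M1 to M3 with the other B cells. The SE of a log2 fold change was its size over the square root of F. CPM refer to all UMIs of a sum without TMM scaling, so ratios of CPM can differ from fold changes. Where a group had no UMI of a gene, a floor of 3 counts over the group gave the least fold. Shares of cells with a UMI were taken after thinning to 1000 UMIs per cell where stated. Moran's I used counts scaled to 10000 per cell. Both groups of a comparison came from the same 3 fish, which the library of each nucleus identifies. In Population 2 and Population 1 the deviations of fish from the mean of their group correlated within fish (0.512, 0.510 and 0.482 over 7496 genes of 1 set, and 0.503, 0.484 and 0.470 over 7268 of the other), and all correlations between different fish were negative. Fish as a block was an alternative, and with it 1469 genes were called between the populations, against 1065 without it. The block also called more genes in cycling B, NK-like and T/NK cells. It called fewer in plasma cells (791 against 1106), HSPC/MK and MYL cells. The lack of a call can therefore rest on the unpaired test.

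Named genes were all those the paper's results text names for a group and, for the 7 comparisons with a count of called genes, the 10 largest called changes that the paper does not name for the same comparison, moved the same way in 3 of 3 fish with at least 30 counts. From gene lists fixed before the data were examined, counts of called members were taken with up to 4 members of smallest p. The lists were B cell receptor and signalling, B cell stage regulators, homing and adhesion, immediate early genes, NF-kB targets, heat shock proteins, endoplasmic reticulum and secretion, S phase, G2/M phase, actin cytoskeleton, chromatin, MHC class II, the MAPK and NOD-like receptor genes the paper names, its IgM receptor candidates, light chains, and markers of thrombocytes, blood stem cells, erythroid cells, neutrophils, macrophages, endothelium, epithelium, T cells and NK cells. Values of Tables S1, S2 and S5 had been seen when the genes were chosen.

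Alternatives set before the data were examined were no doublet removal, no upper limit on detected features, deviations scaled by 1.4826, log-normalized counts without integration, resolution 1.0, clusters from all genes, DESeq2 1.42.0, DESeq2 size factors within edgeR, no filter on low counts, fish as a block, each fish left out, 50 neighbours, and thinning to 500 UMIs or none. Added after seeing the data were limits at 1 scaled deviation, cells of 1500 to 2500 UMIs, the unnamed cluster counted as MYL cells, comparisons of small clusters, tables of scaling shifts, and clustering with the genes in another order. That last setting was added because an early clustering, started by hand under another locale, sorted the gene names differently and split the clusters in another way. Its results had been seen when the final run replaced them, and the final run was kept because its locale is the one fixed for all steps, whatever its values. The limits at 1 scaled deviation were derived from the limits in the paper's supplementary figure and its number of nuclei, so their total is close to the paper's by construction. No other limits were tried for this.

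The tests were tested on simulated data with 200 changed genes in each comparison, divided between 2-fold and 4-fold changes. Between the populations edgeR recovered 46.8% of 2-fold and 92.6% of 4-fold changes and called 4 of 10183 unchanged genes. For plasma cells it recovered 2.02% and 33.3% and called 0 of 10279. The limits at which this simulation stops the run were loosened after its first result. Further tools were R 4.3.3, Matrix 1.6.5, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Pathway enrichment, pseudotime, RNA velocity, and secreted against membrane forms of ighm were not analysed here.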

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

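All comparisons of small clusters in this part were chosen only after the clusters were seen, while the tests of ighm and of depth were planned before their values were known.

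A cluster of 210 nuclei, built from 1 gene set and matched to no cluster of the paper, had 280 genes higher and 121 lower than the other Population 1 nuclei of 4759 tested. The cluster was placed in Population 1 as the higher of 2 low scores, with a mean log2 fold of its markers of -0.383 and 0 over 2-fold, and its scores for all classes were negative. It is given here for genes outside those the paper discusses, in nuclei of a population the paper did analyse. Its best correlation with a cluster of the paper was 0.252, under the limit, and the next was with B4 (0.225). Among the higher genes, named after their values were seen, were gar1 (3.90 ± 0.40, edgeR adjusted p = 6.1e-04), polr1d (3.44 ± 0.45, adjusted p = 1.4e-03), nle1 (2.99 ± 0.58, adjusted p = 8.6e-03), chchd10 (4.00 ± 0.44, adjusted p = 7.7e-04) and atp5mc1 (3.13 ± 0.46, adjusted p = 2.3e-03). Of 11 B cell receptor genes tested 6 were lower, among them cd79b, and of 11 stage regulators 4, among them ikzf1. No function of the higher genes and no explanation was tested.

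An unnamed cluster of 26 nuclei (9, 5 and 12 per fish), built from 1 gene set, had 111 genes higher and 421 lower than all other cells of 5051 tested. Higher were cebpd (7.72 ± 0.63, edgeR adjusted p = 3.8e-05) and LOC108257686 (6.43 ± 0.56, adjusted p = 5.2e-05), which the paper's text does not discuss, and the keratin gene krt18b. Of 9 macrophage and dendritic genes tested 2 were higher, csf1rb (6.27) and mafba (3.84), and 1 lower, cd68 (-1.93). These nuclei scored highest for MYL cells (2.45). The MYL cells of the same gene set numbered 10, 15 and 36 per fish, and those of all genes, where no cluster was left unnamed, 19, 21 and 48. Of 11 B cell receptor genes tested 7 were lower, among them ighm, and of 5 MHC class II genes 4. With only 26 nuclei, no explanation was tested.

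Transcripts of ighm in NK-like, T/NK, HSPC/MK and MYL cells were weighed first. Free RNA of B cells predicts that other B cell transcripts stand at the same percent of their B cell level as ighm, and the median ratio over fish was 0.953 (0.953, 0.0923 and 1.06). Doublets with B cells predict that most ighm UMIs lie in few nuclei at B cell level, and 68.75% did, as the median over fish (75.0, 21.05 and 68.8%). These were 15 of 242, 2 of 94 and 15 of 300 nuclei. Doublets would also keep the other B cell transcripts at the percent of ighm, so that ratio cannot tell the 2 explanations apart. In fish 1 the B cell level began at 999 CPM. There, 1 ighm UMI exceeds it at the median depth of HSPC/MK cells (830.5 UMIs), so stray UMIs can count as B cell level. Both predictions held in fish 1 and 3 and neither in fish 2, with only 19 ighm UMIs, so which of them applies stays open.

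Fewer UMIs per nucleus in Population 2 could enlarge its differences from Population 1. With nuclei of 1500 to 2500 UMIs alone (1563 and 3161), the median log2 fold change of the called genes was 1.08 times that over all nuclei. Of 1065 called genes 863 were tested there, all in the same direction, and 723 were called in both. The differences were thus not smaller in a narrow range of depth. The populations had been formed from all nuclei, and sums were scaled to their totals. This therefore does not test whether depth shaped the split into populations. Other differences of nuclear quality stay open too.

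The paper's fewer plasma, T/NK, HSPC/MK and MYL cells were weighed last. With limits at 1 scaled deviation, chosen after the data were seen, 4 of 4 numbers lay within 1.5 times the paper's (ratios 0.969, 0.933, 1.05 and 0.85). Which limits the authors applied stays open.

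With 6 sums there are only 10 splits into 3 and 3, which cannot give a share under 0.05. Every split but the real one mixes both classes on each side, which turns their difference into spread within groups. The classes were also cut from these nuclei by expression. Few calls in the other splits follow from that, so the counts below do not test the classes. In each of the 7 comparisons 1 of the 10 splits, the real one, reached its count. The highest other count was 29 against 1106 for plasma cells and 3 against 607 for cycling B cells. It was 0 against 1065 (Population 2), 1869 (NK-like), 1145 (T/NK), 2376 (HSPC/MK) and 1166 (MYL). Among splits parting all 3 pairs of sums, the highest was 14 for plasma cells and 0 elsewhere.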

How the results depend on the processing

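All settings were planned before the data were examined except the limits at 1 scaled deviation, the unnamed cluster counted as MYL cells and the genes in another order, and the tables of scaling shifts were also added after the data were seen.

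Of 918 named values 588 were called, and every setting kept most of them on their side of the thresholds, from 740 of 911 without fish 3 to 913 of 918 at resolution 1.0. Leaving out a fish moved 127 (fish 1), 134 (fish 2) and 155 (fish 3) to weaker, as fewer fish allow. Depth limits what a test can find, and the simulation recovered 2.02% of 2-fold changes of plasma cells and 46.8% between the populations, without separating UMIs per nucleus from the number of nuclei or the spread between fish. With the genes in another order 910 of 918 named values kept their label, and no count moved over 1.5 times.

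With 1 fish left out the called genes numbered 501 to 686 between the populations (1065 with all), 600 to 1098 in plasma cells (1106), 122 to 307 in cycling B cells (607), 874 to 1309 in NK-like cells (1869), 630 to 874 in T/NK cells (1145) and 416 to 1094 in MYL cells (1166). Named genes called numbered 22 to 24 in B1 to B10 (47), 10 to 13 in M1 to M3 (20) and 13 to 18 among receptor candidates (19). In HSPC/MK cells (2376) they numbered 1677 to 2211.

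Without an upper limit on detected features 3208 genes were called in plasma cells, 2455 in cycling B cells and 2501 in MYL cells. Cycling cells were then 4.79%, plasma cells 2.18% and T/NK cells 1.13% of nuclei, and Moran's I of hmgn2 0.336. With scaled deviations cycling B cells had 1041 and MYL cells 1904 called genes, and plasma cells were 1.07% of nuclei. Without the low-count filter MYL cells had 1870 and receptor candidates 29. The replicate block gave 981 in cycling B cells, and the block changed no other count by over 1.5 times. Log-normalized counts gave 1.13% cycling B cells, 25 calls in B1 to B10 and 0.268 and 1.39% of links from Population 1 and 2, and clusters from all genes gave 72, the tested genes helping define them. With 50 neighbours Moran's I of LOC108268454 was 0.244. Both ighm and ighd were seen in 28.6% of B cells at 500 UMIs and in 80.5% without thinning, against 51.8%. With limits at 1 scaled deviation there were 284 calls in plasma cells, 82 in cycling B cells, 377 in T/NK cells and 9 among receptor candidates, T/NK cells were 0.387%, MYL cells 0.318%, cycling B cells 0.736%, HSPC/MK cells 0.603% and plasma cells 0.314% of nuclei, and MYL cells could not be tested. The unnamed cluster counted as MYL cells gave 1283 calls. Beyond fewer fish, genes or cells, the cause was not tested.

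DESeq2 size factors within edgeR gave 799 higher and 2187 lower genes in HSPC/MK cells (929 and 1447 with TMM). DESeq2 gave 708 and 563 in T/NK cells (479 and 666) and 783 and 581 in MYL cells (512 and 654). The median log2 fold change moved by 0.134 and 0.138 in T/NK cells, -0.300 and -0.286 in HSPC/MK cells and 0.159 and 0.185 in MYL cells under size factors and DESeq2.

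Directions reversed without doublet removal for irf8 (1.03) in Population 2 and LOC108272923 (0.74) in cycling B cells. Without an upper limit they reversed for gzmk (-8.83) in cycling B cells and itgb7 (-1.64), LOC128629166 (-1.32) and LOC108274132 (-9.11) in MYL cells. With limits at 1 scaled deviation they reversed for irf8 (1.04) in Population 2, for rgs3a (0.0186), LOC108257254 (0.41), maptb (0.0688), camk2d1 (0.48), mapkapk3 (0.36) and plek (0.10466) in plasma cells, for hmgn3 (0.16) and LOC108274132 (6.86) in NK-like cells, for grna (0.0919), slc40a1 (4.91), mafba (2.42), krt18b (4.34) and LOC108257686 (4.43) in T/NK cells, and for hmgn2 (-2.09) and hmgb2a (-0.70) in M3.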

Differences from the paper's values

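All comparisons with the paper's values were planned, and only the limits at 1 scaled deviation were chosen after seeing the values. The paper's tests took cells as replicates, and the tests here took fish. A setting is called near when its value lies within 1.5 times the paper's for numbers and shares of cells. For log2 fold changes it must lie no further from the paper's value than the SE found here with all settings as reported, and for Moran's I no further than the SD over fish.

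The paper's numbers were 178 NK-like, 45 T/NK, 66 HSPC/MK, 40 MYL and 32 plasma cells, and the numbers here were 296, 95, 187, 88 and 92. No setting fixed beforehand that kept all 3 fish came within 1.5 times. With only 2 fish, and so fewer nuclei, these did: NK-like cells without fish 1 (241) or 2 (239), T/NK cells without fish 1 (55) or 3 (54), HSPC/MK cells without fish 1 (53), and MYL (40) and plasma cells (32) without fish 3. The limits at 1 scaled deviation, chosen after seeing the values, gave 176, 42, 69, 34 and 31, and with them 434 of the 588 called values could be tested and 84 values became weaker. Plasma cells were 0.031% of B cells in the paper and 0.723% here under the stated limits, with no setting near. The paper's own numbers of cells give 0.310%, and the limits at 1 scaled deviation, chosen after seeing the values, left 31 plasma cells of 10080 B cells.

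The paper's log2 fold change of ighd in plasma cells was -2.62, and here it was 0.19 (95% interval -1.16 to 1.54), with no setting near the paper's. The paper's Moran's I was 0.612 for LOC108268454 against 0.270 here, 0.482 for cd83 against 0.330 and 0.451 for hmgn2 against 0.162, with no setting near. For ighm it was 0.529 in the paper and 0.356 here, and came near without an upper limit (0.447). For cd74b it was 0.320 in the paper and 0.383 here, and came near without doublet removal (0.371), with log-normalized counts (0.373) and with 50 neighbours (0.352). The paper's values came from Monocle 3, and those here from a graph of nearest neighbours.

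In M1 the paper's log2 fold change of ccr9a was 3.61 and here 2.56, near it with log-normalized counts (3.65), clusters from all genes (3.12) and fish 3 left out (3.36). That of blnk was 2.95 in the paper and 1.75 here, with no setting near. For tamalin it was 1.86 in the paper and 1.38 here, near it with log-normalized counts (1.66), clusters from all genes (1.60) and fish 3 left out (1.90). In M2 maptb had 3.95 in the paper and 3.54 here, near it with log-normalized counts (3.82) and clusters from all genes (3.73). For tagln2 it was 3.24 in the paper and 2.75 here, with no setting near.

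Several genes the paper names were not called here. In Population 2 these were ighd (0.77, called with no upper limit, log-normalized counts, clusters from all genes and fish 2 left out), cd79b (0.55, called with no setting), cd40 (0.65, called with no setting), dusp1 (0.79, called with no upper limit, log-normalized counts and clusters from all genes), LOC108263964 (3.13, called with no low-count filter, the replicate block and fish 1 left out) and tnfaip3 (0.61, called with no doublet removal and 1 scaled deviation). In plasma cells they were ighd (0.19, called with no setting), cd79a (0.10, called with no setting), ebf1a (-0.32, called with no setting) and tcf3a (1.07, called with no upper limit, scaled deviations, resolution 1.0, clusters from all genes, DESeq2 and DESeq2 size factors). In cycling B cells 22 of 28 were higher, and not called were ptmab (0.63, called with no upper limit and scaled deviations), coro1a (1.00, called with the replicate block), lbr (0.93, called with no upper limit, scaled deviations, log-normalized counts, DESeq2 and the replicate block), ctcf (1.02, called with no doublet removal, no upper limit, scaled deviations, DESeq2 and the replicate block), mef2cb (-0.07, called with no setting) and pcna (0.33, called with no upper limit). In MYL cells 10 of 12 tested were higher, and not called were junbb (1.56, called with no doublet removal, no upper limit, scaled deviations, log-normalized counts, clusters from all genes, DESeq2, DESeq2 size factors and the unnamed cluster counted as MYL cells) and bmf2 (1.09, called with no doublet removal, scaled deviations, log-normalized counts, DESeq2, DESeq2 size factors and fish 1 left out). For tnfaip3, mef2cb and pcna the lack of a call is not a difference from the paper. It reports tnfaip3 only as lower in B2, where it was called lower here. It gives mef2cb and pcna as genes that other B cell clusters also express, and not as raised in B11. For tcf3a, cd79a and ebf1a in plasma cells it reports the highest level among clusters, which a call against all other cells does not test.

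For B1, only eef1b2 could be tested, and it was not called (0.98, called with DESeq2, no low-count filter and the replicate block). For B2, 5 of 8 named genes tested were called. Not called were actb2 (0.88, called with DESeq2, no low-count filter and the replicate block), ikzf1 (0.56, called with no setting) and ebf1b (0.35, called with no setting). Of genes named for B3, 1 of 8 tested were called. Not called were rc3h1a (0.74, called with no upper limit and clusters from all genes), pde4ba (0.56, called with no setting), irs2b (0.69, called with no upper limit), akap13 (0.67, called with no upper limit), nr4a3 (0.25, called with no setting), ikzf1 (0.17, called with no setting) and ebf1b (0.61, called with no upper limit). For B4, 8 of 9 named genes tested were called. Not called were nfkbiab (0.89, called with clusters from all genes, DESeq2, no low-count filter and the replicate block). B5 of 1 gene set held all of Population 2 apart from B10, so genes tested there do not set B5 apart from B6 or B7. Of genes named for B5, 22 of 23 tested were called. Not called were klf2a (1.03, called with no upper limit, log-normalized counts, DESeq2, no low-count filter and the replicate block). For B6, 8 of 13 named genes tested were called. Not called were cd79b (0.51, called with no upper limit), LOC108260251 (0.86, called with the replicate block), jun (-0.60, called with no doublet removal, no upper limit, log-normalized counts and clusters from all genes), prkcbb (-1.75, called with no doublet removal, no upper limit, log-normalized counts, clusters from all genes, DESeq2, no low-count filter, the replicate block, fish 3 left out and 1 scaled deviation) and birc2 (0.24, called with no setting). Of genes named for B8, 0 of 2 tested were called. Not called were sla2b (1.76, called with no upper limit, DESeq2, no low-count filter and the replicate block) and ccr9a (1.67, called with no upper limit, DESeq2, no low-count filter, the replicate block and fish 2 left out).

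For B9, 0 of 3 named genes tested were called. Not called were nr4a1 (0.54, called with no setting), LOC108255274 (0.66, called with no setting) and dapp1 (0.35, called with no setting). Of genes named for B10, 3 of 4 tested were called. Not called were dnajb1b (1.46, called with DESeq2, no low-count filter, the replicate block and 1 scaled deviation). For M1, 7 of 9 named genes tested were called. Not called were ccr9a (2.56, called with no upper limit, log-normalized counts, clusters from all genes, DESeq2, no low-count filter, the replicate block and 1 scaled deviation) and jun (0.79, called with no upper limit, log-normalized counts, clusters from all genes, no low-count filter, the replicate block, fish 3 left out and 1 scaled deviation). Of genes named for M2, 9 of 10 tested were called. Not called were LOC108263964 (3.13, called with no low-count filter, the replicate block and fish 1 left out). For M3, 4 of 5 named genes tested were called. Not called were lcp1 (0.95, called with no doublet removal, no upper limit, DESeq2 and the replicate block).

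The paper reports ptprc as expressed in HSPC/MK cells and tfr1b at a low level, not as raised against other cells. Here ptprc was detected but lower than in all other cells (-2.31), and tfr1b was not called (-1.84). Neither value is a difference from the paper. Besides the markers of megakaryocyte-biased cells the paper detects, gfi1b was higher here (9.99). The paper places the highest ikzf1 and ebf1b in B3 among stage markers and, in its text, in B2 for the trajectory root, and here ikzf1 was called in neither (0.17 and 0.56). A call against all other cells does not test which cluster is highest, and the level of ebf1b was highest in B3. The caption of its trajectory figure gives the root as B3. In Table S1 the columns of percent of cells look swapped for Population 2 and the fold changes shifted against the genes, and Table S5 marks some negative fold changes as up, so these columns were used with that limit.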

Other observations

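The comparison of T/NK clusters and the thrombocyte test were chosen only after the clusters or genes were seen, and the other values in this part follow the rules fixed beforehand.

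Single genes of other lineages were higher in Population 2, of the erythroid list 2 of 6 tested, of the T cell list 2 of 4 and of the NK list 2 of 6. The erythroid regulator gene gata1b was higher than in Population 1, by a log2 fold change of 7.12 ± 0.45 (edgeR adjusted p = 4.3e-05, higher in 3 of 3 fish), and the erythropoietin receptor gene epor by 4.84 ± 0.53 (edgeR adjusted p = 8.0e-04, higher in 3 of 3 fish). The T cell regulator gene gata3 was higher by 5.13 ± 0.54 (edgeR adjusted p = 6.0e-04, higher in 3 of 3 fish) and tbx21 by 6.09 ± 0.56 (edgeR adjusted p = 3.2e-04, higher in 3 of 3 fish). The patterning genes irx1a and irx2a, which are in no list, were higher by 7.37 ± 0.87 (edgeR adjusted p = 1.1e-03, higher in 3 of 3 fish) and 7.47 ± 0.30 (edgeR adjusted p = 6.7e-06, higher in 3 of 3 fish).

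Between the populations the lists not described so far gave these counts higher and lower of tested: endoplasmic reticulum and secretion 6 and 0 of 37 (6 and 0 adjusted over the list alone), actin cytoskeleton 4 and 0 of 19 (4 and 0 adjusted over the list alone), high mobility group and chromatin 0 and 0 of 17 (0 and 0 adjusted over the list alone), MHC class II and invariant chain 0 and 0 of 8 (0 and 0 adjusted over the list alone), immunoglobulin light chains 0 and 0 of 3 (0 and 0 adjusted over the list alone), thrombocyte 3 and 0 of 4 (3 and 0 adjusted over the list alone), blood stem and progenitor cell 0 and 1 of 5 (0 and 2 adjusted over the list alone), erythroid 2 and 0 of 6 (2 and 0 adjusted over the list alone), neutrophil 0 and 0 of 2 (0 and 0 adjusted over the list alone), macrophage and dendritic 0 and 1 of 8 (1 and 1 adjusted over the list alone), endothelial and stromal 0 and 0 of 1 (0 and 0 adjusted over the list alone), epithelial 1 and 1 of 4 (1 and 2 adjusted over the list alone), T cell 2 and 0 of 4 (2 and 0 adjusted over the list alone) and NK and cytotoxic 2 and 0 of 6 (2 and 0 adjusted over the list alone).

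The 10 called changes of largest fitted log2 fold change that the paper does not name for the same comparison were as follows, with the least fold in place of the fitted value where a group had no UMI. Such a least fold does not bear out a gene's place in the order. Between the populations they were LOC108257041 (-10.10), si:ch211-199f5.1 (7.87), LOC108257038 (-7.65), irx2a (7.47), irx1a (7.37), LOC108269638 (7.28), s39a9 (at least 6.60-fold lower), gata1b (7.12), rasa4 (7.08) and grik3 (6.95). In plasma cells they were LOC108257038 (at least 22.2-fold lower), ptk6b (at least 15.9-fold lower), adrb2b (at least 15.1-fold lower), flna (at least 12.9-fold lower), vat1 (at least 12.7-fold lower), LOC108264014 (at least 12.3-fold lower), fhl1b (at least 11.7-fold lower), rgs3a (at least 11.0-fold lower), lamp1a (at least 11.4-fold lower) and LOC108257254 (at least 10.8-fold lower). In cycling B cells they were si:busm1-57f23.1 (at least 15.9-fold lower), LOC108274594 (at least 11.1-fold lower), LOC108267133 (at least 3.79-fold lower), LOC108272923 (at least 3.45-fold lower), LOC108256200 (at least 2.27-fold lower), abca3b (at least 3.29-fold lower), si:ch73-335l21.4 (at least 3.17-fold lower), ache (at least 3.11-fold lower), pbk (7.40) and spc24 (6.95). In NK-like cells they were LOC108257038 (at least 24.1-fold lower), LOC108257254 (at least 13.0-fold lower), si:busm1-57f23.1 (at least 10.4-fold lower), diras1a (at least 8.23-fold lower), pmp22b (at least 7.85-fold lower), samd11 (at least 6.99-fold lower), sox6 (at least 6.19-fold lower), cdc42bpab (at least 6.01-fold lower), emp2 (at least 5.24-fold lower) and LOC124626407 (at least 5.16-fold lower).

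In T/NK cells they were klf2b (at least 23.9-fold lower), LOC108259374 (at least 18.9-fold lower), arhgap24 (at least 18.3-fold lower), LOC108257038 (at least 17.6-fold lower), LOC108274554 (at least 14.7-fold lower), LOC108274594 (12.13), arhgef12b (at least 9.61-fold lower), scarb2b (at least 8.29-fold lower), camk2n1 (at least 8.07-fold lower) and nav3 (at least 7.34-fold lower). In HSPC/MK cells 9 of them were sftpba (at least 46.6-fold lower), dennd5b (at least 27.0-fold lower), LOC108254997 (at least 23.5-fold lower), hey2 (at least 3651-fold higher), fabp3 (at least 14.2-fold lower), kcnk1a (at least 12.1-fold lower), ppp1r14aa (at least 2801-fold higher), LOC108277513 (at least 12.2-fold lower) and znf516 (at least 11.4-fold lower). In MYL cells they were tlr-5 (at least 17821-fold higher), si:dkey-195m11.11 (at least 15099.8-fold higher), LOC128628704 (at least 22.7-fold lower), LOC124628915 (at least 28.2-fold lower), LOC108276915 (13.69), gypc (at least 11.5-fold lower), mmp13 (12.79), LOC108279815 (at least 9.67-fold lower), LOC108257038 (at least 11.8-fold lower) and tagapa (at least 8.27-fold lower). In clusters of all genes, LOC108257041 and LOC108257038 led the Population 1 cluster of 1914 nuclei, beside hba and alas2. The place of these genes in the lists of lower genes can therefore rest on that 1 cluster.

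The smaller of the T/NK clusters (28 nuclei) had 69 genes higher and 42 lower than the larger (68 and 64 with the 2 gene sets) of 444 tested. Higher were tnfa (7.52 ± 0.62, edgeR adjusted p = 7.2e-05) and LOC108274594 (7.02 ± 0.74, adjusted p = 1.4e-04), and lower egr1 (-4.04 ± 0.54, edgeR adjusted p = 2.6e-04) and tnfrsf9a (-4.05 ± 0.60, adjusted p = 4.4e-04). The granzyme gene gzmk had no UMI in the smaller and was at least 31.9-fold lower there (edgeR adjusted p = 4.2e-04).

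HSPC/MK cells carry genes of stem cells and of thrombocytes, and 1 hypothesis was that they were mature thrombocytes. Of 13 thrombocyte genes tested 12 were higher (92.3%), and of 8 stem and progenitor genes 5 (62.5%). Fisher's exact test gave p = 0.253, so the test left the identity open. Both lists hold markers by which the class was named, so the shares are not independent evidence.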
